# Identification of Impacted Pathways and Transcriptomic Markers as Potential Mediators of Pulmonary Fibrosis in Transgenic Mice Expressing Human IGFBP5

**DOI:** 10.3390/ijms222212609

**Published:** 2021-11-22

**Authors:** Xinh-Xinh Nguyen, Ludivine Renaud, Carol Feghali-Bostwick

**Keywords:** insulin-like growth factor protein-5 (IGFBP5), transgenic model, G-protein-coupled receptor (GPCR), neuroactive ligand receptor, fibrosis, transmembrane receptors, fibroblasts

## Abstract

Pulmonary fibrosis is a serious disease characterized by extracellular matrix (ECM) component overproduction and remodeling. Insulin-like growth factor-binding protein 5 (IGFBP5) is a conserved member of the IGFBP family of proteins that is overexpressed in fibrotic tissues and promotes fibrosis. We used RNA sequencing (RNAseq) to identify differentially expressed genes (DEGs) between primary lung fibroblasts (pFBs) of homozygous (HOMO) transgenic mice expressing human IGFBP5 (hIGFBP5) and wild type mice (WT). The results of the differential expression analysis showed 2819 DEGs in hIGFBP5 pFBs. Functional enrichment analysis confirmed the pro-fibrotic character of IGFBP5 and revealed its impact on fundamental signaling pathways, including cytokine–cytokine receptor interaction, focal adhesion, AGE-RAGE signaling, calcium signaling, and neuroactive ligand-receptor interactions, to name a few. Noticeably, 7% of the DEGs in hIGFBP5-expressing pFBs are receptors and integrins. Furthermore, hub gene analysis revealed 12 hub genes including Fpr1, Bdkrb2, Mchr1, Nmur1, Cnr2, P2ry14, and Ptger3. Validation assays were performed to complement the RNAseq data. They confirmed significant differences in the levels of the corresponding proteins in cultured pFBs. Our study provides new insights into the molecular mechanism(s) of IGFBP5-associated pulmonary fibrosis through possible receptor interactions that drive fibrosis and tissue remodeling.

## 1. Introduction

Pulmonary fibrosis (PF) is a complication of several different diseases, including systemic sclerosis (SSc aka scleroderma) and idiopathic pulmonary fibrosis (IPF). SSc is a complex autoimmune disease characterized by progressive fibrosis of the skin and multiple visceral organs due to persistent overproduction of extracellular matrix (ECM) [1,2]. Despite multiple studies, the etiology of this connective tissue disease, which causes high morbidity and mortality in the patients, is still unknown. SSc-associated pulmonary fibrosis (SSc-PF) has become the leading cause of death in SSc patients [3,4]. Similarly, IPF is associated with significant morbidity and mortality [5]. To date, FDA approved treatments only slow down the progression of PF; there is currently no effective treatment to stop or reverse the progression of fibrosis [2,3]. Therefore, identifying novel targets would significantly advance the development of effective therapeutic strategies for the treatment of PF. 

Insulin-like growth factor binding protein 5 (IGFBP5) is the most conserved member of the IGFBP family, and mouse, rat and human IGFBP5 are 97% identical [6]. IGFBP5 binds IGF1 and IGF2 with high affinity and modulates IGF signaling, either inhibiting or stimulating their effects [7]. Like other IGFBPs, IGFBP5 exerts both IGF-dependent and -independent effects [8,9]. 

Our group has reported high levels of IGFBP5 in lung tissues and primary pulmonary fibroblasts (pFBs) of SSc-PF and IPF patients as well as in dermal fibroblasts of SSc patients [10,11,12]. Additionally, we have shown that IGFBP5 induces fibrosis in vivo in mouse skin and lung [13,14] and ex vivo in human skin maintained in organ culture [9,15]. Together, these findings suggest that IGFBP5 is a key pro-fibrotic factor that is deregulated during the development and progression of SSc and IPF. 

Using CRISPR/Cas9 knock-in technology, we recently generated transgenic mice ubiquitously expressing human IGFBP5 (hIGFBP5) [16]. ECM genes, such as *Col3a1*, *Fn* and *Lox*, were highly expressed in lung and skin tissues of these mice [16]. To further determine the functional role of hIGFBP5 in the development of fibrosis, primary pFBs of wild type (WT) and homozygous (HOMO) transgenic mice were used for RNA sequencing (RNAseq). 

The differential expression (DE) analysis comparing the transcriptome of primary pFBs of hIGFBP5 HOMO mice to that of WT mice revealed 2819 differentially expressed genes (DEGs) and allowed us to conduct a full functional enrichment analysis to tease out the networks, signaling pathways and gene ontology (GO) terms impacted by hIGFBP5. To complement the RNAseq data, qRT-PCR and immunoblotting were used to confirm changes at the mRNA and protein level. Our findings provide novel insights into the role of IGFBP5 in fibrosis. 

## 2. Results

### 2.1. Transcriptomic Signature and Functional Enrichment of hIGFBP5 pFBs

The DE analysis “HOMO vs. WT” returned 2819 DEGs (1248 upregulated and 1571 downregulated genes) out of a total of 16,451 genes with measured expression (Figure 1A, Supplementary Table S1). 

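The RNAseq data comprise 4 WT and 4 HOMO libraries from pFBs of female mice, called here WT1 to WT4 and HOMO1 to HOMO4 after their genotype and replicate number, and n counts libraries. The number of mice behind them is not stated in the paper's text or the sample records. The authors trimmed the reads with fastp, aligned them with STAR to mm10, counted them per gene with featureCounts and deposited these counts without normalization. The paper's text does not state whether the counting was strand-specific. The deposited table lists genes by symbol only, and 27324 of its 54532 entries had at least 1 count. Between 17236521 and 29028769 reads were counted per WT library (median 20786062), and between 19009027 and 31987790 per HOMO library (median 20589022). At these depths, 3 counts corresponded to between 0.0938 and 0.174 CPM (counts scaled to library size), a floor that covers counting error only. A fold against a genotype with 3 or fewer counts in every library was computed against this floor and is a lower bound. Counts were scaled with edgeR's TMM method, and levels are given as the resulting CPM. The 14150 genes that passed edgeR's filterByExpr were compared between HOMO and WT with its two-sided quasi-likelihood F test and Benjamini-Hochberg adjustment over these genes. DEGs were called at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change above 0.6. Genes outside that test were compared by two-sided exact permutation tests on log2 CPM (prior count 2). These ran over the 70 assignments of 8 libraries to 2 groups of 4, and their smallest possible p is 0.0286. This p takes the 8 libraries as independent, which the near-identical pairs described below call into question. With each such pair as 1 unit, chance alone would part the genotypes in 20.0% of genes. Positions are those of GRCm38, the assembly also called mm10. The libraries were not equally far apart. WT1 and WT2, HOMO1 and HOMO2, and HOMO3 and HOMO4 had biological coefficients of variation between 4.72 and 7.62%, against 29.9 to 56.1% for the other pairs of one genotype. The median level of genes on chromosome 12 stood 0.65 on the log2 scale in WT4 above the other WT libraries. Smaller shifts of the same kind were 0.36 for chromosome 4 in WT4, and 0.36 for chromosome 3 and 0.35 for chromosome 7 in WT3. Genes on chromosome 8 were higher in HOMO as a group, with a median log2 fold change of 0.37. Those on chromosomes 18 and 7 were lower in HOMO as a group, with medians of −0.31 and −0.29.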

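Of the 14150 tested genes, 1716 were called as DEGs, 841 upregulated and 875 downregulated in HOMO. In 3869 (27.3%) of all tested genes, the levels of the 2 genotypes did not overlap, where chance gives 2.86% with 8 independent libraries, and 20.0% if each near-identical pair counts as 1 unit. The number of DEGs moved most, to 0, when the counts of the 3 pairs of near-identical libraries were summed, a step chosen after the data were seen that leaves 3 WT and 2 HOMO units; 2057 genes then had an unadjusted p under 0.05. DESeq2 on the 8 libraries called 2913 DEGs, of which 1708 were shared with edgeR in the same direction. With each library left out in turn, between 507 and 2192 DEGs were called, and 479 of the DEGs were called in all 8 of these fits. The lists taken from the paper's text, tables and figures of 6 pathways hold 219 genes given as up- or downregulated, of which 191 were tested. All 191 changed in the paper's direction, which shows no stability because the paper called these genes on the same libraries, and 109 were called. DESeq2 called all 219. Among DEGs without overlap, the largest changes were found in genes close to the floor in one genotype. *Alx1* (chromosome 10 from 102998707 to 103030215), not counted in any WT library and counted 224, 399, 171 and 175 times in HOMO1 to HOMO4, was at least 67.5-fold higher in HOMO (edgeR adjusted p = 7.13e-04). *Zfp488* and *Sim2* were at least 13.0- and 8.77-fold higher, and the predicted gene *Gm26878*, on chromosome 8, at least 7.35-fold higher. The predicted genes *Gm15446* and *Gm21451* were at least 23.8- and 16.2-fold lower in HOMO, and *Gm15446* stood apart in WT4 (1.48 log2 CPM against 1.72 to 1.77 in the other WT libraries). *Aldh1a2* (chromosome 9 from 71215789 to 71296243) had a log2 fold change of −7.96 (standard error 1.23, edgeR adjusted p = 0.00729), with HOMO3 apart from the other HOMO libraries at 0.49 log2 CPM against −2.06 to −1.68. That of *Ndufa4l2* was −7.26 (standard error 1.47, edgeR adjusted p = 0.0176).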

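Clustering used the Euclidean distance between libraries over log2 CPM (prior count 2) of all tested genes, which are not selected for a difference between the genotypes, with complete linkage and 2 clusters. All 8 libraries fell in the cluster of their genotype, as they did over the most variable genes alone. Without WT4, HOMO1 or HOMO2, 5 of 7 libraries did so, and WT1 and WT2 fell in the cluster of HOMO. With average linkage or 1 minus Spearman's correlation as the distance, 6 of 8 libraries did so. The first principal component carried 46.8% of the variance and parted HOMO from WT, and the second (25.9%) parted WT1 and WT2 from WT3 and WT4. WT1 and WT2 correlated with HOMO3 and HOMO4 at Pearson r between 0.941 and 0.946, and with WT3 and WT4 at r between 0.890 and 0.930. Each r is across genes within a pair of libraries, and genes are not independent replicates.

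**Figure D1:**
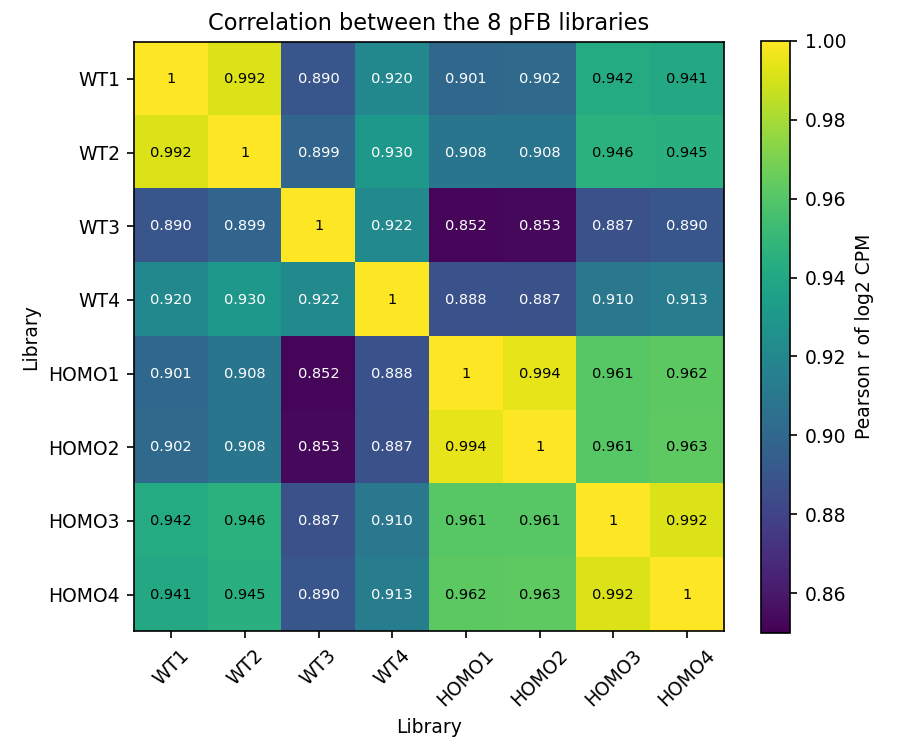
Pearson r of log2 CPM for each pair of the 8 pFB libraries, across all tested genes. The highest values, from 0.992 to 0.994, belong to WT1 with WT2, HOMO1 with HOMO2 and HOMO3 with HOMO4.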

HOMO and WT samples clustered in two separate clusters (Figure 1B), Cluster 1 and 2, respectively. As seen in Cluster 1, HOMO groups 3 and 4 had a weaker transcriptomic signature compared to HOMO groups 1 and 2. This indicated variable levels of expression of hIGFBP5 in each mouse [16]. 

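The strength of the signature was scored in each HOMO library as its mean log2 difference from WT, taken in the direction of change, over the DEGs called without that library. The scores were 2.47 in HOMO1 and 2.46 in HOMO2, over 507 and 512 DEGs, and 1.58 in HOMO3 and 1.65 in HOMO4, over 1040 and 980 DEGs. The mean score of HOMO1 and HOMO2 was higher by 0.856. Each score rests on its own set of DEGs, so this difference mixes the strength of the signature with the choice of genes. The near-identical partner of the library left out stayed in each fit, so these DEGs were not chosen independently of the library scored. Over one shared set of genes, the DEGs called with all 8 libraries, the scores were 1.79, 1.79, 1.42 and 1.42, a difference of 0.374, the alternative that moved this result most. The difference was 0.839 with upregulated DEGs and 0.828 with downregulated DEGs alone. It was not tested, since HOMO1 with HOMO2 and HOMO3 with HOMO4 are near-identical and leave 2 separate values. Counts of the human transgene were not analysed here.

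**Figure D2:**
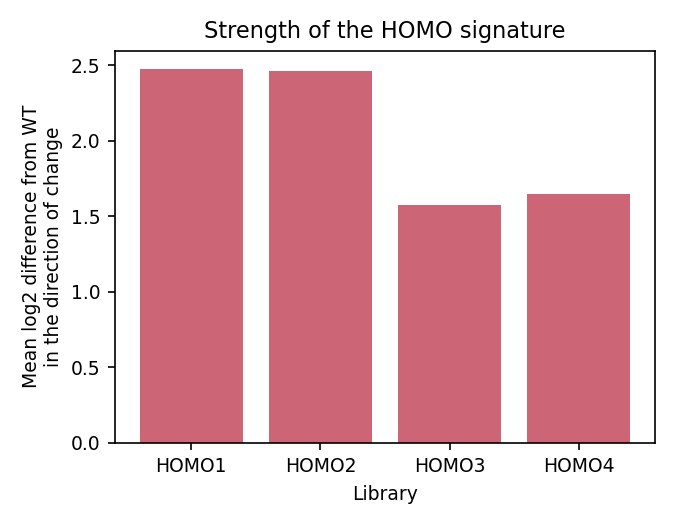
Bars give, for each HOMO library, the mean log2 difference from the mean of the 4 WT libraries over the DEGs called without that library, taken in the direction of change. HOMO1 and HOMO2 stand at 2.47 and 2.46, HOMO3 and HOMO4 at 1.58 and 1.65.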

The expression levels of the hIGFBP5 transgene were quantified in the pFBs of female mice, which were analyzed by RNAseq in panel B (Figure 1C), and as expected, levels were undetectable in pFBs of WT mice, while highly expressed in HOMO pFBs, confirming the successful CRISPR/Cas9 knock-in in the mice. Note that endogenous mouse *Igfbp5* was undetectable in the same samples in both WT and HOMO groups (data not shown). 

For the GO analysis, the “high specificity pruning” (highSP) and the “smallest common denominator pruning” (SCDP) corrections were applied to reduce redundancy and summarize the GO terms. The GO analysis (Table 1) revealed that overexpression of hIGFBP5 in fibroblasts affected “angiogenesis” and related processes (yellow), induced “positive regulation of MAPK cascade” and downstream pathways (orange), perturbed “calcium binding” (green), “ECM structural constituents” (blue) and “components of the plasma membrane”, including “receptor ligand activity” (pink). 

The pathway impact analysis uncovered 50 enriched pathways (Supplementary Table S2). Amongst the top 10 most enriched pathways, “cytokine–cytokine receptor interaction”, “focal adhesion”, “AGE-RAGE signaling pathway in diabetic complications”, “chemokine signaling pathway”, “neuroactive ligand-receptor interaction” and “calcium signaling pathway” were present (Table 1). 

In our functional enrichment analysis, the AGE-RAGE signaling pathway in diabetic complications was one of the most enriched pathways (p. 1.290E-04) (AGE: advanced glycation end-product; RAGE: receptor of AGEs). Most of the DEGs identified in this pathway were downregulated in the hIGFBP5 fibroblasts of the HOMO mice; however, the advanced glycosylation end product-specific receptor (*Ager*), the early growth response 1 (*Egr1*) transcriptional regulator, the signal transducer and activator of transcription 3 and 5a (*Stat3*, *Stat5a*), and the collagens type I alpha 1 and 2 chains (*Col1a1*, *Col1a2*) were amongst the few DEGs that were upregulated in this pathway (Supplementary Figure S1A). 

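The paper lists 34 DEGs in this pathway, 11 upregulated and 23 downregulated, and 32 of them passed the filter for the test. All 32 changed in the paper's direction, and 16 were called as DEGs, 5 up and 11 down. The other 16 had edgeR adjusted p-values between 0.0500 and 0.160. Adjusted over the 32 genes alone, 31 were called, a count that shows no stability because the list holds the paper's own calls on these data. Leaving out each library in turn gave between 8 and 20 called genes. Among the tested genes, the largest decrease was that of *Thbd* (chromosome 2 from 148404466 to 148408188), from 729.7 ± 89.8 CPM (SD, n = 4) in WT to 62.5 ± 13.0 CPM (SD, n = 4) in HOMO, a log2 fold change of −3.55 (standard error 0.20, edgeR adjusted p = 1.41e-04). *Icam1* changed by −2.99 (standard error 0.54, edgeR adjusted p = 0.0123), *Vegfa* by −1.18 (standard error 0.21, edgeR adjusted p = 0.0123) and *Mapk12* by 1.23 (standard error 0.18, edgeR adjusted p = 0.00589) on the same scale. *Agt*, on chromosome 8, was counted mainly in WT3 and WT4 (5, 5, 177 and 162 counts in WT1 to WT4), and its log2 fold change of −3.06 (standard error 1.18, edgeR adjusted p = 0.114) became 0.98 in limma-voom with sample weights. *Agtr1b* and *Ccl12* were outside the test, and *Ccl12* was counted 6, 1, 125 and 25 times in WT1 to WT4, at least 16.2-fold above HOMO (two-sided exact permutation p = 0.171).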

The coherent cascades highlight that upregulation of the *Ager* triggers upregulation of PLC (*Plce1*, *Plcb1*), which feeds into the calcium signaling pathway (p. 0.002), and upregulation of PI3K (*Pik3cb*, *Pik3r2*) as part of the PI3K-Akt signaling pathway (p. 0.003) (Supplementary Figure S1B, yellow arrows). This in turn feeds a positive feedback loop with *Ager*. 

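*Ager* (chromosome 17 from 34597862 to 34600936) was measured at 1.19 ± 0.560 CPM (SD, n = 4) in WT and 2.88 ± 0.435 CPM (SD, n = 4) in HOMO, without overlap, and its log2 fold change was 1.27 (standard error 0.37, edgeR adjusted p = 0.0556), which is not a call. *Plce1* (chromosome 19 from 38481109 to 38785030) rose from 16.7 ± 9.26 to 158 ± 10.5 CPM (SD, n = 4 each), by 3.24 (standard error 0.42, edgeR adjusted p = 0.00417) on the log2 scale. For *Plcb1* the change was 0.97 (standard error 0.27, edgeR adjusted p = 0.0500), just outside the threshold. Both *Pik3cb*, at 0.89 (standard error 0.19, edgeR adjusted p = 0.0194), and *Pik3r2*, at 0.61 (standard error 0.15, edgeR adjusted p = 0.0308), were called. *Pik3r2* lies on chromosome 8, whose genes were higher in HOMO as a group, and its change is close to the threshold of 0.6.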

Additionally, the upregulation of both *Stat3* and *Stat5a* enhance the upregulation of both collagen type 1 *Col1a1* and *Col1a2*, contributing to ECM production (Supplementary Figure S1B, yellow boxes). 

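The level of *Stat3* (chromosome 11 from 100885098 to 100939540) was 292 ± 40.7 CPM (SD, n = 4) in WT and 468 ± 84.0 CPM (SD, n = 4) in HOMO, a log2 fold change of 0.68 (standard error 0.17, edgeR adjusted p = 0.0368). That of *Stat5a* was 0.72 (standard error 0.22, edgeR adjusted p = 0.0605), and WT3 stood apart from the other WT libraries at 3.73 log2 CPM against 4.63 to 4.66. *Col1a1* (chromosome 11 from 94936224 to 94953042) was among the most abundant transcripts, at 4917 ± 538 CPM (SD, n = 4) in WT and 8669 ± 3319 CPM (SD, n = 4) in HOMO, and changed by 0.82 (standard error 0.30, edgeR adjusted p = 0.0985). *Col1a2* (chromosome 6 from 4504814 to 4541544) was measured at 4144 ± 925 CPM (SD, n = 4) in WT and 6552 ± 1426 CPM (SD, n = 4) in HOMO, with overlap between the genotypes and a log2 fold change of 0.66 (standard error 0.25, edgeR adjusted p = 0.105). Of these genes, *Stat3* was called as a DEG and the others were not.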

Finally, the upregulation of *Egr1* triggers the expression of Egr1-dependent genes and vascular dysfunction. 

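*Egr1* (chromosome 18 from 34859823 to 34864984) was measured at 81.1 ± 57.3 CPM (SD, n = 4) in WT and 269.6 ± 168 CPM (SD, n = 4) in HOMO. The genotypes overlapped, and the log2 fold change of 1.73 (standard error 0.64, edgeR adjusted p = 0.103) was not called. The 2908, 4068, 8878 and 7493 counts in HOMO1 to HOMO4 placed HOMO3 and HOMO4 above HOMO1 and HOMO2, and the 1885, 3489, 761 and 650 counts in WT1 to WT4 placed WT1 and WT2 above WT3 and WT4.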

The overexpression of hIGFBP5 in fibroblasts affected the expression of several structural and functional macromolecules of the ECM including the upregulation of *Col1a1*, *Col1a2*, *Col6a1*, *Col6a2*, and the downregulation of secreted phosphoprotein 1 (*Spp1*), thrombospondin 1 and 2 (*Thbs1*, *Thsb2*), laminin gamma 2 (*Lamc2*), tenascin XB and C (*Tnxb*, *Tnc*) (Supplementary Figure S2A,B). 

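With *Cd36*, *Cd44*, *Sv2a* and *Gp5*, which the paper also names, these make 14 genes, of which 13 were tested and 5 called. Adjusted over the 13 alone, 13 were called, which shows no stability for the same reason as in the AGE-RAGE list. *Thbs1* (chromosome 2 from 118111876 to 118127133) had the highest level of the downregulated genes, 11934 ± 1914 CPM (SD, n = 4) in WT and 1678 ± 945 CPM (SD, n = 4) in HOMO, and a log2 fold change of −2.83 (standard error 0.43, edgeR adjusted p = 0.00707). The changes of *Thbs2* at −1.39 (standard error 0.23, edgeR adjusted p = 0.00855) and *Tnc* at −1.14 (standard error 0.24, edgeR adjusted p = 0.0211) were also called. *Tnxb* changed by −1.38 (standard error 0.45, edgeR adjusted p = 0.0757) without a call. *Col6a1* (chromosome 10 from 76708792 to 76726168) and *Col6a2*, neighbours on chromosome 10, rose by 0.97 (standard error 0.33, edgeR adjusted p = 0.0832) and 1.02 (standard error 0.34, edgeR adjusted p = 0.0780) without overlap and without a call.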

The ECM-receptor interaction pathway (p. 0.017) is disrupted in hIGFBP5 fibroblasts. This pathway leads to direct and indirect control of adhesion, migration, differentiation, proliferation, and apoptosis. Integrins are essential transmembrane receptors able to provide a force-transmitting physical link between the ECM and the cytoskeleton. We identified 5 downregulated (*Itga2/7/8*, *Itgb5/6*) and 2 upregulated (*Itga2b/3*) integrins in hIGFBP5 fibroblasts. 

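Of the 7 integrins, 6 were tested and 3 called, *Itga2b* and *Itga3* up and *Itga2* down. *Itga3* (chromosome 11 from 95044474 to 95076801) was measured at 37.4 ± 15.5 CPM (SD, n = 4) in WT and 122 ± 31.1 CPM (SD, n = 4) in HOMO, a log2 fold change of 1.70 (standard error 0.30, edgeR adjusted p = 0.0120), and *Itga2b* at 7.39 ± 3.15 CPM (SD, n = 4) in WT and 17.4 ± 1.80 CPM (SD, n = 4) in HOMO, a log2 fold change of 1.24 (standard error 0.31, edgeR adjusted p = 0.0344). *Itga2* (chromosome 13 from 114833081 to 114932100) fell from 4.77 ± 2.96 to 0.329 ± 0.267 CPM (SD, n = 4 each), a log2 fold change of −3.89 (standard error 0.91, edgeR adjusted p = 0.0290). *Itgb5* (−0.83, standard error 0.24, edgeR adjusted p = 0.0533) and *Itga7* (−2.19, standard error 0.74, edgeR adjusted p = 0.0831) changed in the paper's direction without a call. *Itga8* was counted 72, 111, 10548 and 1907 times in WT1 to WT4, so its log2 fold change of −4.41 (standard error 1.61, edgeR adjusted p = 0.100) rests on WT3 and WT4, and it became 0.52 in limma-voom with sample weights. *Itgb6*, outside the test with 15, 17, 1 and 1 counts in WT1 to WT4, was at least 3.17-fold lower in HOMO (two-sided exact permutation p = 0.0571). Over the whole integrin family, 22 genes were tested and the same 3 were called, while 9 had an unadjusted p under 0.05.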

ECM macromolecules also interact with proteoglycans and glycoproteins that are DEGs in our analysis, including the downregulated molecules *Cd36* and *Cd44*, and the upregulated glycoproteins synaptic vesicle 2a (*Sv2a*) and platelet glycoprotein 5 (*Gp5*). 

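*Cd44* (chromosome 2 from 102811141 to 102901665) was measured at 202 ± 89.7 CPM (SD, n = 4) in WT and 71.2 ± 37.3 CPM (SD, n = 4) in HOMO, and its log2 fold change of −1.50 (standard error 0.46, edgeR adjusted p = 0.0609) was not called. *Cd36* was counted mainly in WT3 and WT4, 30, 85, 858 and 385 times in WT1 to WT4, and changed by −3.83 (standard error 1.19, edgeR adjusted p = 0.0649). *Sv2a* (chromosome 3 from 96181151 to 96195521) rose from 7.36 ± 2.62 to 17.9 ± 1.64 CPM (SD, n = 4 each), a log2 fold change of 1.28 (standard error 0.27, edgeR adjusted p = 0.0194), and was called. *Gp5* had 1, 0, 4 and 1 counts in WT1 to WT4 and 9, 11, 8 and 15 counts in HOMO1 to HOMO4, too few for the test (two-sided exact permutation p = 0.0286).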

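The paper's figure of the focal adhesion pathway lists 47 DEGs, 10 upregulated and 37 downregulated. Of the 45 tested, all changed in the paper's direction and 28 were called, 5 up and 23 down, while the other 17 had edgeR adjusted p-values from 0.0533 to 0.139. Adjusted over the list alone, 45 were called, again without bearing on stability. The integrins and extracellular matrix genes apart, large decreases were those of *Parvb* (chromosome 15 from 84232043 to 84315688), at −3.74 (standard error 0.81, edgeR adjusted p = 0.0220), and *Mylpf*, at −2.71 (standard error 0.51, edgeR adjusted p = 0.0134). Among kinases, receptors and growth factors, *Ptk2* changed by −0.71 (standard error 0.16, edgeR adjusted p = 0.0261), *Flt1* by −1.42 (standard error 0.39, edgeR adjusted p = 0.0451) and *Pdgfa* by −0.84 (standard error 0.20, edgeR adjusted p = 0.0296). *Pdgfa* shares 26.1% of its exon bases with a gene on the opposite strand, and WT3 stood apart in it (6.23 log2 CPM against 5.48 to 5.60 in the other WT libraries). *Zyx* rose by 0.88 (standard error 0.21, edgeR adjusted p = 0.0319), with WT3 apart at 8.82 log2 CPM against 9.56 to 9.71. *Myl12a* (−0.96, standard error 0.25, edgeR adjusted p = 0.0401) and *Myl12b* (−1.24, standard error 0.31, edgeR adjusted p = 0.0331) are close paralogs, whose reads cannot always be told apart. *Capn2* (−0.81, standard error 0.17, edgeR adjusted p = 0.0184) shares 27.1% of its exon bases with a predicted gene on the opposite strand. *Pgf*, on chromosome 12, was outside the test, with 4, 2, 62 and 44 counts in WT1 to WT4 and 2, 4, 2 and 1 counts in HOMO1 to HOMO4 (two-sided exact permutation p = 0.114).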

The perturbation of the ECM and the integrins we observed contributed to the deregulation of the focal adhesion pathway (Supplementary Figure S3A,B), one of the most perturbed pathways (p. 2.458E-05) in the hIGFBP5 fibroblasts. Another trigger to the enrichment of the focal adhesion pathway is the downregulation of several growth factors (GFs) and receptor tyrosine kinases (RTKs) in the cytokine–cytokine receptor interaction pathway, the most enriched pathway in our analysis (p. 6.449E-07). Lastly, the downregulation of 3 caveolin genes (*Cav1/2/3*) also contributed to the enrichment of the focal adhesion pathway. 

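*Cav3* (chromosome 6 from 112459505 to 112472872) was counted 17, 16, 32 and 28 times in WT1 to WT4 and not counted in any HOMO library, so it was at least 8.67-fold lower in HOMO. *Cav2* (chromosome 6 from 17281185 to 17289115) was measured at 42.2 ± 6.51 CPM (SD, n = 4) in WT and 25.6 ± 5.43 CPM (SD, n = 4) in HOMO, a log2 fold change of −0.72 (standard error 0.19, edgeR adjusted p = 0.0417), and was called. *Cav1*, which lies next to *Cav2* on chromosome 6, was measured at 144 ± 51.0 CPM (SD, n = 4) in WT and 65.2 ± 32.4 CPM (SD, n = 4) in HOMO, and its log2 fold change of −1.14 (standard error 0.40, edgeR adjusted p = 0.0903) was not.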

The overall perturbation of this signature predicted by coherent cascade is the upregulation of *Bcl2* associated agonist of cell death (*Bad*) (Supplementary Figure S3B, yellow arrows and box), a factor that promotes cell death in the apoptotic pathway, and the upregulation of 4 myosin light chain kinases (*Mylk1/2/3/4*), factors that play a role in the regulation of actin cytoskeleton (p. 0.029) and polymerization (Supplementary Figure S4). 

The overexpression of hIGFBP5 in fibroblasts has a profound impact on the expression of cytokines and their receptors, and the cytokine–cytokine receptor interaction pathway is the most enriched of all pathways in this functional enrichment analysis (p. 6.449E-07). Cytokines are central regulators and mobilizers of cells engaged in inflammatory host defenses (innate and adaptive), cell growth, differentiation, cell death, angiogenesis, and repair processes. In this pathway, out of 26 differentially expressed cytokines, 22 were downregulated in hIGFBP5 fibroblasts: *Ccl2/7/8/9/12/20/28*, *Il6/7/1rn*, *Tslp*, *Csf1*, *Tnfsf8/15*, *Eda*, *Ngf*, *Gdf3/6/15*, *Inhba/b* and *Tgfβ2* (Supplementary Figure S5A). 

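Of the 26 cytokines, 22 were tested, and all 22 changed in the paper's direction. edgeR called 9, 2 upregulated and 7 downregulated, *Il6* and *Tgfb2* among the latter. The other 13 had adjusted p-values from 0.0522 to 0.144, and adjusted over the list alone all 22 were called, which shows no stability. Over the 52 DEGs that the paper's figure gives for the whole pathway, receptors included, 21 of 42 tested were called. *Csf1* (chromosome 3 from 107741048 to 107760469) was the most abundant, at 2683 ± 761 CPM (SD, n = 4) in WT and 1020.3 ± 89.2 CPM (SD, n = 4) in HOMO, with a log2 fold change of −1.40 (standard error 0.22, edgeR adjusted p = 0.00789). *Ccl7* (chromosome 11 from 82045712 to 82047525) changed by −2.41 (standard error 0.48, edgeR adjusted p = 0.0162), *Inhba* by −2.45 (standard error 0.54, edgeR adjusted p = 0.0237) and *Il7* by −2.53 (standard error 0.55, edgeR adjusted p = 0.0230). *Ccl8* (−4.16, standard error 1.24, edgeR adjusted p = 0.0589) and *Eda* (−1.06, standard error 0.30, edgeR adjusted p = 0.0522) were not called, and *Eda* stood apart in HOMO2 (1.39 log2 CPM against 1.74 to 1.76 in the other HOMO libraries). Further transcripts had one library apart from the others of its genotype: *Gdf15*, on chromosome 8, in WT3 (2.83 log2 CPM against 3.86 to 3.98), *Gdf6* in WT4 (6.52 log2 CPM against 4.39 to 4.72) and *Tnfsf8* in HOMO3 (−0.15 log2 CPM against 0.96 to 1.10). *Gdf3* was counted 2, 10, 66 and 51 times in WT1 to WT4 and in no HOMO library, at least 12.0-fold lower, and *Ccl28* had 6, 15, 34 and 59 counts in WT1 to WT4 and 0, 0, 1 and 4 counts in HOMO1 to HOMO4 (two-sided exact permutation p = 0.0286 for each).

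**Figure D3:**
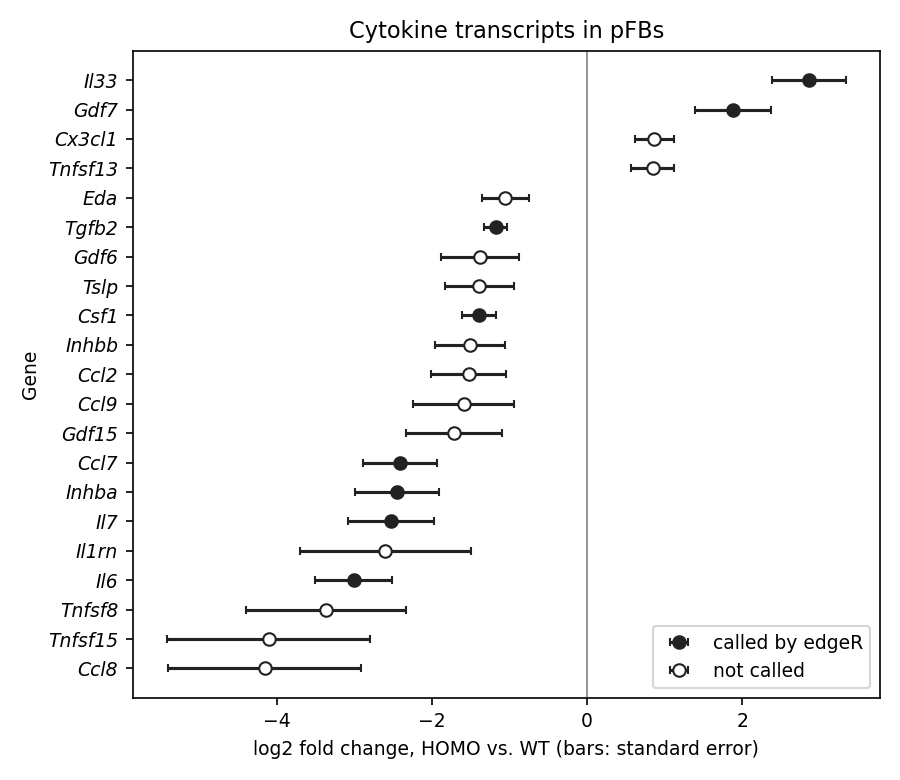
Points give edgeR's log2 fold change, HOMO vs. WT, of tested cytokines, bars its standard error, and filled points those called as DEGs. The downregulated DEGs shown lie between −3.01 and −1.18.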

The only upregulated cytokines in this pathway impacted by hIGFBP5 expression were *Cx3cl1, Gdf7*, *Il33* and *Tnfsf13*. 

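*Il33* (chromosome 19 from 29925114 to 29960718) was measured at 5.97 ± 0.442 CPM (SD, n = 4) in WT and 43.5 ± 28.2 CPM (SD, n = 4) in HOMO, a log2 fold change of 2.86 (standard error 0.47, edgeR adjusted p = 0.00894). *Gdf7*, on chromosome 12, rose by 1.88 (standard error 0.49, edgeR adjusted p = 0.0394) from low levels, 14, 9, 3 and 20 counts in WT1 to WT4. These were called, and *Cx3cl1* (0.87, standard error 0.25, edgeR adjusted p = 0.0529) and *Tnfsf13* (0.85, standard error 0.28, edgeR adjusted p = 0.0764) were not, although the genotypes did not overlap in either. *Cx3cl1* lies on chromosome 8, whose genes were higher in HOMO as a group, and 60.0% of the exon bases of *Tnfsf13* also belong to the read-through gene *Tnfsfm13* on the same strand, whose reads the counting cannot always separate.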

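*Il1rap* (chromosome 16 from 26581704 to 26730117) was measured at 32.3 ± 3.65 CPM (SD, n = 4) in WT and 63.5 ± 13.2 CPM (SD, n = 4) in HOMO, a log2 fold change of 0.97 (standard error 0.18, edgeR adjusted p = 0.0123), and was called. *Il1r1* was at 63.7 ± 14.7 CPM (SD, n = 4) in WT and 77.5 ± 29.3 CPM (SD, n = 4) in HOMO, with overlap and a log2 fold change of 0.28 (standard error 0.29, edgeR adjusted p = 0.543). *Il1rl1* (chromosome 1 from 40429570 to 40465415) was lower in HOMO, with 98, 97, 1079 and 20 counts in WT1 to WT4 and 28, 19, 38 and 58 counts in HOMO1 to HOMO4 and a log2 fold change of −3.45 (standard error 1.24, edgeR adjusted p = 0.0961). Of the other receptors, *Il2rg* changed by −3.24 (standard error 0.73, edgeR adjusted p = 0.0254), *Acvrl1* by −2.44 (standard error 0.59, edgeR adjusted p = 0.0319), *Fas* by −1.62 (standard error 0.12, edgeR adjusted p = 4.17e-04) and *Tnfrsf12a* by −1.10 (standard error 0.18, edgeR adjusted p = 0.00836). *Il10rb* (−0.93, standard error 0.21, edgeR adjusted p = 0.0266) was called too, with HOMO4 apart from the other HOMO libraries at 4.18 log2 CPM against 3.68 to 3.75. *Il17re* (−1.36, standard error 0.40, edgeR adjusted p = 0.0565) had HOMO3 apart at 0.27 log2 CPM against −0.64 to −0.58, and *Ifnlr1* (1.75, standard error 0.52, edgeR adjusted p = 0.0581) had WT3 apart at −0.87 log2 CPM against 1.70 to 1.82. *Epor* rose by 2.45 (standard error 0.51, edgeR adjusted p = 0.0194) and *Ackr4* by 2.04 (standard error 0.41, edgeR adjusted p = 0.0174), both from no more than 11 counts in any WT library. *Tnfrsf9* and *Edar*, outside the test, were at least 16.6- and 2.87-fold lower in HOMO (two-sided exact permutation p = 0.0286 for each).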

Considering the accumulation effect of all DEGs in this pathway, the overall impact of hIGFBP5 overexpression seems to be the downregulation of many cytokine receptors, with the noticeable exception of the upregulation of receptors that interact with IL1-like cytokines, such as *Il1rap*, *Il1r1* and *Il1rl1* (Supplementary Figure S5B, yellow box). 

Perturbation of PI3K-Akt signaling is a major event in any cell, as this pathway regulates fundamental cellular functions, such as transcription, translation, proliferation, growth and survival. 

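Of 67 DEGs in the paper's figure of PI3K-Akt signaling, 62 were tested and 42 called, 17 up and 25 down, with adjusted p-values of the other 20 from 0.0533 to 0.136. Of 35 DEGs in its figure of chemokine signaling, 17 of 29 tested were called, 7 up and 10 down. All tested genes of both lists changed in the paper's direction, and adjusted over each list alone all 62 and 29 were called, which shows no stability. *Angpt2* (chromosome 8 from 18690263 to 18741562) fell from 156 ± 86.0 to 5.65 ± 3.71 CPM (SD, n = 4 each), a log2 fold change of −4.79 (standard error 0.68, edgeR adjusted p = 0.00538), although genes on chromosome 8 were higher in HOMO as a group. *Erbb3* (chromosome 10 from 128567523 to 128589652) was measured at 0.316 ± 0.0901 CPM (SD, n = 4) in WT and 1.03 ± 0.433 CPM (SD, n = 4) in HOMO, and *Ntrk2* was counted 20, 28, 4 and 4 times in HOMO1 to HOMO4, at least 3.66-fold above WT (two-sided exact permutation p = 0.0286). *Jak3* rose by 1.19 (standard error 0.13, edgeR adjusted p = 0.00227) and *Lpar2* (chromosome 8 from 69822429 to 69831102) by 2.07 (standard error 0.43, edgeR adjusted p = 0.0197). Both lie on chromosome 8, as do *Phlpp2* (1.26, standard error 0.29, edgeR adjusted p = 0.0281) and *Ikbkb* (0.66, standard error 0.13, edgeR adjusted p = 0.0181). *Kitl* rose by 2.35 (standard error 0.34, edgeR adjusted p = 0.00579), and *Syk* changed by −3.52 (standard error 0.86, edgeR adjusted p = 0.0322). *Ppp2r2b* (2.04, standard error 0.43, edgeR adjusted p = 0.0207) had WT3 apart from the other WT libraries, at −0.73 log2 CPM against 0.99 to 1.32, and *Ppp2r5a* (0.75, standard error 0.13, edgeR adjusted p = 0.0109) had WT4 apart, at 5.99 log2 CPM against 5.63 to 5.67.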

Here we found that hIGFBP5 expression in fibroblasts initiated the enrichment of the PI3K-Akt signaling pathway (p. 0.003) via 4 main routes (Supplementary Figure S6A,B): (1) deregulation of several GFs, including the downregulation of *Angpt2* and *Pgf*, and upregulation of the RTKs *Ntrk2* and *Erbb3*, (2) downregulation of the cytokines *Il6* and *Il7* and the cytokine receptor *Il2rg* accompanied by the upregulation of *Jak3* as part of the JAK/STAT signaling pathway, (3) the downregulation of several ECM macromolecules, including *Spp1* and *Thbs1*, and the integrins *Itga2/7/8* and *Itgb5/6* as part of the focal adhesion pathway (Supplementary Figures S3 and S4) upregulation of the GPCR *Lpar2* as part of the chemokine signaling pathway (p. 7.482E-04) (Supplementary Figure S7). The resulting accumulation on the PI3K-Akt pathway as predicted by iPathwayGuide would affect several pathways and GO processes that we identified as significantly enriched, namely cell proliferation (p. 4.07E-02) and angiogenesis (p. 3.67E-04) via downregulation of *Map2k1/2* (MEK) and *Mapk1/3* (ERK) as part of the MAPK signaling pathway (p. 0.013) (Supplementary Figure S8), as well as cell survival via upregulation of *Bcl2l1* and *Myb*. 

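*Map2k1* was measured at 175 ± 37.4 CPM (SD, n = 4) in WT and 212 ± 45.5 CPM (SD, n = 4) in HOMO, a log2 fold change of 0.28 (standard error 0.21, edgeR adjusted p = 0.387). *Map2k2* changed by −0.18 (standard error 0.15, edgeR adjusted p = 0.446), and by 0.08 in limma-voom with sample weights. *Mapk3* (chromosome 7 from 126759601 to 126765819) was lower, at 226 ± 18.3 CPM (SD, n = 4) in WT and 131 ± 14.3 CPM (SD, n = 4) in HOMO and a log2 fold change of −0.79 (standard error 0.13, edgeR adjusted p = 0.00855), and was called. Genes on chromosome 7 were lower in HOMO as a group. *Bcl2l1* was lower in HOMO, at −0.42 (standard error 0.13, edgeR adjusted p = 0.0671). *Myb* was counted 6, 5, 1 and 0 times in WT1 to WT4 and 1, 0, 1 and 3 times in HOMO1 to HOMO4, and no difference was detectable at this depth (two-sided exact permutation p = 0.371).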

As previously mentioned, the calcium signaling pathway (p. 0.002) is among the top 10 most enriched pathways in hIGFBP5 fibroblasts (Supplementary Figure S9A,B). 

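*P2rx7* (chromosome 5 from 122643911 to 122691432) fell from 15.5 ± 8.04 to 1.50 ± 1.54 CPM (SD, n = 4 each), a log2 fold change of −3.39 (standard error 0.90, edgeR adjusted p = 0.0414), and was called. *Grin2a* (chromosome 16 from 9567898 to 9995560) was outside the test, with 21, 19, 12 and 1 counts in WT1 to WT4, at least 5.18-fold above HOMO (two-sided exact permutation p = 0.0571).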

The downregulation of several receptor-operated calcium channels (ROCs) initiates this perturbation, such as glutamate ionotropic receptor NMDA type subunit 2a (*Grin2a*) and purinergic receptor P2X 7 (*P2rx7*). 

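*Cacna1c* (chromosome 6 from 118587240 to 119196418) was measured at 71.6 ± 17.1 CPM (SD, n = 4) in WT and 144 ± 38.0 CPM (SD, n = 4) in HOMO, a log2 fold change of 1.01 (standard error 0.24, edgeR adjusted p = 0.0302). *Cacna1a*, which is lower in HOMO although it lies on chromosome 8, changed by −1.32 (standard error 0.32, edgeR adjusted p = 0.0325). *Orai1* changed by −0.79 (standard error 0.21, edgeR adjusted p = 0.0382), and *Orai3* by −0.86 (standard error 0.27, edgeR adjusted p = 0.0676), which was not called. *Cacna1i* was outside the test, with 1, 9, 0 and 1 counts in WT1 to WT4 and 22, 15, 26 and 13 counts in HOMO1 to HOMO4 and no overlap (two-sided exact permutation p = 0.0286).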

The deregulation of several voltage-dependent calcium channels also contributes to the enrichment of this pathway, including the upregulation of the L type, alpha 1c and 1i subunits (*Cacna1c/1i*) and the downregulation of the P/Q type, alpha 1A subunit (*Cacna1a*), as well as the downregulation of the ORAI calcium release-activated calcium modulators 1 and 3 (*Orai1/3*). The downregulation of several *GPCRs* also contributes to this perturbation, including angiotensin II receptor type 1b (*Agtr1b*), bradykinin receptor beta 2 (*Bdkrb2*), chemokine C-X-C motif receptor 4 (*Cxcr4*), prostaglandin F receptor (*Ptgfr*), histamine receptor H1 (*Hrh1*), 5-hydroxytryptamine (serotonin) receptor 2A (*Htr2a*), adrenergic receptors alpha 1b/1d and beta 2 (*Adra1b/1d*, *Adrb2*), adenosine A2b receptor (*Adora2b*). 

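Of these receptors, *Htr2a* (chromosome 14 from 74640840 to 74709494) was measured at 38.1 ± 11.8 CPM (SD, n = 4) in WT and 9.58 ± 4.63 CPM (SD, n = 4) in HOMO, and was called with an edgeR adjusted p of 0.0155. *Adra1b* changed by −1.66 (standard error 0.35, edgeR adjusted p = 0.0211), *Adra1d* by −1.92 (standard error 0.50, edgeR adjusted p = 0.0401) and *Adora2b* by −1.14 (standard error 0.16, edgeR adjusted p = 0.00559), and all were called. *Hrh1* (−2.04, standard error 0.60, edgeR adjusted p = 0.0548) and *Ptgfr* (−2.33, standard error 0.90, edgeR adjusted p = 0.116) were not. *Agtr1b*, *Bdkrb2* and *Cxcr4* were outside the test, and *Agtr1b* had 11, 15, 2 and 0 counts in WT1 to WT4 and no count in HOMO (two-sided exact permutation p = 0.143).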

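*Ptger3* (chromosome 3 from 157566892 to 157645888) had 4, 6, 5 and 1 counts in WT1 to WT4 and 47, 78, 62 and 82 counts in HOMO1 to HOMO4, a log2 fold change of 3.86 (standard error 0.54, edgeR adjusted p = 0.00502). WT4, with 1 count, stood apart from the other WT libraries at −2.97 log2 CPM against −1.67 to −1.41.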

Note that the prostaglandin E receptor 3 (*Ptger3*) is the only GPCR that is upregulated in this pathway. Two RTKs are also involved, the upregulated erb-b2 receptor tyrosine kinase 3 (*Erbb3*) and the downregulated platelet derived growth factor receptor beta (*Pdgfrb*). 

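*Erbb3*, with no more than 11 counts in any WT library, rose by 1.67 (standard error 0.43, edgeR adjusted p = 0.0371) on the log2 scale. *Pdgfrb* (chromosome 18 from 61045150 to 61085061) fell from 677 ± 189 to 347 ± 57.6 CPM (SD, n = 4 each), a log2 fold change of −0.97 (standard error 0.22, edgeR adjusted p = 0.0251). Genes on chromosome 18 were lower in HOMO as a group.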

*CD38*, a transmembrane glycoprotein, is defined as both a cell surface enzyme and as a receptor that also participates in the calcium signaling enrichment (see ADPR cyclase) because it is upregulated in hIGFBP5 fibroblasts. 

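*Cd38* (chromosome 5 from 43868553 to 43912375) rose from 2.36 ± 1.73 to 18.7 ± 9.55 CPM (SD, n = 4 each), a log2 fold change of 2.99 (standard error 0.61, edgeR adjusted p = 0.0186). Its counts of 612, 882, 193 and 223 in HOMO1 to HOMO4 were higher in HOMO1 and HOMO2 than in HOMO3 and HOMO4. The paper's figure of calcium signaling lists 34 DEGs, counted here only after the data were seen, of which 29 were tested and 23 called, 8 up and 15 down, while the other 6 had edgeR adjusted p-values from 0.0500 to 0.139. Of the 21 that the paper's text describes, 16 were tested and 13 called, 4 up and 9 down.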

Noticeably, ligands to the GPCRs and the ROCs include neurotransmitters. 

Interestingly, the **neuroactive ligand-receptor interaction** pathway is also amongst the top 10 most enriched pathways (p. 0.001) and many GPCRs that respond to different types of ligands are involved in this enrichment (Supplementary Figure S10A,B). 

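Of 38 DEGs in the paper's figure of neuroactive ligand-receptor interaction, 30 were tested, all in the paper's direction, and 18 were called, 6 up and 12 down. Adjusted over these alone, all 30 were called, which shows no stability. *Adcyap1r1* (chromosome 6 from 55451978 to 55501451) had the largest decrease among the tested genes, from 29.7 ± 22.1 to 0.945 ± 0.256 CPM (SD, n = 4 each), a log2 fold change of −4.96 (standard error 0.68, edgeR adjusted p = 0.00490). *S1pr1* changed by −1.43 (standard error 0.36, edgeR adjusted p = 0.0344), and *P2ry2* by −1.44 (standard error 0.36, edgeR adjusted p = 0.0360), with WT4 apart from the other WT libraries at 4.18 log2 CPM against 3.40 to 3.52. *P2ry6* was called at −2.72 (standard error 0.75, edgeR adjusted p = 0.0462) although the genotypes overlapped. *C3ar1* (79, 129, 597 and 1058 counts in WT1 to WT4) and *C5ar1* (46, 63, 416 and 632 counts) were highest in WT3 and WT4 and were not called, at −2.60 (standard error 0.95, edgeR adjusted p = 0.0997) and −2.77 (standard error 1.04, edgeR adjusted p = 0.107). *Tshr*, on chromosome 12 and outside the test, had 11, 14, 3 and 3 counts in WT1 to WT4, at least 2.86-fold above HOMO (two-sided exact permutation p = 0.0286). The peptide ligand gene *Adm* (chromosome 7 from 110627661 to 110629820), part of the same list, changed by −2.92 (standard error 0.46, edgeR adjusted p = 0.00789), with WT3 apart at 9.41 log2 CPM against 7.69 to 7.85.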

Downregulated GPCRs in this pathway are often those responsive to Class A rhodopsin-like amines (*Adra1b/1d*, *Adrb2*, *Hrh1*, *Htr2a*), peptides (*Agtr1b*, *Bdkrb2*, *C3ar1*, *C5ar1*, *Fpr1*, *Nmur1*), hormone proteins (*Tshr*), prostanoids (*Ptgfr*), nucleotide-like ligands (*Adora2b*, *P2ry2/6/14*), cannabinoids (*Cnr2*), lysophosphatidic acid and LPA (*S1pr1*) and class B secretin-like ligands (*Adcyap1r1* labelled PACAPR). Nevertheless, few GPCRs are upregulated, including *Kissr1*, *Mchr1*, *Ptger3*, *Lpar2*, and *Gabbr1*. 

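*Gabbr1* (chromosome 17 from 37045966 to 37075067) was measured at 57.2 ± 13.1 CPM (SD, n = 4) in WT and 88.2 ± 9.68 CPM (SD, n = 4) in HOMO, a log2 fold change of 0.62 (standard error 0.18, edgeR adjusted p = 0.0550) close to the threshold of 0.6. The receptor written *Kissr1*, listed in the data as *Kiss1r*, rose by 1.41 (standard error 0.43, edgeR adjusted p = 0.0601). Neither was called, although the genotypes did not overlap in either.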

Additionally, several channels and other types of receptors are also perturbed in hIGFBP5 fibroblasts, including the downregulation of *Grin2a/3a*, *Gria4*, *P2rx7* and *Tspo*, and the upregulation of *Chrna4* and *Thrb*. 

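*Tspo* (chromosome 15 from 83563592 to 83574203) was measured at 131 ± 45.9 CPM (SD, n = 4) in WT and 67.6 ± 9.65 CPM (SD, n = 4) in HOMO, a log2 fold change of −0.96 (standard error 0.24, edgeR adjusted p = 0.0344), and was called. *Chrna4* rose by 2.69 (standard error 0.43, edgeR adjusted p = 0.00789) from 3, 2, 4 and 8 counts in WT1 to WT4. *Grin3a* (−2.96, standard error 1.16, edgeR adjusted p = 0.117), *Gria4* (−1.79, standard error 0.59, edgeR adjusted p = 0.0778) and *Thrb* (1.47, standard error 0.51, edgeR adjusted p = 0.0880) were not called, and the genotypes overlapped in *Grin3a* and *Gria4*. *Insl3*, a hormone gene of the same pathway, was called at 1.91 (standard error 0.46, edgeR adjusted p = 0.0313), but it lies on chromosome 8 and shares 64.8% of its exon bases with *Jak3* on the same strand.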

One particular aspect of the impact of hIGFBP5 overexpression on the transcriptome of pFBs was the deregulation of many receptors and integrins. Out of 2819 DEGs, 199 were receptors (including 7 integrins) representing 7.1% of the transcriptome of the hIGFBP5 pFBs (Supplementary Table S3). Out of these 199 receptors, 124 were downregulated and 75 were upregulated by hIGFBP5 overexpression. This impact on receptors is reflected in the enrichment of GO terms and pathways, such as receptor ligand activity, integral component of plasma membrane, cytokine–cytokine receptor interaction, viral protein interaction with cytokine and cytokine receptor, and neuroactive ligand-receptor interaction, to name a few (Table 1). By entering the list of differentially expressed receptors from Supplementary Table S3 into ToppFun (ToppGene Suite), the output reinforced that G protein-coupled receptor, immune and cytokine receptor, steroid hormone receptor activities and ECM binding are highly perturbed in hIGFBP5 pFBs (Supplementary Table S4). 

Characterization of the transcriptomic signature and the functional enrichment of overexpression of hIGFBP5 in murine pFBs provides insights into the effects of IGFBP5 and complements our previous studies on the functional impact of IGFBP5 [9,11,12,13,14,15,16,17,18]. Here, we confirmed that IGFBP5 is pro-fibrotic, and we also uncovered novel properties by analyzing its effect at the systems level. 

### 2.2. Hub Gene Analysis

A hub gene network was constructed with iPathwayGuide to evaluate the centrality degree of each DEG in hIGFBP5-expressing fibroblasts. The input genes included 500 genes with the highest absolute value of log fold change from all DE genes (Supplementary Table S5). The hub gene analysis revealed 12 hub genes with a centrality degree ≥ 0.6 (Figure 2). The hub genes with the highest centrality degree of “1” were the formyl peptide receptor 1 (*Fpr1*), the bradykinin receptor beta 2 (*Bdkrb2*), the melanin-concentrating hormone receptor 1 (*Mchr1*) and the neuromedin U receptor 1 (*Nmur1*) (pink outlines). 

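*Mchr1* (chromosome 15 from 81235499 to 81238964) had 15, 8, 3 and 3 counts in WT1 to WT4 and 106, 145, 103 and 97 counts in HOMO1 to HOMO4, a log2 fold change of 3.71 (standard error 0.57, edgeR adjusted p = 0.00694). The other 3 genes were outside the test. *Fpr1* (chromosome 17 from 17876471 to 17883940) was counted 2, 0, 25 and 31 times in WT1 to WT4 and 0, 0, 1 and 0 times in HOMO1 to HOMO4, at least 5.22-fold lower in HOMO, and its WT counts came from WT3 and WT4 (two-sided exact permutation p = 0.143). *Bdkrb2* (chromosome 12 from 105563226 to 105595237) was counted 12, 4, 61 and 18 times in WT and at most 2 times in HOMO, at least 9.58-fold lower, without overlap (two-sided exact permutation p = 0.0286). It lies on chromosome 12, whose genes were raised in WT4, but its level in WT4 (−0.35 log2 CPM) lay near WT1 (−0.39) and below WT3 (1.84). *Nmur1* (chromosome 1 from 86386303 to 86426228) was counted 5, 6, 5 and 31 times in WT, where WT4 stood apart at 0.36 log2 CPM against −1.53 to −1.41, and 0, 0, 4 and 0 times in HOMO, where HOMO3 did at −1.78 log2 CPM against −3.49 in each of the others.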

Other hub genes with a centrality degree between “0.6 and 0.7” were the cannabinoid receptor 2 (*Cnr2*), the purinergic receptor P2Y14 (*P2ry14*), the C-C motif chemokine ligands 20 (*Ccl20*) and 28 (*Ccl28*), the hydroxycarboxylic acid receptor 2 (*Hcar2*), the prostaglandin E receptor 3 (*Ptger3*), the C-X-C motif chemokine receptor 4 (*Cxcr4*) and the G protein subunit alpha 15 (*Gna15*) (orange–green outlines). 

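Of the 12 hub genes, 3 were tested and all 3 were called, in the paper's direction. Without the filter on low counts, 6 were called. *Gna15* (chromosome 10 from 81502306 to 81524225) had 19, 23, 20 and 18 counts in WT1 to WT4 and 1, 1, 5 and 4 counts in HOMO1 to HOMO4, a log2 fold change of −2.92 (standard error 0.61, edgeR adjusted p = 0.0200). *Cnr2* was counted 4, 8, 43 and 53 times in WT1 to WT4 and 0, 4, 2 and 6 times in HOMO1 to HOMO4 (two-sided exact permutation p = 0.0571). *P2ry14* (0, 1, 111 and 20 counts in WT1 to WT4, two-sided exact permutation p = 0.257) and *Hcar2* (3, 0, 18 and 12 counts, p = 0.143 from the same exact test) were likewise counted mainly in WT3 and WT4. At most 2 counts of *P2ry14* and 1 of *Hcar2* were found in any HOMO library, so they were at least 13.7- and 3.17-fold lower in HOMO.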

Note that all these hub genes are downregulated in hIGFBP5 pFBs, except for *Mchr1* and *Ptger3* which are upregulated (Figure 2). 

Next, we aimed to determine in which enriched pathways the identified hub genes belonged (Table 2). *Cxcr4*, *Ccl20* and *Ccl28* are present in the cytokine–cytokine receptor interaction (Supplementary Figure S5B,C) and chemokine signaling pathways (Supplementary Figure S7B,C). *Fpr1*, *Bdkrb2*, *Mchr1*, *Nmur1*, *Cnr2*, *P2ry14* and *Ptger3* all belong in the neuroactive ligand-receptor interaction pathway (Supplementary Figure S10B,C), and *Gna15*, *Bdkrb2*, *Ptger3* and *Cxcr4* in the calcium signaling pathway (Supplementary Figure S9B,C). The hub gene *Cxcr4* belongs to the axon guidance pathway; *Bdkrb2* belongs to complement and coagulation cascades, the cGMP-PKG pathway, the regulation of actin cytoskeleton (Supplementary Figure S4B,C) and endocrine and other factor-regulated calcium reabsorption pathways. *Fpr1* is part of the Rap1 pathway, and *Ccl20* of the TNF pathway. The GPCR hub genes *Hcar2* and *Ptger3* also belong to the cAMP signaling pathway, a pathway that is not significantly enriched in our analysis (p. 0.487). 

Taken together, the findings of the hub gene analysis emphasize that expression of hIGFBP5 in fibroblasts affects the expression of several hub genes that are involved in pathways that have far reaching outcomes in the regulation of fundamental processes, and that the hub gene *Bdkrb2* is involved in six enriched pathways, highlighting its importance in hIGFBP5 pFBs. 

### 2.3. Sex Affects the Impact of hIGFBP5 on the mRNA Levels of Genes of Interest in pFBs

To complement the RNAseq data obtained in HOMO and WT female mice, several gene of interests (GOIs) were analyzed by qRT-PCR using fibroblasts from both male and female mice. The results in female mice are presented in Figure 3, and the results for both sexes normalized to female WT mice are presented in Supplementary Figure S11. 

In hIGFBP5-expressing fibroblasts of HOMO female mice, the expression levels of *Col27a1* and *Pcolce2* were increased compared to WT mice (Figure 3A,B), while *Nmur1*, *Il6*, *Bdkrb2*, *Cav3* and *Spp1* were significantly decreased (Figure 3C–G)-regulation that is consistent with our RNAseq data (Table 3). 

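In the RNAseq data, 9 of the 13 genes of Table 3 passed the filter for the test, all changed in the paper's direction and 7 were called. Adjusted over Table 3 alone all 9 were, which shows no stability. *Col27a1* (chromosome 4 from 63214004 to 63334991) was measured at 4.70 ± 3.02 CPM (SD, n = 4) in WT and 42.9 ± 17.1 CPM (SD, n = 4) in HOMO, a log2 fold change of 3.19 (standard error 0.48, edgeR adjusted p = 0.00691). *Pcolce2* (chromosome 9 from 95637601 to 95698096) was measured at 2.13 ± 1.77 CPM (SD, n = 4) in WT and 18.7 ± 15.2 CPM (SD, n = 4) in HOMO, without overlap, and its log2 fold change of 3.13 (standard error 0.91, edgeR adjusted p = 0.0543) was not called. *Il6* (chromosome 5 from 30013114 to 30019981) fell from 15.3 ± 9.30 to 1.90 ± 0.426 CPM (SD, n = 4 each), a log2 fold change of −3.01 (standard error 0.49, edgeR adjusted p = 0.00855). The decrease of *Cav3* was called with an edgeR adjusted p of 0.00706. *Spp1* (chromosome 5 from 104435118 to 104441050) was counted 1981, 2631, 23949 and 15174 times in WT1 to WT4 and 255, 507, 2297 and 2466 times in HOMO1 to HOMO4, with overlap, and its log2 fold change of −3.04 (standard error 1.09, edgeR adjusted p = 0.0960) was not called. The difference in *Nmur1*, outside the test, had a two-sided exact permutation p of 0.0286, the smallest possible if the 8 libraries are independent.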

In the fibroblasts of HOMO male mice, expression of hIGFBP5 had no significant effect on the expression of *Col27a1*, *Pcolce2*, *Bdkrb2*, *Cav3* and *Spp1* (Supplementary Figure S11A–E, green bars). Only *Nmur1* and *Il6* were significantly downregulated by the expression of hIGFBP5 in fibroblasts from both female and male HOMO mice (Supplementary Figure S11F,G). Note that the expression levels of all these GOIs were significantly different in female and male WT mice, while *Col27a1*, *Pcolce2*, *Cav3* and *Il6* expression was different in fibroblasts from HOMO female and male mice (Supplementary Figure S11A,B,D,G). Overall, the results of the RNAseq and qRT-PCR complement each other and highlight the importance that sex has on the effect of hIGFBP5 expression in pFBs. 

### 2.4. Effect of hIGFBP5 on Intracellular Protein Abundance

In cell lysates from hIGFBP5 pFBs of HOMO female mice, the abundance of selected proteins was quantified by immunoblotting. We determined that expressing hIGFBP5 considerably decreased the intracellular protein abundance of Nmur1, Bdkrb2, Spp1, Serpine1, Fpr1, Tbx1 and Tgfβ2 in pFBs of HOMO female mice (Figure 4A–H). Our observations at the protein level in cell lysates were consistent with the RNAseq data (Table 3). In contrast, hIGFBP5 expression had no effect on Nmur1, Bdkrb2, Serpine1, Fpr1 and Tbx1 protein abundance in the lysates of HOMO male pFBs (Supplementary Figure S12A–F, green bars). It is worth noting that Tbx1 levels were significantly different between female and male WT pFBs (Supplementary Figure S12E,F). 

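In the RNAseq data, *Tgfb2* (chromosome 1 from 186622792 to 186705989) was measured at 67.6 ± 11.2 CPM (SD, n = 4) in WT and 29.9 ± 1.82 CPM (SD, n = 4) in HOMO, a log2 fold change of −1.18 (standard error 0.15, edgeR adjusted p = 0.00358). *Tbx1* (chromosome 16 from 18580979 to 18590671) was counted 256, 319, 0 and 0 times in WT1 to WT4 and 0, 0, 0 and 1 times in HOMO1 to HOMO4, so its difference rests on the near-identical libraries WT1 and WT2 (two-sided exact permutation p = 0.429).

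**Figure D4:**
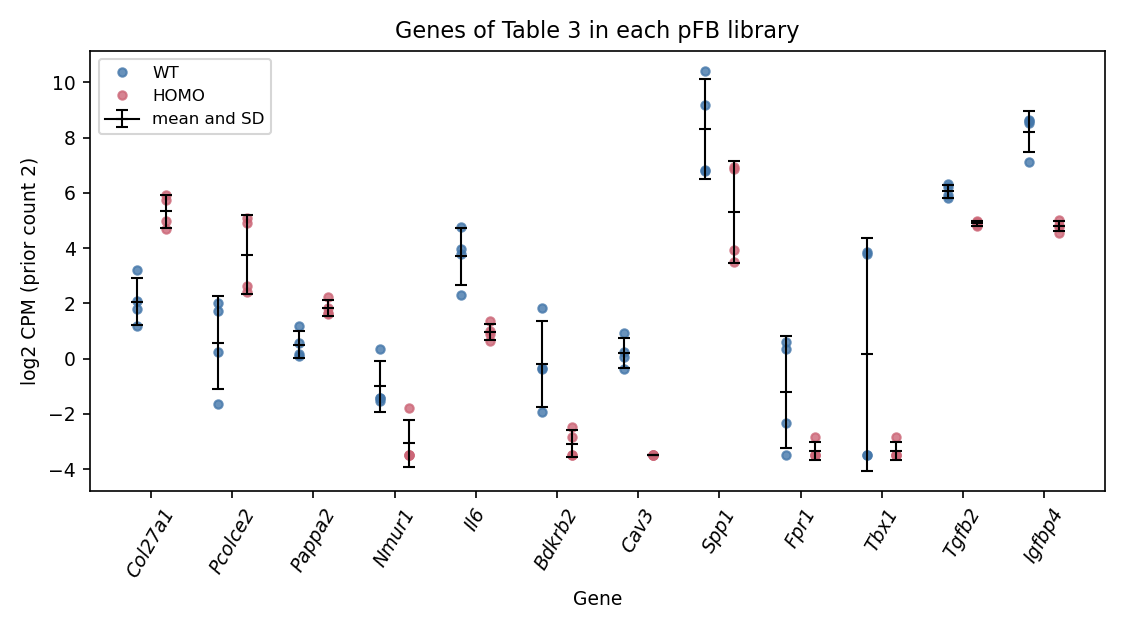
Points give log2 CPM (prior count 2) of genes of Table 3 in each of the 4 WT and 4 HOMO libraries, and black marks the mean and SD of each genotype. *Tbx1* is the one gene shown in which WT3 and WT4 lie with the HOMO libraries.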

### 2.5. Effect of hIGFBP5 on the Secretion of Igfbp4, Serpine1 and Pappa2

Our RNAseq data showed that expression of hIGFBP5 in pFBs downregulated the expression levels of other IGFBPs such as *Igfbp4* and *Igfbp3* (Table 3). 

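*Igfbp4* (chromosome 11 from 99041244 to 99054392) was measured at 324 ± 123 CPM (SD, n = 4) in WT and 27.9 ± 3.70 CPM (SD, n = 4) in HOMO, a log2 fold change of −3.54 (standard error 0.34, edgeR adjusted p = 0.00124), and WT4 stood apart from the other WT libraries at 7.12 log2 CPM against 8.53 to 8.63. *Igfbp3* (chromosome 11 from 7206086 to 7213923) was measured at 461 ± 416 CPM (SD, n = 4) in WT and 128 ± 31.5 CPM (SD, n = 4) in HOMO, and its log2 fold change of −1.85 (standard error 0.61, edgeR adjusted p = 0.0759) was not called. The counts of *Igfbp3* were 2246, 4510, 18121 and 12555 in WT1 to WT4 and 3549, 4894, 1751 and 2326 in HOMO1 to HOMO4, and after scaling WT1 lay within the range of HOMO.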

Secreted hIGFBP5 was detected at high levels in the conditioned media of hIGFBP5 pFBs, and, as expected, was not detectable in the media of WT fibroblasts (Figure 5A,E). Protein abundance of Igfbp4 and Serpine1 in conditioned media were significantly decreased in hIGFBP5 pFBs of female mice. However, secretion of pappalysin 2 (Pappa2), a metalloproteinase that specifically cleaves Igfbp5 [19], was markedly increased in hIGFBP5 pFBs (Figure 5D,E). These results are consistent with the RNAseq data (Table 3). These changes were also noted in the pFBs of male mice, but the difference did not reach statistical significance (Figure S13). In addition, Igfbp4 and Serpine1 levels were significantly different between female and male WT pFBs (Supplementary Figure S13A,B,D). 

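In the RNAseq data, *Pappa2* (chromosome 1 from 158711727 to 158980490) was measured at 1.40 ± 0.550 CPM (SD, n = 4) in WT and 3.55 ± 0.776 CPM (SD, n = 4) in HOMO, without overlap, a log2 fold change of 1.34 (standard error 0.34, edgeR adjusted p = 0.0363).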

## 3. Discussion

In the current study, we present a global functional enrichment of the impact of the expression of hIGFBP5 on the transcriptome of primary pFBs of HOMO mice. We have previously shown that adenoviral overexpression of IGFBP5 or recombinant IGFBP5 induced a fibrotic phenotype in pFBs by increasing the expression levels of *COL1a1*, *CTGF*, *LOX*, *FN*, *Acta2*, *EGR1* and *DOK5* in a MAPK- and EGR1-dependent manner [11,17,18]. We have also shown that IGFBP5 promotes fibrosis by increasing its own expression [11]. To achieve a more physiologically relevant model and study the exogenous effects of IGFBP5, we generated transgenic mice ubiquitously expressing hIGFBP5 using CRISPR/Cas9 knock-in [16]. 

### 3.1. Effect of hIGFBP5 on ECM Macromolecules and ECM-Receptor Interaction

The expression levels of several collagens and ECM macromolecules were affected by the expression of hIGFBP5 in pFBs leading to the enrichment of the ECM-receptor pathway. The fibrillar collagens *Col1a1* and *Col1a2* were upregulated, in agreement with our previous findings [16], and we also identified the upregulation of non-fibrillar *Col6a1* and *Col6a2*. 

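With *Col1a1*, *Col1a2*, *Col6a1* and *Col6a2*, the paper names 13 collagens as changed in pFBs, of which 12 were tested and 4 called, 3 up and 1 down. Adjusted over these alone, all 12 were called, which shows no stability. *Col20a1* (chromosome 2 from 180986535 to 181018363) was measured at 2.64 ± 1.17 CPM (SD, n = 4) in WT and 24.7 ± 10.6 CPM (SD, n = 4) in HOMO, a log2 fold change of 3.21 (standard error 0.46, edgeR adjusted p = 0.00538), and *Col11a2* (chromosome 17 from 34039437 to 34066685) changed by 1.96 (standard error 0.51, edgeR adjusted p = 0.0384). *Col18a1* (chromosome 10 from 77052178 to 77166548) fell from 68.1 ± 23.7 to 22.7 ± 2.14 CPM (SD, n = 4 each), a log2 fold change of −1.58 (standard error 0.25, edgeR adjusted p = 0.00769). *Col5a1* at −0.93 (standard error 0.28, edgeR adjusted p = 0.0611) and *Col8a1* at −0.94 (standard error 0.31, edgeR adjusted p = 0.0788) did not overlap between the genotypes and were not called. *Col12a1* (4853, 6782, 12630 and 50939 counts in WT1 to WT4) and *Col14a1* (8350, 13670, 427 and 745 counts) varied widely within WT, and their log2 fold changes of −2.03 (standard error 0.64, edgeR adjusted p = 0.0677) and −2.86 (standard error 0.98, edgeR adjusted p = 0.0849) were not called either. *Col19a1* was outside the test, with 19, 43, 5 and 32 counts in WT1 to WT4 and 3, 7, 7 and 8 counts in HOMO1 to HOMO4 (two-sided exact permutation p = 0.0857).

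**Figure D5:**
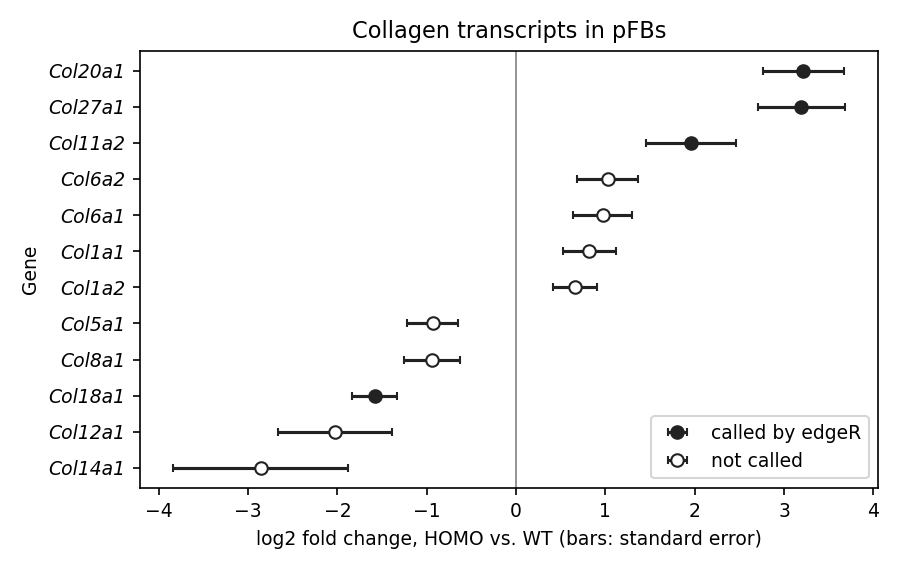
Points give edgeR's log2 fold change, HOMO vs. WT, of the 12 tested collagens that the paper names, bars its standard error, and filled points the 4 called as DEGs. The 3 upregulated DEGs lie between 1.96 and 3.21.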

Several other collagens were affected by the overexpression of hIGFBP5 in pFBs; some were upregulated, including *Col11a2*, *Col20a1* and *Col27a1*, and some were downregulated, such as *Col5a1*, *Col8a1*, *Col12a1*, *Col14a1*, *Col18a1* and *Col19a1*. The function of these collagens has not been fully characterized in PF yet, however increased levels of COL11A2 and COL27A1 have been reported in cardiac fibrosis and IPF, respectively [20,21]. Paraquat, which causes PF, was shown recently to upregulate the newly described fibrillar collagen COL27A1 in human pFBs [22,23]. This is in line with the pro-fibrotic character of hIGFBP5, which induced these collagens in pFBs. However, hIGFBP5 also downregulated *Col5a1*, *Col8a1*, *Col12a1*, *Col14a1*, *Col18a1* and *Col19a1*, and to better understand that outcome, a characterization of the levels and roles of each of these collagens in PF is needed. 

Other ECM macromolecules were downregulated by the expression of hIGFBP5 in fibroblasts, such as *Ctgf*, *Spp1*, *Lamc*, *Thbs1*, *Thsb2*, *Tnxb* and *Tnc*. 

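*Ctgf* (chromosome 10 from 24595442 to 24598683) was measured at 2019.5 ± 1885 CPM (SD, n = 4) in WT and 516 ± 290.3 CPM (SD, n = 4) in HOMO, without overlap. Its counts of 21771, 27669, 14502 and 124880 in WT1 to WT4 were highest in WT4, and its log2 fold change of −1.97 (standard error 0.65, edgeR adjusted p = 0.0773) was not called.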

Thbs1 is a double facetted glycoprotein that can either stimulate or inhibit angiogenesis and wound healing [24]. Thbs1 null mice have impaired lung homeostasis that render them more prone to lung injury due to defective Il-10 signaling, emphasizing the role Thbs1 plays in providing an appropriate inflammatory response [25]. Increased levels of CTGF, SPP1, THBS2, TNXB, TNC are associated with PF mostly in response to TGFβ signaling [26,27,28,29,30]. Since hIGFBP5 did not affect *Tgfβ1* levels, and downregulated *Tgfβ2* levels, the downregulation of these ECM macromolecules that are downstream targets of TGFβ1 and 2 is sensible. In fact, some have wondered if TGFβ and IGFBP5 are redundant or complementary to each other in their mode of action [31]. 

Interestingly, IGFBP5 shares structural similarities with CTGF, and, historically, secreted cysteine-rich (CCN) proteins were named IGFBP8-10 [31]. A regulatory mechanism that downregulates *Ctgf* when hIGFBP5 is overexpressed may be in place to prevent redundancy or reflect a negative feedback loop. Validation experiments are necessary to fully comprehend this transcriptomic signature and regulatory mechanisms in hIGFBP5 pFBs. 

Overexpression of hIGFBP5 in FBs upregulated *Pcolce2*, a collagen-binding protein that can bind to heparin with great affinity [32]. In Pcolce2 null mice undergoing pressure-overload induced cardiac remodeling, collagen accumulation was significantly reduced compared to WT mice, emphasizing the importance of Pcolce2 in procollagen post-synthetic processing in the regulation of collagen accumulation in the heart [33]. This study highlighted Pcolce2 as a potential marker to monitor collagen accumulation or to serve as a target to attenuate cardiac fibrosis [33]. 

Taken together, our data showed that hIGFBP5 induced the expression levels of several known collagens and ECM macromolecules as well as yet uncharacterized ones, confirming our previous studies on the role of IGFBP5 in the development of fibrosis [11,12,16]. 

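Over the whole collagen family, 31 genes were tested and 4 were called, *Col11a2*, *Col20a1* and *Col27a1* up and *Col18a1* down. At an unadjusted p under 0.05, 17 of the 31 changed. From the collagens and extracellular matrix transcripts that rose in HOMO pFBs, together with its earlier studies, the paper concludes that hIGFBP5 has a part in the development of fibrosis.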

### 3.2. Effect of hIGFBP5 on AGE-RAGE and Egr1-MAPK Dependent Signaling Pathways

Perturbation of the AGE-RAGE signaling pathway has been well characterized in the pathogenesis of diabetes [34], a signature that was highlighted in our functional enrichment analysis of hIGFBP5 fibroblasts. More recently, the AGE-RAGE signaling pathway has been implicated in aging diseases and IPF [35,36]. In fact AGEs have been described as biomarkers of aging processes that contribute to pulmonary fibrosis [37]. 

Although most of the DEGs we identified in this pathway were downregulated in hIGFBP5 fibroblasts, *Ager*, *Egr1*, *Stat3*, *Stat5a*, *Col1a1* and *Col1a2* were upregulated. The link between IGFBP5 and Ager has not been reported in the literature. However, we have previously shown that IGFBP5 induced a fibrotic phenotype in lung tissues and pFBs of IPF patients by upregulating the transcription factor EGR1, a key player in the development of fibrosis, in a MAPK-dependent manner [17]. These findings were also observed in hIGFBP5 pFBs as the MAPK signaling pathway was significantly enriched and Egr1 expression was upregulated. In the hIGFBP5 pFBs, *Stat3* was upregulated, a signature that leads to lung myofibroblast differentiation and the production of collagen type 1 and ECM [38,39]. 

Through the enrichment of ECM macromolecules, AGE-RAGE and Egr1-MAPK dependent signaling pathways, hIGFBP5 hijacked fundamental pathways and biological processes such as PI3K-Akt, calcium, focal adhesions pathways and vascular dysfunction GO term. In fact, angiogenesis, regulation of blood coagulation and morphogenesis of a branching structure were enriched biological process terms (Table 1). 

### 3.3. Effect of hIGFBP5 on Focal Adhesion, Calcium Signaling and Actin Polymerization

The enrichment of both the ECM-receptor and cytokine–cytokine receptor interaction pathways led to perturbation of focal adhesion in hIGFBP5 pFBs, a pathway that is involved in the development of PF [40]. 

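*Bad* (chromosome 19 from 6941861 to 6951899) was lower in HOMO, at 41.4 ± 8.63 CPM (SD, n = 4) in WT and 29.9 ± 1.08 CPM (SD, n = 4) in HOMO and a log2 fold change of −0.47 (standard error 0.16, edgeR adjusted p = 0.0844), and was not called. It shares 20.5% of its exon bases with *Gpr137* on the opposite strand. *Mylk*, which encodes Mylk1 (chromosome 16 from 34745210 to 35002420), was higher in HOMO without overlap, at 83.3 ± 107 CPM (SD, n = 4) in WT and 462 ± 46.3 CPM (SD, n = 4) in HOMO and a log2 fold change of 2.47 (standard error 0.84, edgeR adjusted p = 0.0829), and was not called. *Mylk3*, on chromosome 8, changed by 0.51 (standard error 0.33, edgeR adjusted p = 0.310). *Mylk2* had no more than 9 counts and *Mylk4* no more than 3 in any library, and no difference was detectable at this depth in either (two-sided exact permutation p = 0.657 and 0.143).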

The observed transcriptomic signature of hIGFBP5 pFBs is predicted by the perturbation cascade resulting in upregulation of *Mylk1-4* and *Bad*, affecting the regulation of actin cytoskeleton and cell survival. 

Nonmuscle myosin II filaments, along with actin filaments and α-actinin, are contractile stress fibers prominent in fibroblasts [41]. Myosin light chain kinases (Mylks aka MLCK) are Ca^2+^-calmodulin (CaM)-dependent enzymes that phosphorylate and activate myosin II and are involved in the formation and disassembly of focal adhesions [42]. Inhibition of CaM-MLCK has been shown to affect fibroblast-populated collagen lattice contraction, cell migration, focal adhesion and wound contraction [43]. This also emphasizes the importance of intracellular calcium in the regulation of cellular mechanics as calcium and CaM activate MLCK, which in turn activates myosin II in the contracting tails during locomotion [44]. The calcium signaling pathway was enriched in our analysis. It has been reported that calcium oscillations play a central role in the regulation of gene expression in human pFBs [45] and that disruption of the calcium signaling in FBs protected against PF [46]. 

The actin cytoskeleton of FBs provides information about the physical environment in which they are, information that is crucial for contractility and motility, and cytoskeletal stiffness is increased in PF, possibly contributing to lung stiffness [47]. 

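*Rac1* (chromosome 5 from 143503634 to 143528036) was slightly lower in HOMO, at 418 ± 28.6 CPM (SD, n = 4) in WT and 323 ± 15.7 CPM (SD, n = 4) in HOMO, without overlap, and its log2 fold change of −0.37 (standard error 0.12, edgeR adjusted p = 0.0711) was not called. It shares 51.4% of its exon bases with *Daglb* on the opposite strand. *Rac2* (28, 34, 317 and 316 counts in WT1 to WT4) was highest in WT3 and WT4 and changed by −2.12 (standard error 1.14, edgeR adjusted p = 0.235). *Rac3* changed by −0.96 (standard error 0.43, edgeR adjusted p = 0.158), and by 0.03 in limma-voom with sample weights. *Spata13* (chromosome 14 from 60634001 to 60764556) rose from 3.13 ± 0.712 to 52.2 ± 9.09 CPM (SD, n = 4 each), a log2 fold change of 4.06 (standard error 0.22, edgeR adjusted p = 1.41e-04), with WT3 apart from the other WT libraries at 2.09 log2 CPM against 1.46 to 1.54. *Cyfip2* (chromosome 11 from 46193850 to 46312859) fell from 7.08 ± 0.345 to 1.39 ± 0.362 CPM (SD, n = 4 each), a log2 fold change of −2.35 (standard error 0.26, edgeR adjusted p = 0.00217). *Cyfip1* (−0.34, standard error 0.12, edgeR adjusted p = 0.0958), *Nckap1* (−0.36, standard error 0.12, edgeR adjusted p = 0.0770) and *Arhgef4* (−0.38, standard error 0.27, edgeR adjusted p = 0.367) were lower in HOMO without a call, and *Abi2* changed by 0.16 (standard error 0.19, edgeR adjusted p = 0.603).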

Regulation of the actin cytoskeleton pathway was enriched in our analysis, and the downregulation of the hub gene *Bdkrb2* is predicted to have an impact by contributing to the downregulation of *Rac1/2/3*, leading to the upregulation of the *Mylk1-4* genes discussed above, and the upregulation of *Spata13* and *Arhgef4* (labelled Asef), *Cyfip1/2* (labelled PIR121), *Nckap1* (labelled Nap125) and *Abi2*, affecting actin polymerization. In SSc dermal FBs, the actin cytoskeleton pathway was also enriched [48], and IGFBP5 has been shown to rapidly reorganize the cytoskeleton of mesangial cells and stimulate their migration [49]. Taken together, our results suggest that hIGFBP5 is involved in the regulation of focal adhesion and actin polymerization in a calcium-dependent manner in response to changes in the ECM, an effect that impacts cell migration. 

### 3.4. Effect of hIGFBP5 on PI3K-Akt, Cell Survival, and Angiogenesis

Cell survival and apoptosis are major outcomes of the PI3K-Akt pathway, as well as the perturbation cascade of the focal adhesion pathway downstream of bad upregulation. The IGFBP5-STAT3 axis has been shown to induce cell survival and proliferation in human FBs [50] and in hIGBFP5 pFBs, *Stat3* was upregulated. Surprisingly, *Il6* was downregulated in our dataset, in contrast to findings by Kojima et al. [50]. On the other hand, *Il33* was significantly upregulated in hIGFBP5 pFBs. IL33 is a nuclear cytokine that is released by necrotic cells in damaged tissues to modulate inflammation and survival in FBs [51,52]. Additionally, IL33 is implicated in the development of PF [53]. Our findings suggest that IGFBP5 is upstream of IL33, which may contribute to its pro-fibrotic properties. 

Another perturbation outcome on the PI3K-Akt pathway is on cell proliferation, angiogenesis, and DNA repair via the downregulation of the Grb2-SOS-Ras-Raf1-MEK-ERK axis. The role of angiogenesis in PF has generated some debate: some argue that angiogenesis is increased in the fibrotic lung while others have reported a decrease in the most fibrotic regions of the lung [48,54]. In cancer, IGFBP5 is characterized as an inhibitor of angiogenesis, contributing to tumor suppression [54]. Since the role of angiogenesis in PF is unresolved, it is hard to conclude how the signature captured in hIGFBP5 pFBs may contribute to PF. Fully characterizing the role of angiogenesis in PF is necessary to better understand the role that IGFBP5 plays in this context. Nevertheless, our data suggest that the transcriptomic signature of hIGFBP5 pFBs may support the view that IGFBP5 is both an anti-angiogenic and pro-fibrotic factor. 

### 3.5. hIGFBP5 Downregulated Igfbp3, Igfbp4 and Igfbp7

The overexpression of hIGFBP5 in pFBs decreased the mRNA levels of three other IGFBPs: *Igfbp3*, *Igfbp4* and *Igfbp7*. 

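*Igfbp7* (chromosome 5 from 77349240 to 77408041) was measured at 926 ± 168 CPM (SD, n = 4) in WT and 144 ± 90.9 CPM (SD, n = 4) in HOMO, a log2 fold change of −2.69 (standard error 0.47, edgeR adjusted p = 0.0109). Mouse *Igfbp5* (chromosome 1 from 72857932 to 72874884) was counted 130, 225, 7130 and 112 times in WT1 to WT4 and 24, 37, 37 and 57 times in HOMO1 to HOMO4, without overlap. Its log2 fold change of −5.97 (standard error 1.66, edgeR adjusted p = 0.0469) was called, and it fell in size to −2.04 without WT3, which held most of its counts. DESeq2 gave this gene no adjusted p.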

Note, however, that endogenous mouse *Igfbp5* mRNA levels were not affected by hIGFBP5. In conditioned media, the abundance of hIGFBP5 was greatly increased and that of Igfbp4 was decreased while the levels of Igfbp3 were unaltered. For *Igfbp3* and *Igfbp7*, this signature is surprising as we have previously reported that these genes are upregulated in SSc-PF and IPF pFBs [55]. However the decrease of *Igfbp4* levels is consistent with our previous reports demonstrating IGFBP4 was downregulated in SSc-PF pFBs [56] and its reduction may serve to prevent its anti-fibrotic effects. 

Kojima et al. reported that IL6 stimulation increased IGFBP5 levels but did not increase those of IGFBP3 or IGFBP7 [50]. Clearly different regulatory mechanisms are in place for each IGFBP, and the downregulation of *Il6* in hIGFBP5 pFBs might explain why murine *Igfbp5* was not induced. 

We have previously shown that TGFβ1 stimulation in pFBs increased levels of IGFBP3 without affecting those of IGFBP5 [12]. In hIGFBP5 pFBs, *Tgfβ1* was not differentially expressed and *Tgfβ2* was downregulated, prompting us to speculate that hIGFBP5 may downregulate *Igfbp3* by decreasing *Tgfβ2*. Nevertheless, the observation that *Igfbp3* is downregulated when hIGFBP5 is highly expressed is in line with previous studies [12,50]. 

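*Tgfb1* (chromosome 7 from 25687002 to 25705077) was measured at 49.5 ± 23.1 CPM (SD, n = 4) in WT and 56.5 ± 6.78 CPM (SD, n = 4) in HOMO, with overlap and a log2 fold change of 0.19 (standard error 0.31, edgeR adjusted p = 0.714). *Tgfb2* fell in HOMO from counts of 992, 1417, 1397 and 1898 in WT1 to WT4 to 716, 950, 552 and 615 in HOMO1 to HOMO4, which after scaling did not overlap.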

### 3.6. Effect of hIGFBP5 on Neuroactive Ligand-Receptor Interaction

The neuroactive ligand-receptor interaction pathway was part of the top 10 most enriched pathways due to the downregulation of several GPCRs involved in this pathway, and the upregulation of a handful of others including *Kissr1*, *Mchr1*, *Ptger3*, *Lpar2*, and *Gabbr1*. In IPF tissues, this pathway is also enriched, mainly due to the downregulation of several of its DEGs [57]. However, the upregulation of *MCHR1* was also reported in pFBs of IPF patients [58] and most recently in our data using dermal fibroblasts from twins discordant for SSc [59], consistent with our current findings. 

The lungs contain sensory nerves that play an important role in regulating cardiopulmonary functions and maintaining homeostasis in healthy and diseased states [60]. The fact that hIGFBP5 affects the expression of many receptors and their ligands in this pathway may be attributed to communication between pFBs and neural cells. Interestingly, recent studies have shown that fibroblasts can convert to neurons, underlining the amazing plasticity of these cells [61,62]. 

### 3.7. Overall Impact on Receptors and Integrins

Out of all the DEGs in the hIGFBP5 pFBs, 7% were receptors, including integrins. This is intriguing, since no specific receptor for IGFBP5 has been identified to date. Despite the fact that IGFBP5 does not have a classic integrin binding sequence, it has been shown to bind two ECM proteins that are integrin ligands, THBS1 and SPP1, with high affinity [63,64]. Note that *Thbs1* and *Spp1* were both downregulated in hIGFBP5 pFBs, and seven integrins were DEGs: *Itga2b* and *Itga3* were upregulated and *Itga2*, *Itga7*, *Itga8*, *Itgb5* and *Itgb6* were downregulated. In cancer cells, direct high-affinity interaction between IGFBP5 and α2β1 integrin (aka ITGA2) has been reported [63]. Whether increased to meet the demand of increasing levels of hIGFBP5 or as a negative feedback mechanism to reduce the effects of hIGFBP5 on pFBs, the role of these integrins in the IGFBP5 response warrant further investigation. 

Several GPCRs and adhesion GPCRs were deregulated by hIGFBP5 in pFBs, along with interleukin receptors and prostaglandin receptors, to name a few. The transcriptomic signature we captured in hIGFBP5 pFBs raises the question as to whether IGFBP5 interacts directly with GPCRs or mediates the interaction with other receptors with GPCRs. This is further supported by the functional enrichment analysis which highlighted that many enriched pathways were “receptor interaction” driven and have signal transduction functionalities. 

### 3.8. Downregulation of Bdkrb2, one of the Most Relevant Hub Genes

BDKRB2 is a receptor for bradykinins, small peptides that act as mediators of pain and inflammation, and this receptor is associated with G proteins that activate PI3K-Akt signaling and the calcium second messenger system [65]. Loss of the BDKRB2 receptor in knockout mice induced interstitial fibrosis by decreasing activity of plasminogen activators (PAs) and matrix metalloproteinase-2 (MMP-2) [66]. Interestingly, *Mmp2* was downregulated in hIGFBP5 FBs, along with *Mmp15* and *Mmp16* (only *Mmp10* was upregulated). In contrast, BDKRB2 activation protected against renal fibrosis via the PA/MMP-2 cascade by increasing ECM degradation [66]. Therefore, downregulated levels of *Bdkrb2* could disrupt the urokinase-plasminogen cascade system, hindering its ability to promote ECM degradation, thus resulting in ECM accumulation. 

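*Mmp2* (chromosome 8 from 92827291 to 92853420) was measured at 427 ± 285 CPM (SD, n = 4) in WT and 144 ± 63.4 CPM (SD, n = 4) in HOMO, with overlap, and its log2 fold change of −1.57 (standard error 0.53, edgeR adjusted p = 0.0820) was not called. *Mmp15* was called at −2.14 (standard error 0.55, edgeR adjusted p = 0.0373), although the genotypes overlapped. Both lie on chromosome 8, whose genes were higher in HOMO as a group. *Mmp16* (−1.69, standard error 0.48, edgeR adjusted p = 0.0515) and *Mmp10* (2.12, standard error 0.71, edgeR adjusted p = 0.0795) did not overlap between the genotypes and were not called.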

Together, this suggests that *Bdrkb2* has anti-fibrotic properties and that its reduced expression by hIGFBP5 may explain, in part, the pro-fibrotic activity of IGFBP5. 

*Bdkrb2* was defined as a hub gene that is involved in six enriched pathways in our functional enrichment analysis, namely neuroactive-ligand receptor interaction, calcium signaling, complement and coagulation cascades, cGMP-PKG signaling, regulation of actin cytoskeleton and endocrine and other factor-regulated calcium reabsorption pathways. In concert with hIGFBP5 downregulation of *Bdkrb2* expression levels in pFBs, our data suggest that restoring *Bdkrb2* levels could have far reaching effects on processes that drive PF. Using DrugBank Online (https://go.drugbank.com/, accessed on 1 November 2021), a comprehensive, free-to-access, online database containing information on drugs and drug targets, we identified Labradimil as an investigational Bdrkb2 agonist (Supplementary Table S6). 

In fact, most of the hub genes identified in this study have chemical, pharmacological or pharmaceutical compounds that target them (Supplementary Table S6). Selective agonists and antagonists for NMUR1 are being developed [67,68]. Anti-CD20 antibody has shown promising results for skin and lung fibrosis by depleting B cells [69], and the humanized monoclonal antibody rituximab effectively reduced cutaneous and pulmonary involvement in SSc patients when combined with mycophenolate mofetil, a reversible inhibitor of inosine monophosphate dehydrogenase [70]. CNR2 agonists WIN55,212 and JWH-133 prevented skin and lung fibrosis in mice injected with hypochlorite, a murine model of SSc [71]. The CXCR4/CXCL12 axis has been shown to enhance the proliferation and migration of human pFBs, leading to the production of collagen; in addition, the antifibrotic effects of CXCR4 antagonists, i.e., AMD3100, have been well characterized in pulmonary studies [72,73,74]. Further, we have shown that IGFBP4, which has anti-fibrotic effects, reduces levels of CXCR4 [56]. The role of PTGER3 in the development of fibrosis is emerging [75,76] and several of its agonists are already listed in the DrugBank (Supplementary Table S6). Niacon, an HCAR2 agonist, has shown anti-fibrotic properties against liver fibrosis in rats [77]. Thus, each of the hub genes identified in this study is targetable by drugs and warrants further examination, as they all have a high degree of centrality and are regulated by IGFBP5. 

### 3.9. Effect of hIGFBP5 on Chemokine and Cytokine Signaling

Chemokines are leukocyte chemoattractants that collaborate with profibrotic cytokines to recruit key effector cells to sites of tissue injury and are important in the development of pulmonary fibrosis and other fibroproliferative disorders [78]. Interestingly, the cytokine–cytokine receptor interaction pathway was enriched in hIGFBP5 pFBs by the differential expression of several chemokines and chemokine receptors known to play a role in the development of fibrosis. For example, CCL2 contributes to the development of PF by inducing IL6 production [79]. The CXCL12/CXCR4 axis, as well as CCL12, are involved in bleomycin-induced PF by regulating the recruitment of fibrocytes to the lung [80,81]. 

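*Ccl2* (chromosome 11 from 82035571 to 82037453) was measured at 77.2 ± 46.8 CPM (SD, n = 4) in WT and 26.8 ± 3.84 CPM (SD, n = 4) in HOMO, with overlap, and its log2 fold change of −1.53 (standard error 0.49, edgeR adjusted p = 0.0714) was not called. *Ccl20* (chromosome 1 from 83116766 to 83119167) was outside the test, with 16, 18, 6 and 7 counts in WT1 to WT4 and at most 1 in any HOMO library, at least 4.35-fold lower in HOMO (two-sided exact permutation p = 0.0286). *Cxcr4* (chromosome 1 from 128588199 to 128592293), also outside it, had 3, 7, 29 and 209 counts in WT1 to WT4 and 2, 3, 6 and 16 counts in HOMO1 to HOMO4, with overlap (two-sided exact permutation p = 0.229).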

Notably, the expression of *Cxcr4*, *Ccl2* and *Ccl20* was downregulated in hIGFBP5 pFBs, suggesting a possible negative feedback mechanism restricting chemokine receptor signaling. 

### 3.10. Endogenous vs. Exogenous IGFBP5

We generated hIGFBP5-expressing mice because (1) IGFBP5 is well conserved between humans and mice, and (2) we wanted to be able to differentiate the expression levels of endogenous and exogenous IGFBP5. Further, the hIGFBP5 sequence used to generate the mice was cloned from SSc dermal fibroblasts in which IGFBP5 showed significantly increased expression [10]. Compared to previously published data, the effect of hIGFBP5 in pFBs was consistent for *Col1a1*, *Col1a2*, and *Egr1*, as they were all upregulated in pFBs of HOMO mice; however, for *Ctgf*, *Dok5*, *Fn*, *Lox* and *Acta2*, the impact of hIGFBP5 was different than previously reported [11,17,18]. *Ctgf* and *Dok5* were downregulated and *Fn*, *Lox* and *Acta2* were not differentially expressed in transgenic pFBs, although they were increased in whole tissues of the transgenic mice [16]. 

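*Dok5* (chromosome 2 from 170731807 to 170879769) was measured at 12.2 ± 4.65 CPM (SD, n = 4) in WT and 2.90 ± 1.41 CPM (SD, n = 4) in HOMO, a log2 fold change of −2.08 (standard error 0.42, edgeR adjusted p = 0.0176), and was called. *Fn1* (chromosome 1 from 71585520 to 71653200) was measured at 6945 ± 3418 CPM (SD, n = 4) in WT and 6533 ± 1290.0 CPM (SD, n = 4) in HOMO, a log2 fold change of −0.09 (standard error 0.40, edgeR adjusted p = 0.907) that became 0.20 without WT4, 0.01 without HOMO2 and 0.04 with the replicate number as a block. *Lox* changed by 0.37 (standard error 0.51, edgeR adjusted p = 0.654), with WT4 apart from the other WT libraries at 12.70 log2 CPM against 10.33 to 10.71. *Acta2* changed by −0.63 (standard error 0.74, edgeR adjusted p = 0.594), with WT3 apart at 11.24 log2 CPM against 9.54 to 9.65.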

Our results are most likely due to a unique aspect of IGFBP5, which can exert different effects, whether endogenously expressed or added exogenously as a recombinant protein [82] as well as acute versus chronic expression effects. Further, endogenous and exogenous IGFBP5 might exert different effects in primary pFBs from healthy and diseased cells/tissues [11]. 

### 3.11. Sex Differences in the Response of Fibroblasts

Our data show that gene expression levels in WT mice and in response to transgene expression may differ based on sex. Sex differences in the response of C57BL/6 mice to experimental bleomycin induced lung fibrosis have been reported, with male mice exhibiting more severe disease than female mice. Female mice given exogenous androgens exhibited responses similar to those of WT males [83]. This is in contrast to rats, where female mice challenged with endotracheal bleomycin had more severe lung fibrosis and higher tissue levels of collagen I and Tgfβ1 than male rats, and the extent of fibrosis was reduced when female rats were ovariectomized [84]. 

Differential sex-based effects of Igfbp5 were described for transgenic mice expressing Igfbp5 under the control of the β-actin promoter, where differential effects on bone mineral density were observed in male mice when compared to female mice, with higher serum levels of Igfbp5 noted in males [85]. Several studies have suggested that IGFBP5 can mediate the effects of sex steroids, including estrogen [86,87,88,89]. We have previously shown that estradiol levels are elevated in post-menopausal women with SSc and estradiol induces a fibrotic phenotype in human skin [90,91]. These findings suggest that sex hormones, and specifically estrogen, can promote a more fibrotic milieu in females. Thus, differences in gene expression in female and male hIGFBP5 transgenic mice in our study may be due to the potential downstream effects of sex hormones. 

Our recent data suggest that hIGFBP5 transgene mRNA expression levels in lung tissues of male and female HOMO mice are not significantly different [16]. However, our current results suggest that pFBs isolated from lung tissues of transgenic female mice have higher levels of secreted hIGFBP5 protein. The hIGFBP5 transgene expression is regulated via the elongation factor 1 a1 (Ef1a1) promoter [16]. There is no data suggesting that transgene levels expressed under the control of the Ef1a1 promoter are regulated differently in male versus female mice. In fact, Ef1a1 is often used as a ‘housekeeping’ or reference gene as a result of its stable expression. However, two studies showed that Ef1a1 expression can be increased by estradiol in liver tissues of female tadpoles [92] and in neurons in the hypothalamic anteroventral periventricular region of mice [93]. This suggests that higher levels of Igfbp5 protein secreted by pFBs from transgenic female mice in our study may be due to the effect of estrogen, resulting in more pronounced differential expression of downstream target genes. This is conceptually not surprising, as Oliva et al. have shown that 37% of genes exhibit sex-based expression in a tissue-specific manner [94]. 

### 3.12. Conclusions

Expression of hIGFBP5 in mice allowed us to perform a full functional enrichment analysis and identify impacted pathways and hub genes that could be potential mediators and markers of PF. Ligand-receptor interactions were strongly affected by hIGFBP5, and 7% of the DEGs were differentially expressed receptors, including integrins. The ECM was also majorly perturbed by hIGFBP5, along with fundamental pathways that contribute to fibrogenesis. This study is a steppingstone for future validation experiments and identification of potential therapeutic targets as it provides new insights into the molecular mechanisms of IGFBP5-induced PF. 

## 4. Materials and Methods

### 4.1. Ethics Statement

All the animal experiments were approved by the Medical University of South Carolina (MUSC, Charleston, SC, USA) Institutional Animal Care and Use Committee (IACUC). 

### 4.2. Culture of Primary Mouse Lung Fibroblasts

Primary fibroblasts from lung tissues of mice were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Mediatech, Inc., Manassas, VA, USA) supplemented with 10% fetal bovine serum (FBS) (Sigma-Aldrich, St. Louis, MO, USA), penicillin, streptomycin, and antimycotic agent (Invitrogen, Carlsbad, CA, USA), as previously described [12,55]. Briefly, the lung tissues were minced, and pieces were allowed to adhere to 100-mm tissue culture dishes for one hour prior to the addition of culture medium. Fibroblasts were cultured at 37 °C with 5% CO_2_ in a humidified atmosphere. For experiments, 2.0 × 10^5^ primary fibroblasts were plated in each well of 6-well tissue culture plates in 10% FBS-containing DMEM. After 96 h, conditioned media and cellular lysates were harvested. Cells were used in passages 3 to 7. 

### 4.3. RNA Extraction and Preparation

Total RNA was extracted from pFBs using TRIzol (Invitrogen, Carlsbad, CA, USA) per the manufacturer’s instructions, and RNA quality and quantity were assessed using a NanoDrop Lite spectrophotometer (ThermoFisher, Waltham, MA, USA). 

### 4.4. RNA Sequencing & Differential Expression Analysis

Total RNA from pFBs of female mice were sent to Novogene Corporation Inc. (Sacramento, CA, USA) for RNAseq analysis. RNA degradation and contamination were monitored on 1% agarose gels, RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN, Los Angeles, CA, USA), and RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations; index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, an NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. To select cDNA fragments of preferentially 150~200 bp in length, the library fragments were purified with an AMPure XP system (Beckman Coulter, Brea, CA, USA). Then 3 μL USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min, followed by 5 min at 95 °C before PCR. Next, PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot cluster generation system using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated on the Illumina NovaSeq 6000 instrument (Illumina, San Diego, CA, USA). 

Raw data (raw reads) of FASTQ format were firstly processed through fastp. In this step, clean data (clean reads) were obtained by removing reads containing adapter and poly-N sequences and reads with low quality from raw data. At the same time, Q20, Q30 and GC content of the clean data were calculated. All the downstream analyses were based on the clean data with high quality. Paired-end clean reads were aligned to the mm10 reference genome using the Spliced Transcripts Alignment to Reference (STAR) software. FeatureCounts was used to count the read numbers mapped of each gene. “HOMO vs. WT” was carried out by DESeq2 [95]. For each gene, DESeq2 reported estimated log2 fold change (log2FC) and provided a false discovery rate (FDR)-adjusted *p*-value (*q*-value). Transcript count data were sorted according to their *q*-value. FDR is the expected fraction of false positive tests among significant tests and was calculated using the Benjamini-Hochberg multiple testing adjustment procedure. Differentially expressed genes (DEGs) were defined by *q*-value < 0.05 and log2FC > 0.6 for upregulated DEGs, and log2FC < −0.6 for downregulated DEGs [96,97]. 

### 4.5. Functional Enrichment & Hub Gene Network Analysis

The DEGs generated by DESeq2 in the comparison “HOMO vs. WT” were imported into iPathwayGuide, which provides an *impact analysis method* [98,99,100] that quickly identifies the significantly impacted pathways based on two forms of evidence: Over representation analysis and accumulation analysis (iPathwayGuide by Advaita https://advaitabio.com/ipathwayguide, accessed on 1 November 2021, Ann Arbor, MI, USA). Over-representation calculates a probability (pORA) of a gene set impacting a given pathway based on the number of DEGs in the gene set mapped to that pathway compared to the number of DE genes expected just by chance [98]. *Accumulation* computes a probability (pAcc) by considering the measured fold change of all DE genes on a pathway, the position and role of each DEG, as well as the direction and type of all the signals in the pathway. A perturbation factor is calculated for gene A based on the fold change of gene B upstream of gene A in the pathway, as well as the type of regulation that gene B exhibits on gene A. The probabilities pORA and pAcc are then combined in a pathway-level *p*-value. The underlying pathway topologies, comprised of genes and their directional interactions, are obtained from the KEGG database. The impact analysis has been shown to be vastly superior to the simple enrichment analysis [101]. 

The *perturbation* calculated for each gene also allows the identification of putative mechanisms. These appear as cascades of coherent perturbation propagation. An edge in a pathway is coherent if the measured changes are consistent with the phenomena described by the pathway. For instance, if a gene A is known to inhibit a gene B immediately downstream of it and if gene A has been measured to be up-regulated, while B has been measured to be down-regulated, that edge would be coherent. A continuous sequence of several coherent edges constitutes a coherent cascade of perturbation propagation. 

iPathwayGuide relies on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Release 96.0+/11–21, 20 November) [102,103] as well as the Gene Ontology Consortium database (14 October 2020) to annotate genes and analyze the biological processes (BPs) of the genes and include the BP, cellular component (CC) and molecular function (MF) [104,105]. A *p*-value < 0.05 was set to indicate significant difference. iPathwayGuide uses two proprietary approaches for gene ontology (GO) analysis. These approaches are focused on removing the intrinsic GO redundancy and improving the analysis accuracy. The *high-specificity pruning* (highSP) approach calculates *p*-values for GO terms using a hypergeometric approach starting at the lowest level of GO’s directed acyclic graph, with the more specific GO terms first, and proceeding up the GO hierarchy through the more general terms. For lower-level GO terms that are not found significant, the DEGs in those terms will be propagated up through the GO directed acyclic graph. Once a GO term in the hierarchy is found significant, the propagation stops. *Smallest common denominator pruning* (SCDP) identifies and reports GO terms that are parent terms of multiple more-specific GO terms calculated to be significant. 

iPathwayGuide calculates a gene network based on gene interaction data obtained from STRING and BioGRID. Hub genes are determined by ranking genes by the total number of interactions with other genes in the network; nodes with the largest number of incoming edges are found at the center, and those with the fewest are on the periphery, forming a “wheel hub” network. The degree of centrality for each node is reported in a table, with “1” representing the highest degree of connectivity, and “0” the lowest. The top 500 DEGs with the highest absolute value of log2FC were used to construct the network (Supplementary Table S5). It has been previously shown that proteins that play an essential role and are biologically relevant have a mean centrality value that is significantly higher than the centrality value of nonessential proteins [106]. Therefore, we focused on genes with a degree of centrality ≥0.5. 

ToppFun from ToppGene Suite [107] was also utilized to obtain a functional enrichment analysis of the differentially expressed receptors and integrins identified amongst all the DEGs in hIGFFBP5 pFBs. 

### 4.6. Quantitative Reverse Transcription (qRT-PCR)

First-strand cDNA was reverse-transcribed with an oligo (dT)12-15 primer (Invitrogen, Carlsbad, CA, USA) and SuperScript IV Reverse Transcriptase (Invitrogen), and cDNA was used for qRT-PCR. Gene mRNA expression levels were measured using the TaqMan^®^ real-time PCR system (Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s protocol. Expression levels were normalized to beta-2-microglobulin (*B2m*) (Mm00437762_m1). Relative expression levels were compared using the comparative CT method formula 2^−ΔΔCt^. Specific primers and probes for amplifying genes encoding mouse interleulin-6, *Il-6* (Mm00446190_m1), mouse collagen type XXVII alpha 1, *Col27a1* (Mm00508542_m1), mouse procollagen C-endopeptidase enhancer 2, *Pcolce2* (Mm00453052_m1), mouse bradykinin receptor beta 2, *Bdkrb2* (Mm00437788_s1), mouse neuromedin U receptor 1, *Nmur1* (Mm00515885_m1), mouse caveolin 3, *Cav3* (Mm00725536_s1), and mouse secreted phosphoprotein, *Spp1* (Mm00436767_m1) were used. Mouse *Gapdh* (Mm99999915_g1) was also used to confirm results obtained with *B2m* with no notable differences (data not shown). 

### 4.7. Immunoblotting

Conditioned media and cell lysates from cultured primary pFBs were analyzed by immunoblotting. Equal amounts of protein were separated by electrophoresis using 10% SDS-PAGE gels in 1× SDS running buffer (25 mM Tris, 250 mM Glycine and 0.1% SDS) at 100 Volts for 1.5 h and transferred to nitrocellulose membranes (Amersham, Marlborough, MA, USA) in Western transfer buffer (25 mM Tris, 192 mM Glycine and 20% MeOH) at 0.3 milli-Amps (mAmp) for 2 h on ice. Membranes were incubated with primary antibody. The following antibodies were used: human IGFBP5 polyclonal antibody (GroPep Bioreagents, Thebarton, SA, Australia), IGFBP-4 (clone C-20) monoclonal (Santa Cruz, Dallas, TX, USA), plasminogen activator inhibitor type 1 (PAI-1 aka Serpine1) (clone 1H4A5) monoclonal antibody (Proteintech, Rosemont, IL, USA), secreted phosphoprotein 1 (SPP-1) monoclonal antibody (Epitomics, Inc., Burlingame, CA, USA), T-box transcription factor 1 (TBX1) (clone OTI1C2) monoclonal antibody (Novus Biologicals, Littleton, CO, USA), neuromedin U receptor 1 (NMUR1) polyclonal antibody, (Novus Biologicals), bradykinin receptor beta 2 (BDKRB2) polyclonal antibody (Novus Biologicals), formyl peptide receptor 1 (FRP1) polyclonal antibody (Novus Biologicals), pappalysin-2 (PAPPA2) polyclonal antibody (Novus Biologicals), transforming growth factor beta 2 (TGFB2) (Clone ab36495) monoclonal antibody (Abcam, Cambridge, UK), and beta-actin (β-actin) monoclonal antibody (Santa Cruz) as primary antibodies and horseradish peroxidase-conjugated antibody as a secondary antibody. Signals were detected using chemiluminescence on FluorChem R System (ProteinSimple, San Jose, CA, USA). Densitometry was analyzed with ImageJ software (U.S. National Institutes of Health, Bethesda, MD, USA). 

### 4.8. Ponceau S Staining

After the transfer, membranes were stained with Ponceau S staining solution (0.1% (*w*/*v*) Ponceau S in 5% (*v*/*v*) acetic acid) for 1 h at room temperature with rotation. The membrane was washed 3 times with distilled water until the background was clear and imaged on FluorChem R System (ProteinSimple, San Jose, CA, USA). 

### 4.9. Statistical Analysis

All continuous variables were expressed as the mean ± standard deviation. All statistical analyses were done using GraphPad Prism version 8 for Windows (GraphPad Software, La Jolla, CA, USA). Unpaired *t*-test was used for comparison between WT and HOMO mouse groups. All *p*-values < 0.05 were considered statistically significant. 

## Figures and Tables

**Figure 1:**
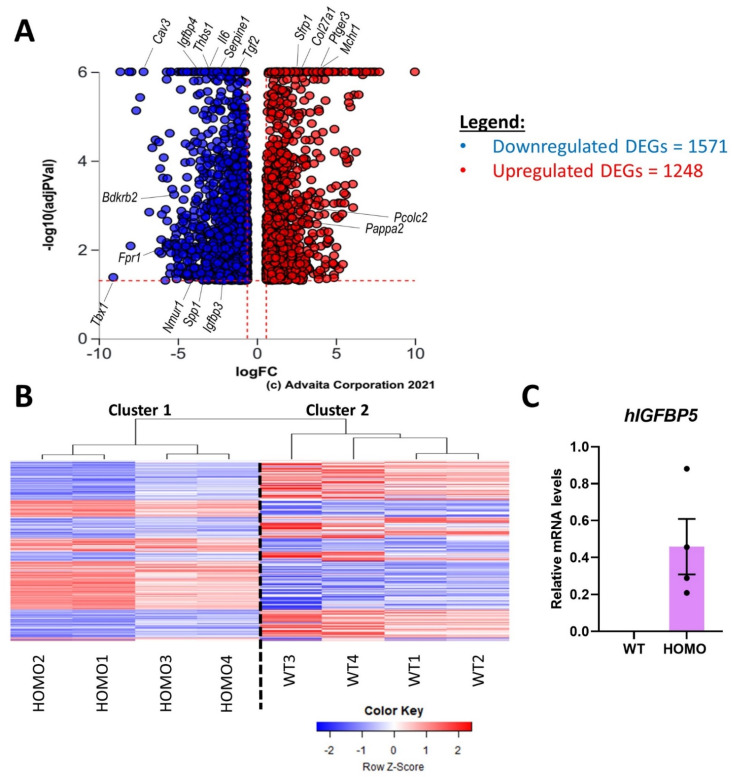
Transcriptomic signature of hIGFBP5 in pFBs. DE analysis comparing “HOMO vs. WT” mice was conducted on DESeq2 and returned 2819 DEGs. (**A**) Volcano plot showing in red DEGs significantly upregulated (*q* < 0.05; log2FC > 0.6) and in blue DEGs significantly downregulated (*q* < 0.05; log2FC < −0.6). Genes of interest are labelled. (**B**) Heat map of the DEGs in HOMO hIGFBP5 pFBs. Red: up-regulation; Blue: down-regulation. (**C**) Expression levels of transgene human *IGFBP5* (h*IGFBP5*) in the fibroblasts of female mice analyzed by RNAseq in panel B. Note that endogenous mouse *Igfbp5* was undetectable in the same samples in both WT and HOMO groups (data not shown).

**Figure 2:**
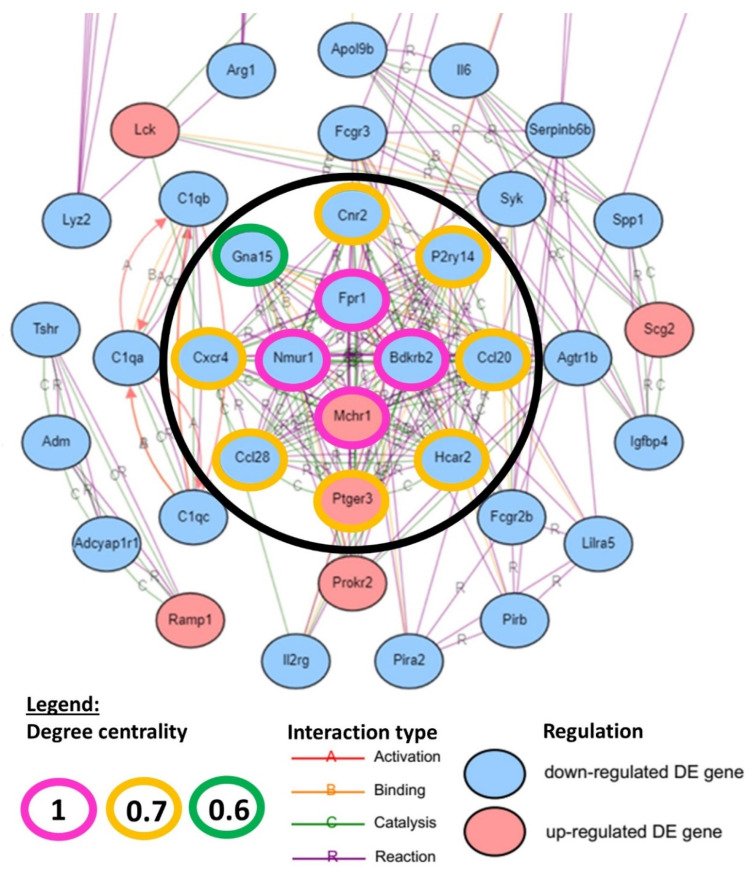
Hub gene network. DEGs with the highest degree of centrality are shown in the center of the wheel-shaped network within the black circle. Pink indicates DEGs with a degree equal to 1. Orange indicates DEGs with a degree equal to 0.7, and green indicates DEGs with a degree equal to 0.6. Genes that are upregulated in hIGFBP5 fibroblasts are shown in red, those that are downregulated are shown in blue.

**Figure 3:**
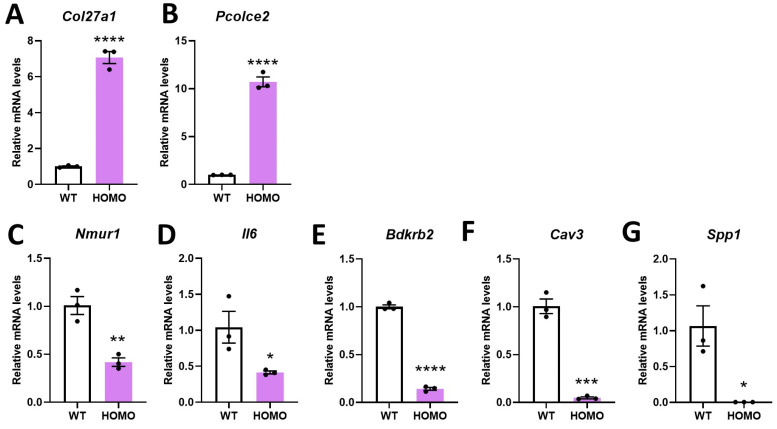
Impact of hIGFBP5 on the mRNA levels of genes of interest in pFBs. Expression levels of genes of interest were quantified by qRT-PCR. (**A**) *Col27a1*. (**B**) *Pcolc2*. (**C**) *Nmur1*. (**D**) *Il6*. (**E**) *Bdkrb2*. (**F**) *Cav3*. (**G**) *Spp1*. n = 3 per group. The housekeeping gene used to normalize the data was *B2m*. * *p* < 0.05. ** *p* < 0.01. *** *p* < 0.001. **** *p* < 0.0001. WT: wild type female mice, HOMO: hIGFBP5 homozygous female mice.

**Figure 4:**
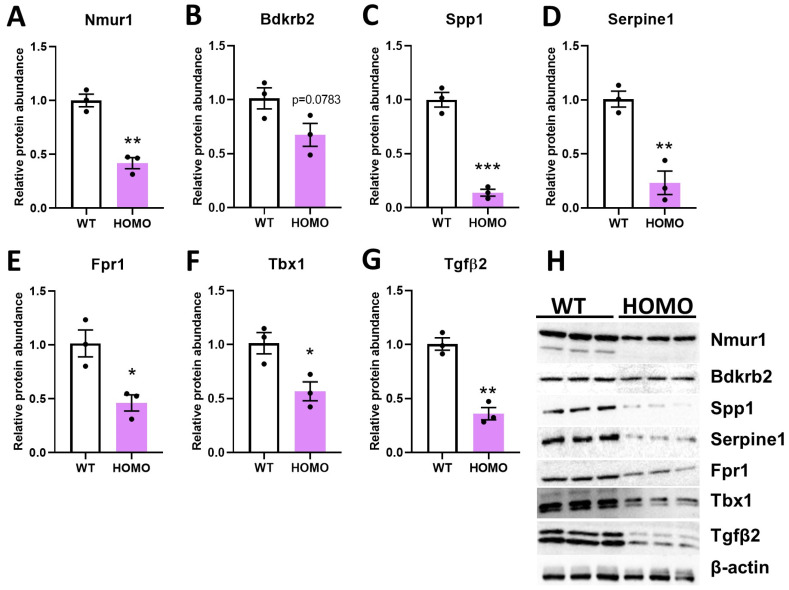
Effect of hIGFBP5 on Intracellular Protein Abundance. Cell lysates were analyzed by immunoblotting for selected proteins. Quantification of immunoblots (n = 3) for the protein abundance of (**A**) Nmur1, (**B**) Bdkrb2, (**C**) Spp1, (**D**) Serpine1, (**E**) Fpr1, (**F**) Tbx1 and (**G**) Tgfβ2. The housekeeping protein used to normalize the data was β-actin. * *p* < 0.05. ** *p* < 0.01. *** *p* < 0.001. WT: wild type female mice, HOMO: hIGFBP5 homozygous female mice. (**H**) Representative immunoblots for each protein shown in panels A-H and β-actin as a loading control.

**Figure 5:**
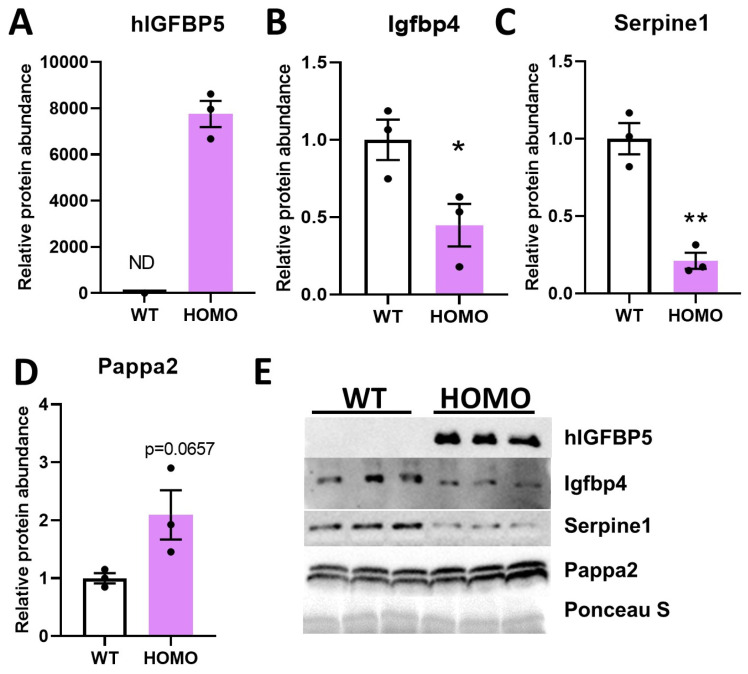
Effect of hIGFBP5 on the secretion of Igfbp4, Serpine1 and Pappa2. Conditioned media of cultured pFBs of hIGFBP5 HOMO and WT mice were analyzed by immunoblotting for selected proteins. Quantification of immunoblots (n = 3) for the protein abundance of (**A**) hIGFBP5, (**B**) Igfbp4, (**C**) Serpine1 and (**D**) Pappa2. * *p* < 0.05. ** *p* < 0.01. ND: non-detectable. WT: wild type female mice, HOMO: hIGFBP5 homozygous female mice. (**E**) Representative immunoblots showing protein abundance of hIGFBP5, Igfbp4, Serpine1 and Pappa2 in conditioned media of cultured pFBs of hIGFBP5 HOMO and WT mice. Ponceau S staining was used as loading control.

**Table 1:** Functional enrichment analysis. The enrichment analysis performed on iPathwayGuide includes gene ontology (GO) and pathway (PW) analyses. GO analysis was performed using 2 corrections: the high specificity pruning (highSP) and the smallest common denominator pruning (SCDP) corrections. BP: biological process, MF: molecular function, CC: cellular component. The impacted pathway analysis was performed without any correction: PW: pathway. Only the top 10 most enriched pathways are listed here. For a full list, see Supplementary Table S2. Yellow: Angiogenesis related terms, orange: MAPK signaling and downstream pathways affected by it, green: calcium ion binding, pink: components of the plasma membrane including receptor and ligand activity, blue: ECM-related terms.

Category	Name	Count DEG	Count All	*p*-Value	Correction
BP	Angiogenesis	134	446	3.67E-04	SCDP
BP	positive regulation of MAPK cascade	117	412	8.15E-03	SCDP
BP	regulation of blood coagulation	28	62	1.32E-02	SCDP
BP	regulation of cell migration	217	798	2.55E-02	SCDP
BP	morphogenesis of a branching structure	70	199	3.05E-02	SCDP
BP	positive regulation of cell population proliferation	190	764	4.07E-02	SCDP
BP	biological adhesion	287	1046	4.30E-02	SCDP
BP	Ossification	88	312	4.30E-02	SCDP
BP	response to gonadotropin	8	10	4.30E-02	SCDP
MF	calcium ion binding	111	411	1.71E-02	highSP
MF	cytokine activity	39	110	1.71E-02	highSP
MF	growth factor activity	33	91	2.96E-02	highSP
MF	receptor ligand activity	81	246	5.69E-05	SCDP
MF	calcium ion binding	111	411	8.65E-03	SCDP
MF	carbohydrate binding	58	185	9.67E-03	SCDP
MF	cell adhesion molecule binding	60	195	9.67E-03	SCDP
MF	extracellular matrix structural constituent	39	117	3.03E-02	SCDP
MF	glycosaminoglycan binding	48	154	3.03E-02	SCDP
CC	extracellular space	271	867	9.14E-17	highSP
CC	integral component of plasma membrane	231	819	4.75E-08	highSP
CC	cell surface	189	625	9.10E-08	highSP
CC	extracellular matrix	122	377	1.04E-05	highSP
CC	integral component of membrane	749	3218	3.56E-05	highSP
CC	collagen-containing extracellular matrix	85	293	2.37E-03	highSP
CC	external side of plasma membrane	75	266	2.37E-02	highSP
CC	Z disc	32	95	3.71E-02	highSP
CC	extracellular region	395	1362	7.12E-18	SCDP
CC	intrinsic component of membrane	770	3318	1.96E-12	SCDP
CC	cell surface	189	625	4.75E-11	SCDP
CC	apical part of cell	91	318	1.25E-03	SCDP
CC	I band	35	103	2.61E-02	SCDP
PW	Cytokine–cytokine receptor interaction	52	163	6.45E-07	none
PW	Focal adhesion	47	187	2.46E-05	none
PW	Staphylococcus aureus infection	14	37	3.04E-05	none
PW	Viral protein interaction with cytokine and cytokine receptor	18	50	6.95E-05	none
PW	AGE-RAGE signaling pathway in diabetic complications	34	98	1.29E-04	none
PW	Systemic lupus erythematosus	20	77	1.97E-04	none
PW	Proteoglycans in cancer	54	186	2.79E-04	none
PW	Chemokine signaling pathway	35	147	7.48E-04	none
PW	Neuroactive ligand-receptor interaction	38	133	1.10E-03	none
PW	Calcium signaling pathway	34	150	2.06E-03	none

**Table 2:** Enriched pathways containing hub genes. The 12 hub genes are shown here in the context of enriched pathways they belong to. The table also provides the *p*-value of each pathway as well as the biological outcomes of each pathway. Red: upregulation. Blue: downregulation.

Pathways	Genes	*p*-Value	Outcomes
Cytokine–cytokine receptor interaction	*Cxcr4*, *Ccl20*, *Ccl28*	6.45E-07	Innate and adaptive inflammatory host defenses, cell growth, differentiation, cell death, angiogenesis, development and repair processes aimed at the restoration of homeostasis
Chemokine signaling pathway	*Cxcr4*, *Ccl20*, *Ccl28*	7.48E-04	Inflammatory immune response, cellular activation, differentiation and survival, cellular polarization and actin reorganization
Neuroactive ligand-receptor interaction	*Fpr1*, *Bdkrb2*, *Mchr1*, *Nmur1*, *Cnr2*, *P2ry14*, *Ptger3*	1.10E-03	Environmental information processing
Calcium signaling pathway	*Gna15*, *Bdkrb2*, *Cxcr4*, *Ptger3*	2.06E-03	MAPK signaling, apoptosis, long-term potentiation/depression, phosphatidylinositol signaling pathway, contraction, metabolism, proliferation
Axon guidance	*Cxcr4*	2.15E-03	Formation of neuronal network, cytoskeletal organization
Complement and coagulation cascades	*Bdkrb2*	4.48E-03	Innate immunity, recruitment of inflammatory and immunocompetent cells
cGMP-PKG signaling pathway	*Bdkrb2*	1.98E-02	Physiologic processes, regulation of cytosolic calcium concentration and sensitivity of myofilaments to Ca^2+^, ROS release from mitochondria
Regulation of actin cytoskeleton	*Bdkrb2*	2.92E-02	Focal adhesion, MAPK signaling, adherens junction,
Endocrine and other factor-regulated calcium reabsorption	*Bdkrb2*	4.33E-02	Intracellular signalling processes, neuronal excitability, muscle contraction and bone formation
Rap1 signaling pathway	*Fpr1*	5.01E-03	Cell adhesion, cell–cell junction formation and cell polarity, control of cellcell and cell-matrix interactions by regulating the function of integrins and other adhesion molecules, MAPK signaling
TNF signaling pathway	*Ccl20*	2.71E-02	Apoptosis and cell survival as well as inflammation and immunity, MAPK cascade, apoptosis, necroptosis, PI3K-dependent NF-kappa B pathway, JNK pathway, survival.
cAMP signaling pathway	*Hcar2*, *Ptger3*	0.487	Metabolism, secretion, calcium homeostasis, muscle contraction, cell fate, and gene transcription

**Table 3:** Summary of experiments. Selected GOIs that were DEGs in hIGFBP5 pFBs of female HOMO mice were further analyzed by qRT-PCR and immunoblotting (cell lysates and conditioned media abbreviated cond. media). Down (downregulated, blue) and Up (upregulated, red) indicates the direction of regulation in hIGFBP5 pFBs of HOMO female mice as compared to pFBs of WT female mice. NA: not analyzed.

Genes	Full Name	RNAseq (F)		qRT-PCR	Immunoblot Cell Lysates	Immunoblot Cond. Media
		Log2Fc	*q*-Value	Regulation	Regulation	Regulation
*Col27a1*	collagen, type XXVII, alpha 1	3.201	1.00E-06	Up	NA	NA
*Pcolce2*	procollagen C-endopeptidase enhancer 2	3.124	1.12E-03	Up	NA	NA
*Pappa2*	pappalysin 2	1.351	2.00E-03	NA	NA	Up
*Nmur1*	neuromedin U receptor 1	−3.449	4.61E-02	Down	Down	NA
*Il6*	interleukin 6	−3.021	1.00E-06	Down	NA	NA
*Bdkrb2*	bradykinin receptor, beta 2	−5.230	5.77E-04	Down	Down	NA
*Cav3*	caveolin 3	−7.164	1.00E-06	Down	NA	NA
*Spp1*	secreted phosphoprotein 1	−3.034	2.21E-02	Down	Down	NA
*Serpine1*	serpin family E member 1	−2.515	1.00E-06	NA	Down	Down
*Fpr1*	formyl peptide receptor 1	−5.713	7.96E-03	NA	Down	NA
*Tbx1*	T-box 1	−9.079	4.20E-02	NA	Down	NA
*Tgfβ2*	transforming growth factor, beta 2	−1.178	1.00E-06	NA	Down	NA
*Igfbp4*	insulin-like growth factor binding protein 4	−3.539	1.00E-06	NA	NA	Down

## Data Availability

The data presented in this study are openly available in the NCBI Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/, accession number GSE184387.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222212609/s1.

# Supplementary material for: Identification of Impacted Pathways and Transcriptomic Markers as Potential Mediators of Pulmonary Fibrosis in Transgenic Mice Expressing Human IGFBP5
**Source:** Int J Mol Sci. 2021 Nov 22;22(22):12609. doi: 10.3390/ijms222212609

**Figure S1: AGE-RAGE signaling pathway in diabetic complications. (A)** DEGs in hIGFBP5 fibroblasts that belong to this pathway. **(B)** KEGG pathway showing the logFC of DEGs in (A). Red: upregulated, blue: downregulated, yellow arrow and box highlight biological outcomes.

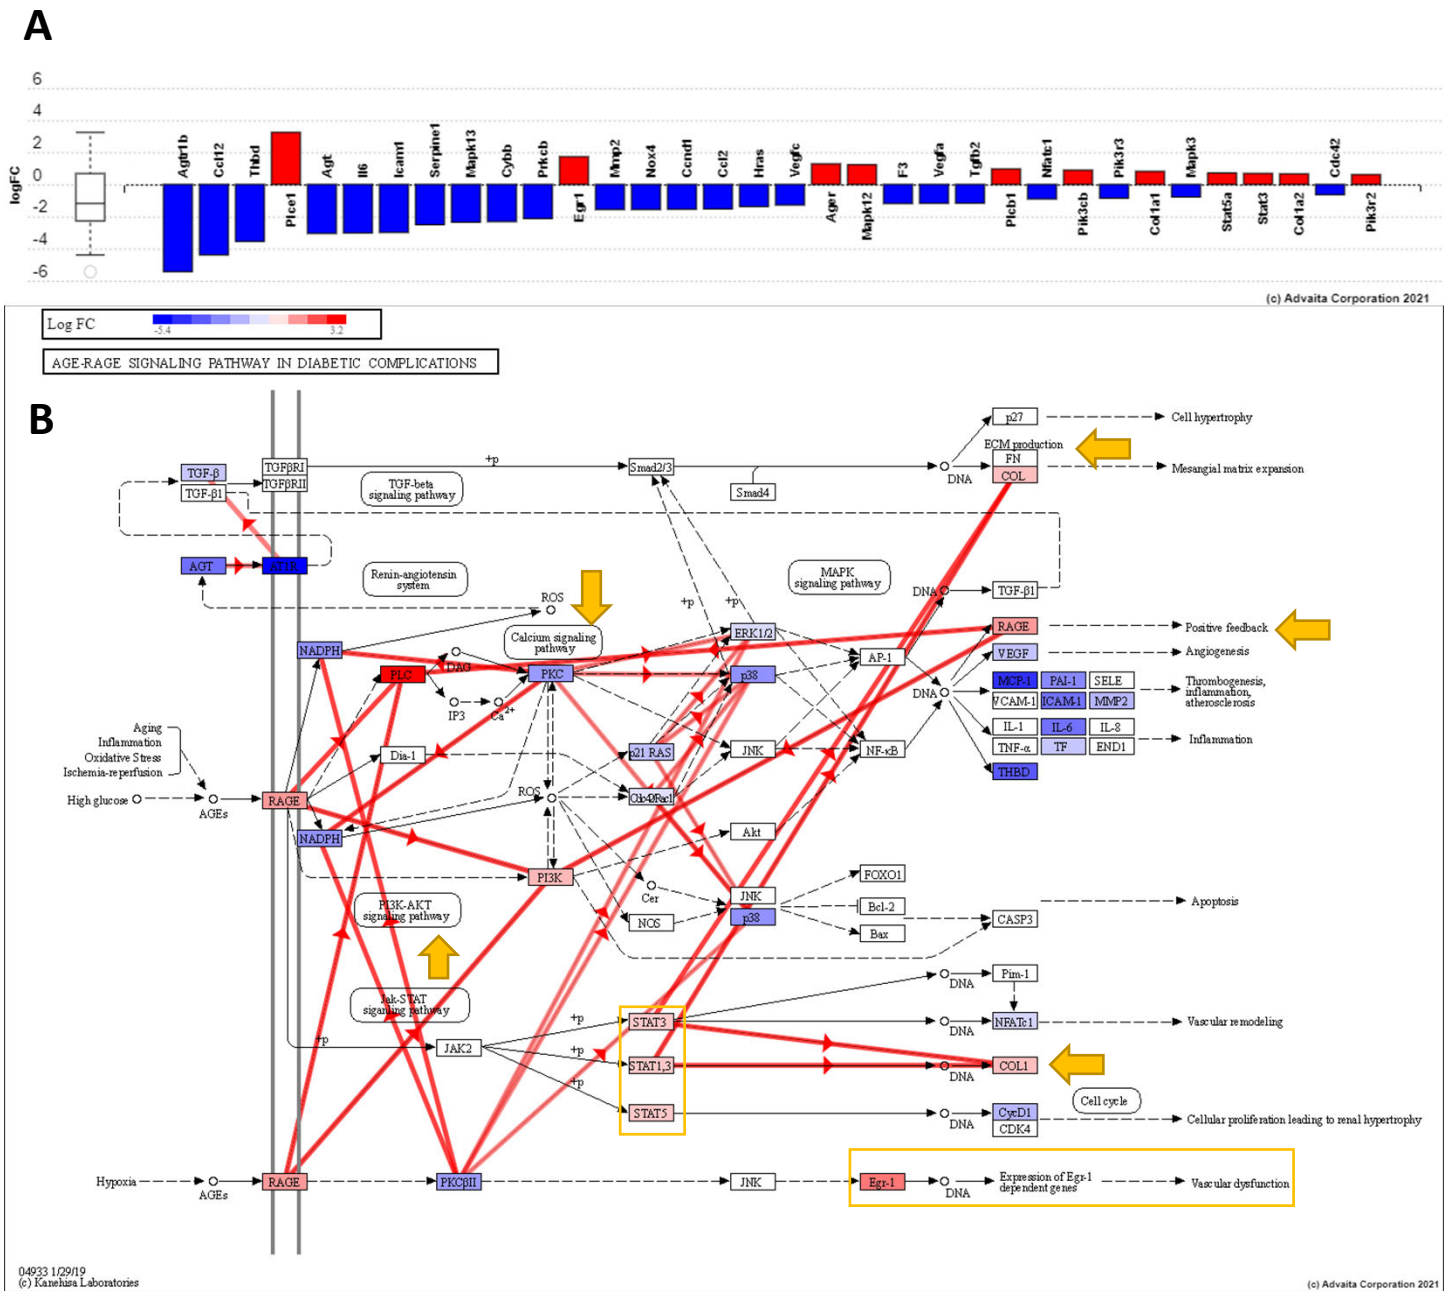

# A

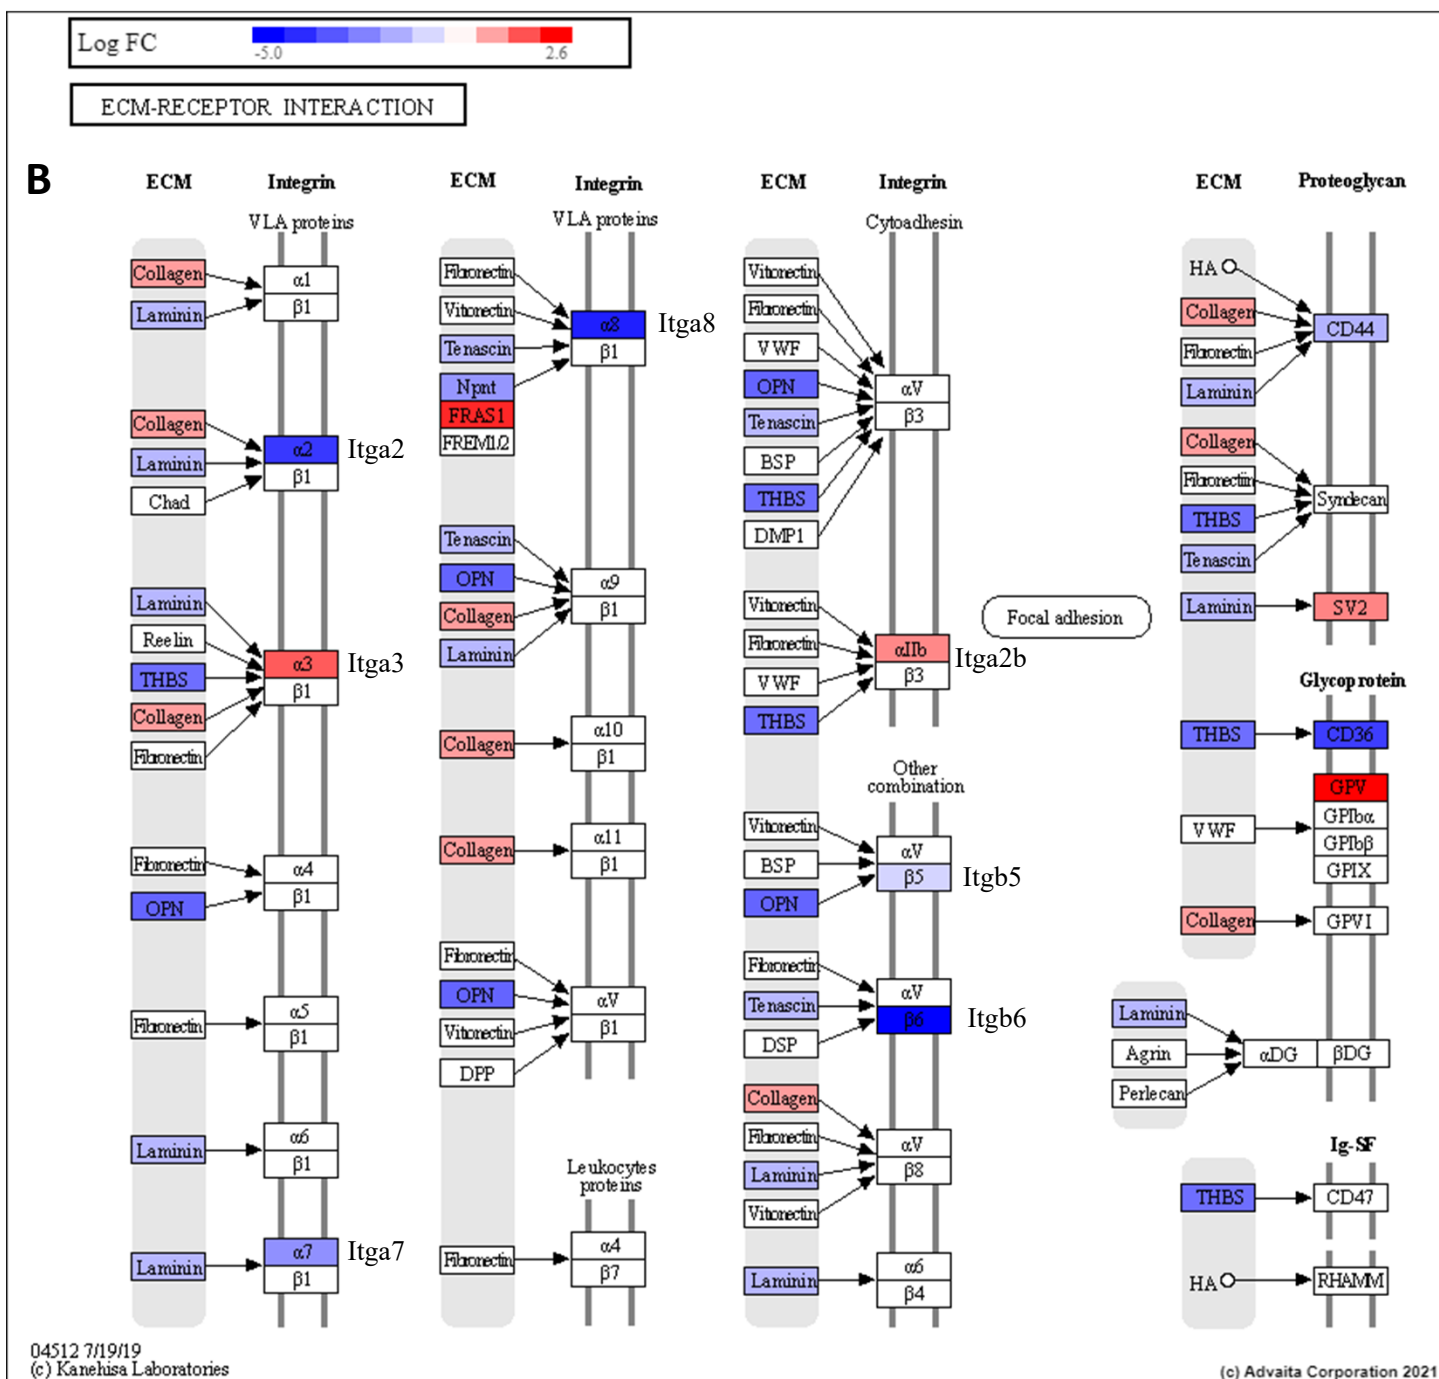

**Figure S3: Focal adhesion.** (A) DEGs in hIGFBP5 fibroblasts that belong to this pathway. (B) KEGG pathway showing the predicted perturbation of the transcriptomic signature in (A) in hIGFBP5 fibroblasts. Red: upregulated, blue: downregulated, yellow arrow and box highlight biological outcomes.

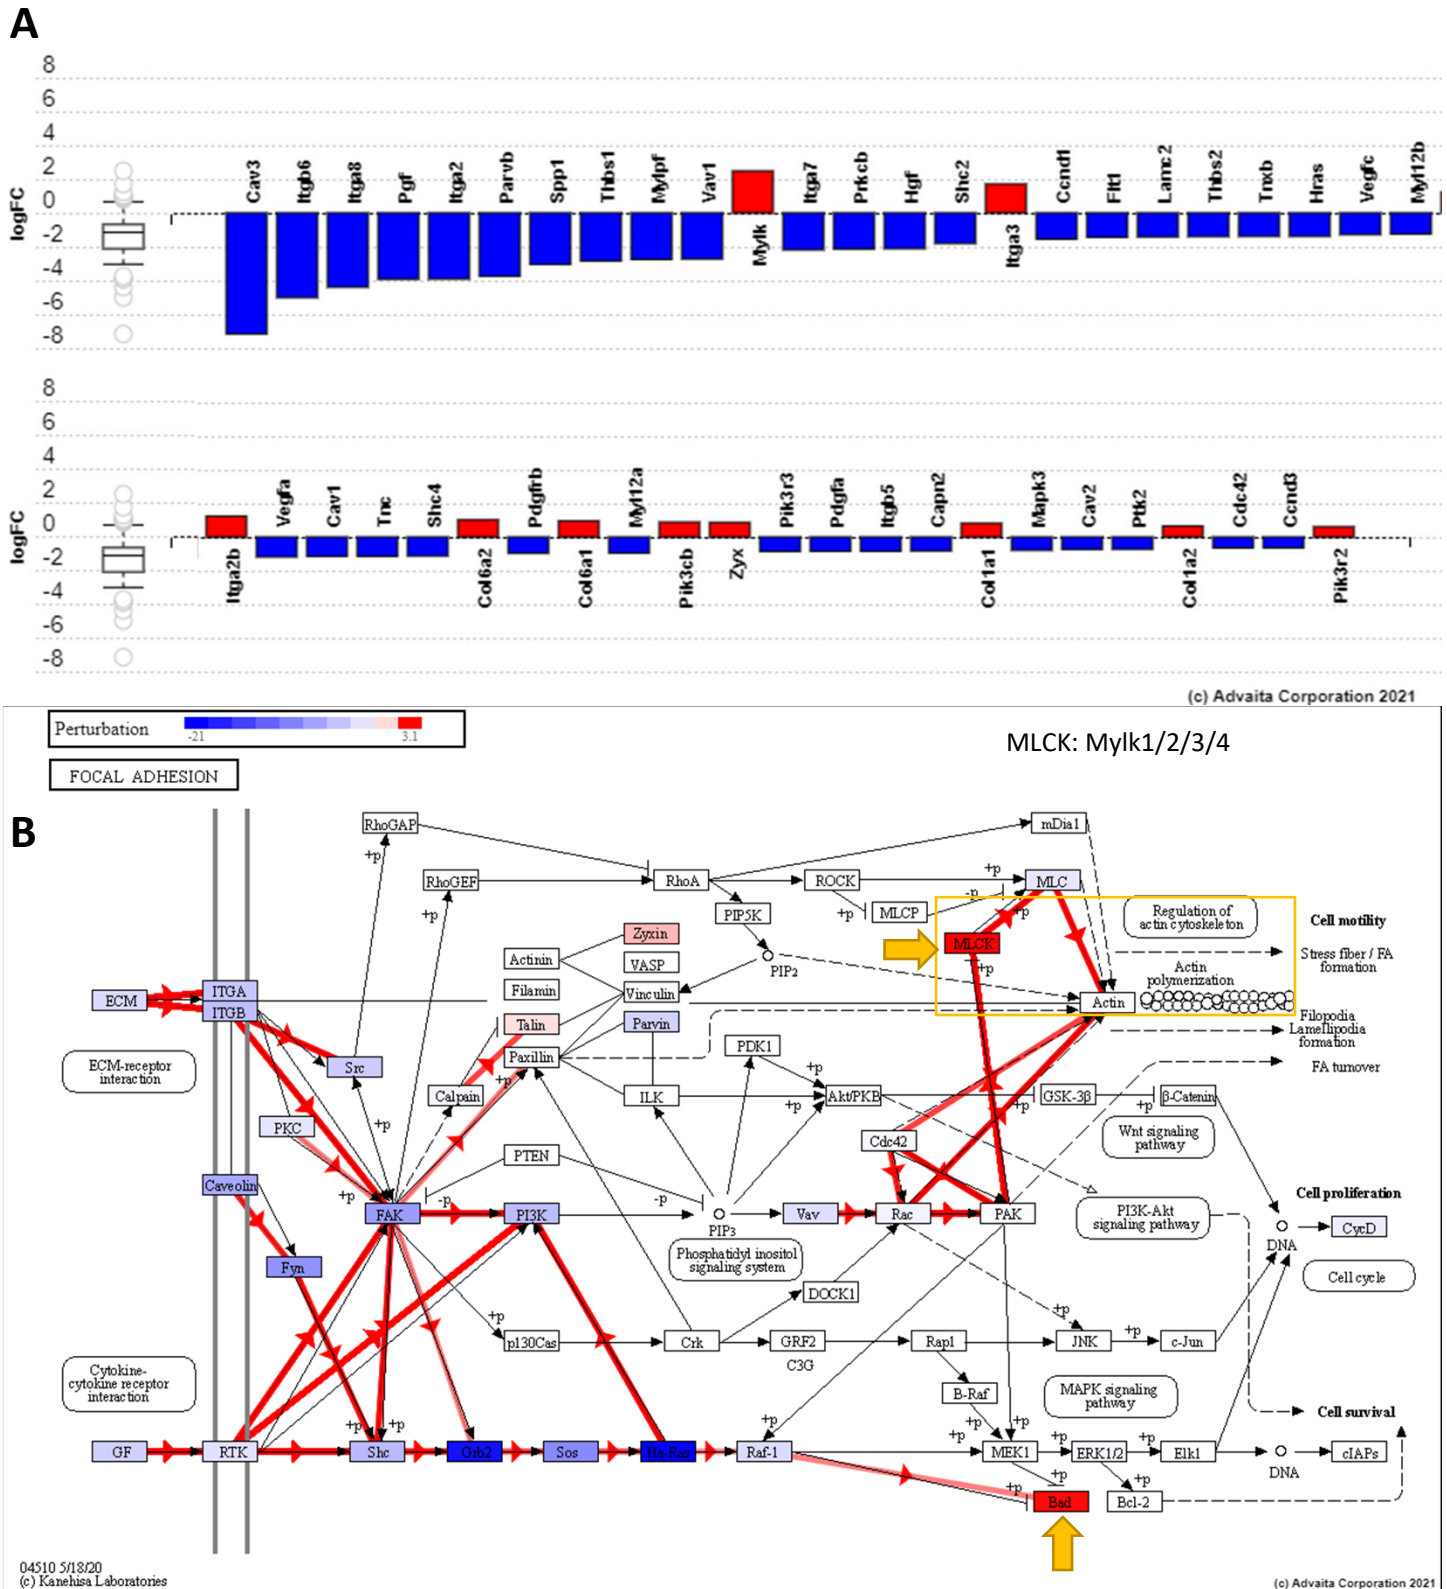

**Figure S5: Cytokine-cytokine receptor interaction. (A)** DEGs in hIGFBP5 fibroblasts that belong to this pathway. **(B)** KEGG pathway showing the predicted accumulation of the transcriptomic signature in (A) in hIGFBP5 fibroblasts. Red: upregulated, blue: downregulated, yellow box highlights IL1-like cytokine receptors in the accumulation KEGG pathway, green: hub gene(s). **(C)** Barplot of the logFC of hub gene(s).

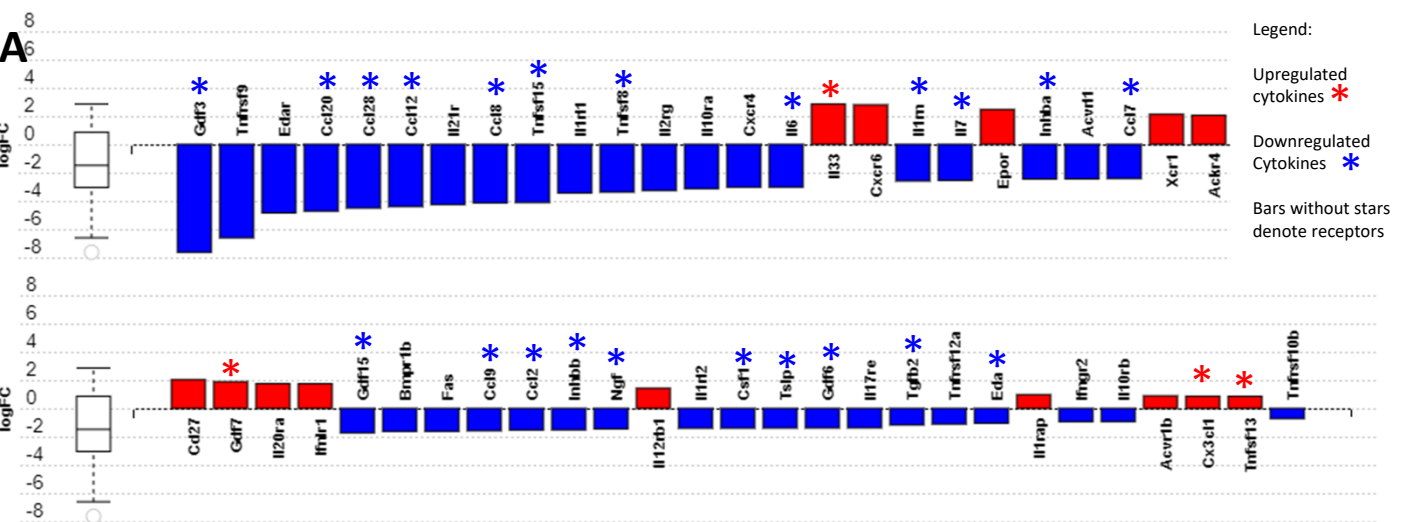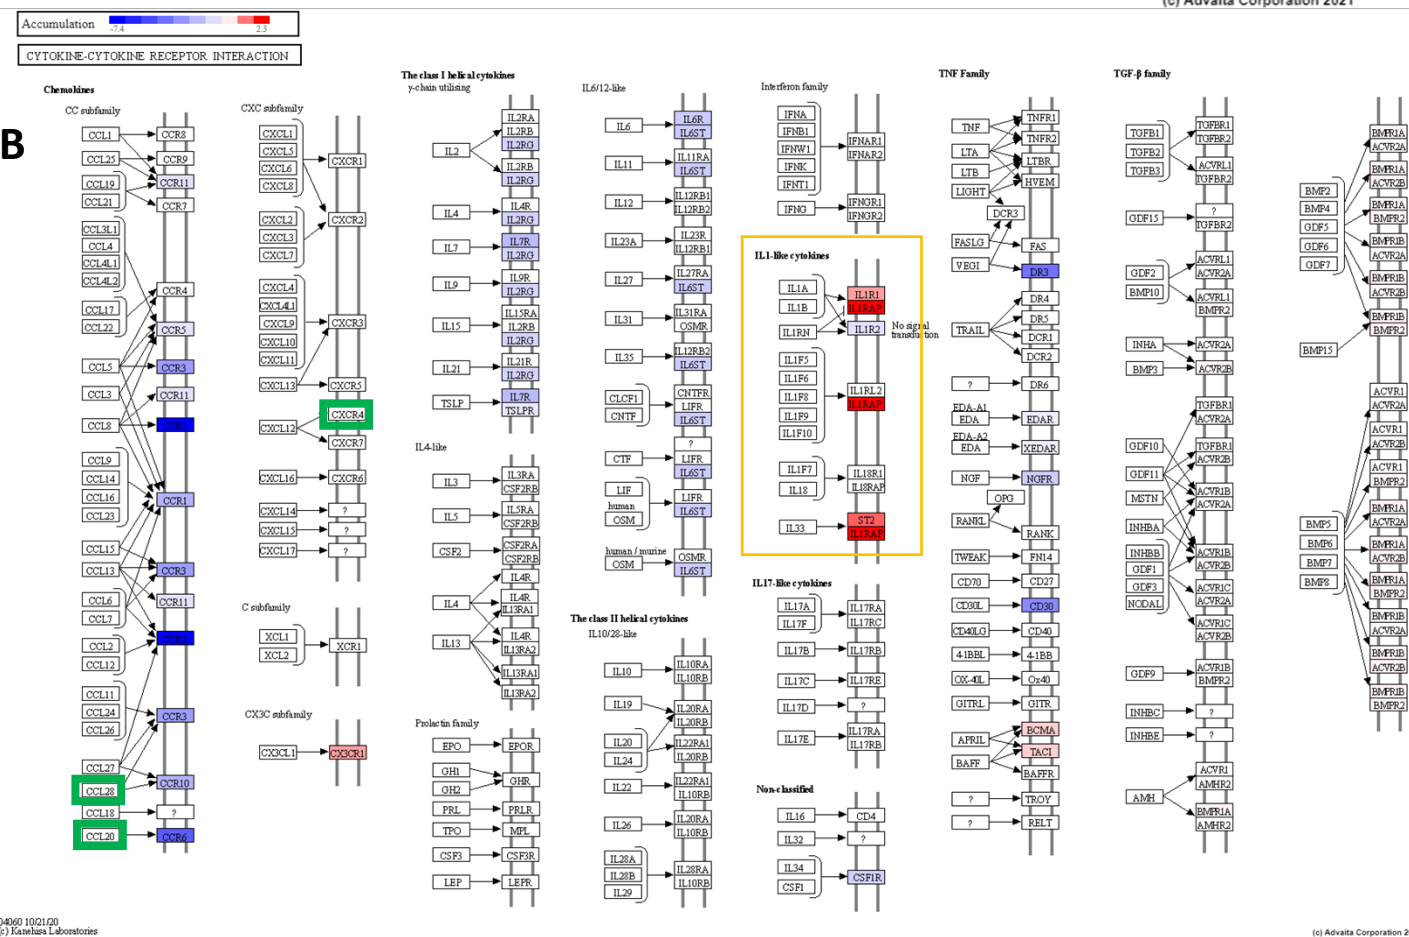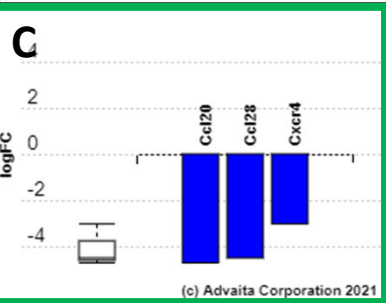

**Figure S6: PI3K-Akt signaling pathway. (A)** DEGs in hIGFBP5 fibroblasts that belong to this pathway. **(B)** KEGG pathway showing the predicted accumulation of the transcriptomic signature in (A) in hIGFBP5 fibroblasts. Red: upregulated, blue: downregulated, yellow arrow and box highlight major ligand/receptor interactions enriched in this pathway and biological outcomes.

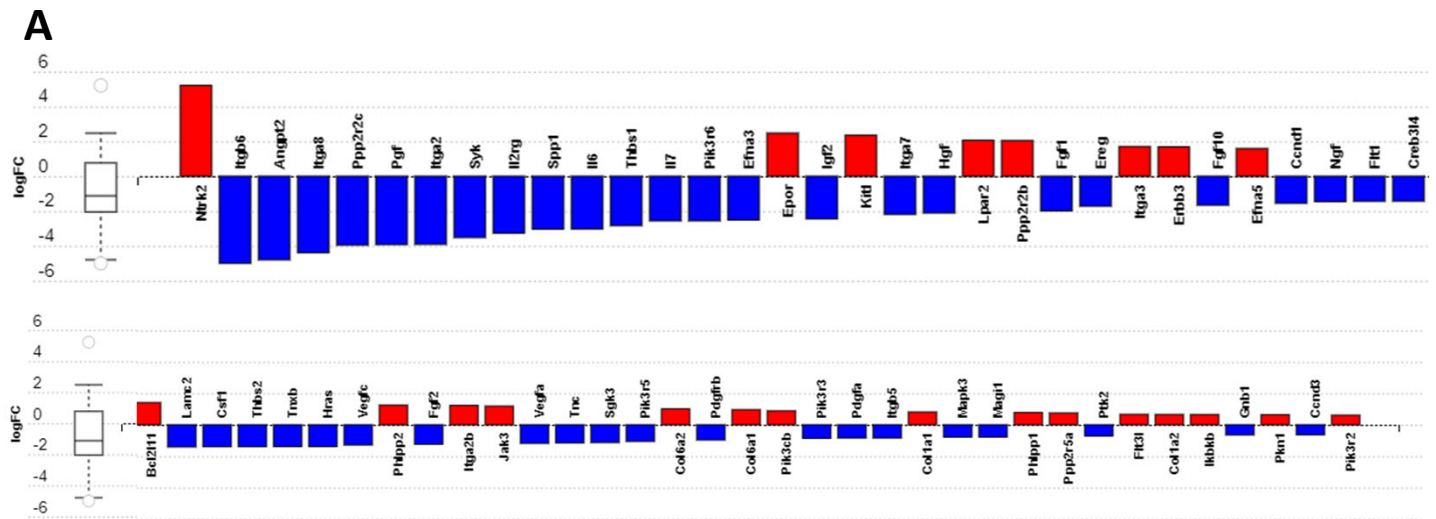

(c) Advaita Corporation 2021

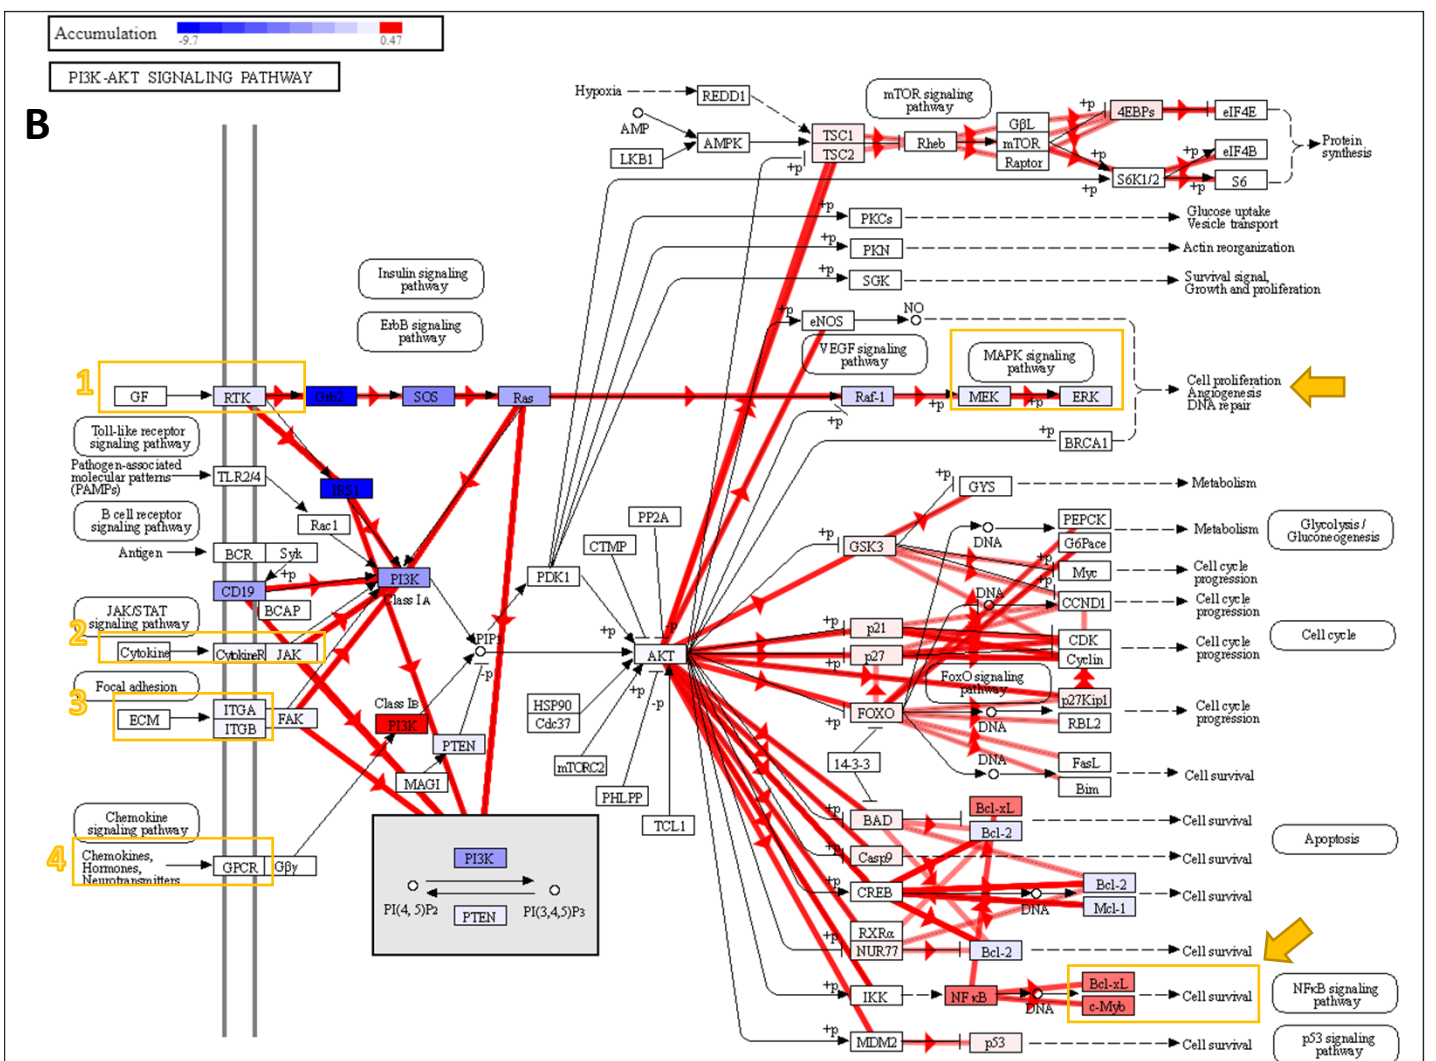

**Figure S7: Chemokine signaling pathway. (A)** DEGs in hIGFBP5 fibroblasts that belong to this pathway. **(B)** KEGG pathway showing the predicted perturbation of the transcriptomic signature in (A) in hIGFBP5 fibroblasts. Red: upregulated, blue: downregulated, green: hub gene(s). **(C)** Barplot of the logFC of hub gene(s).

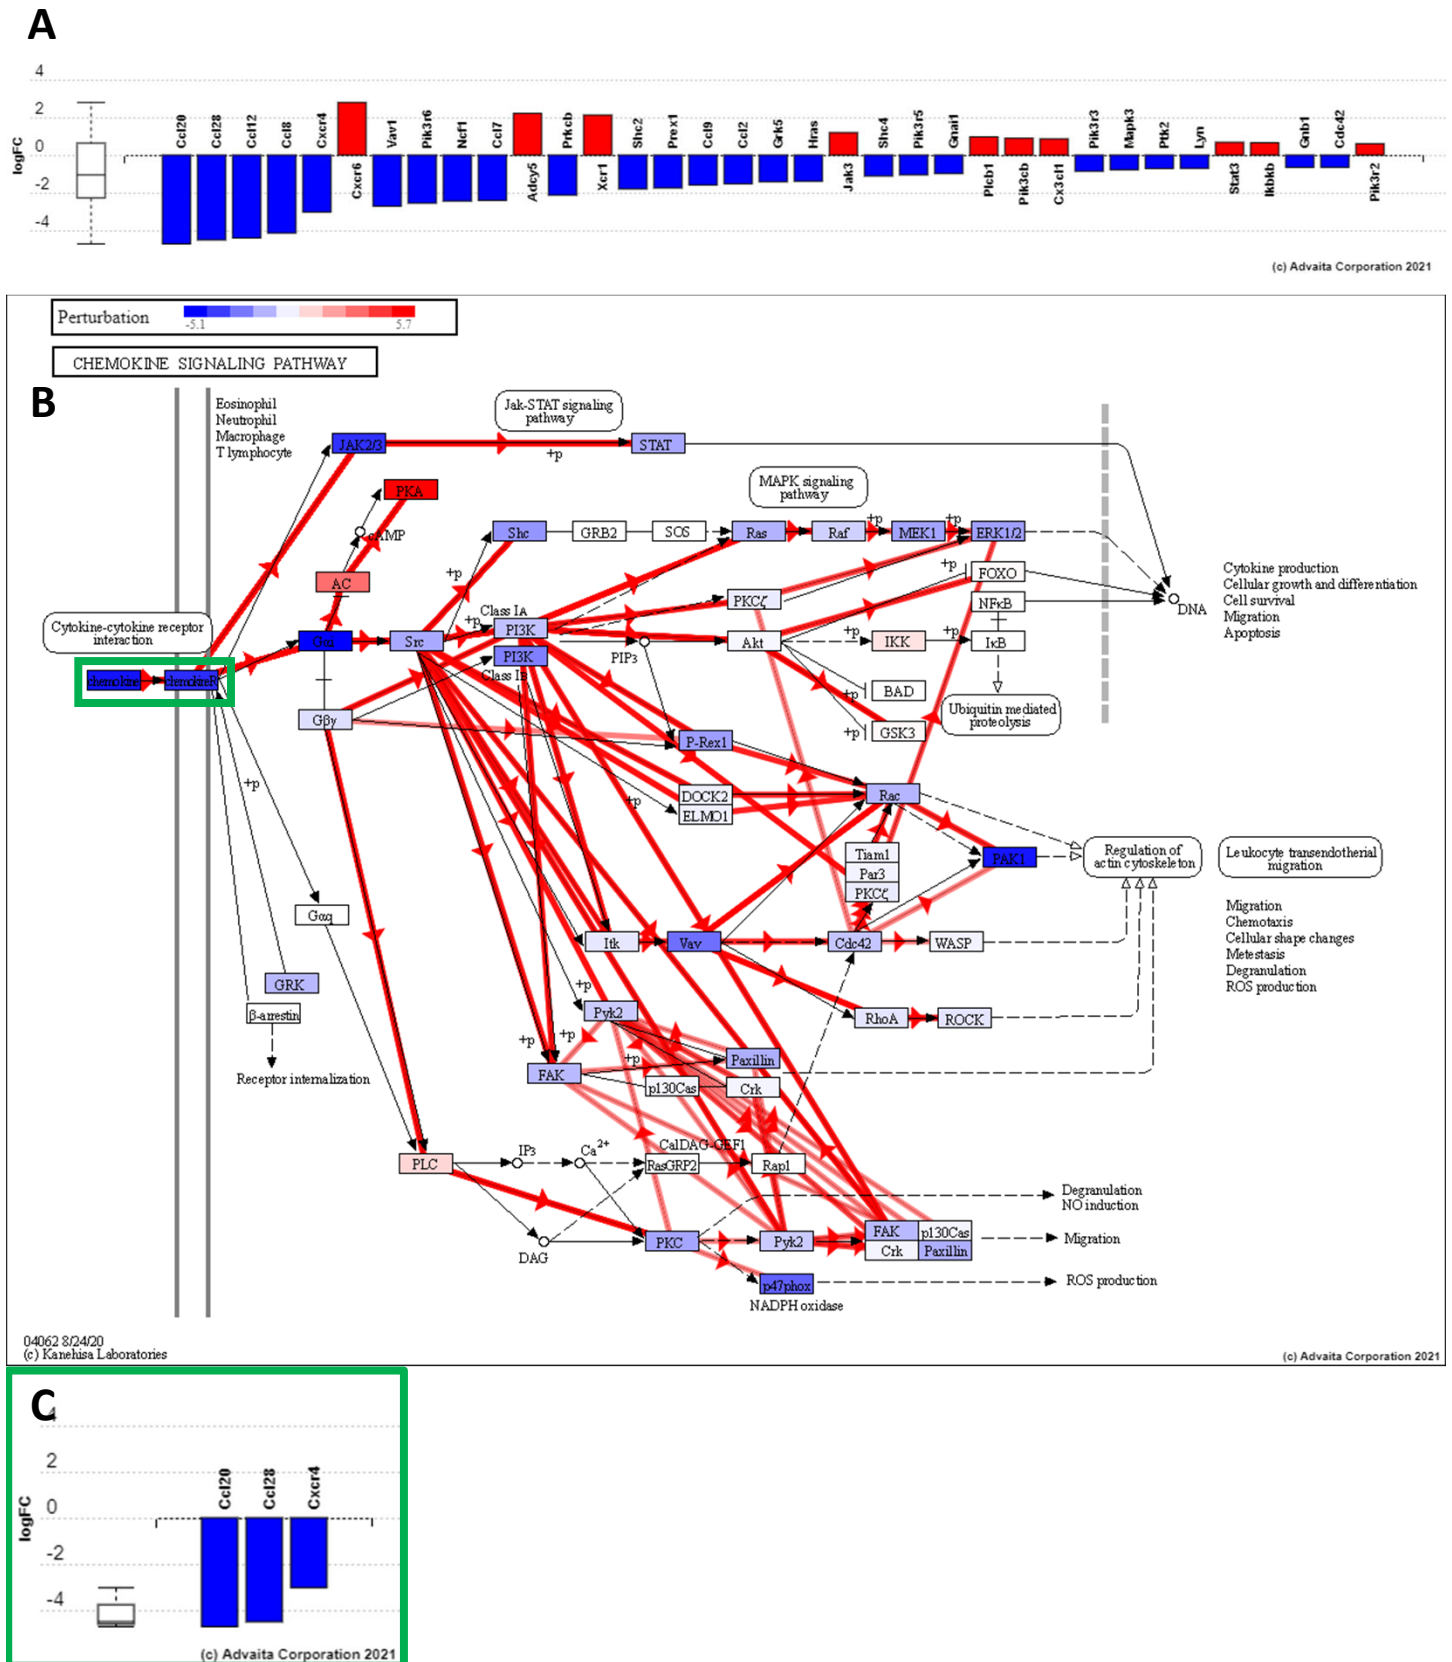

**Figure S8: MAPK signaling pathway. (A)** DEGs in hIGFBP5 fibroblasts that belong to this pathway. **(B)** KEGG pathway showing the predicted perturbation of the transcriptomic signature in (A) in hIGFBP5 fibroblasts. Red: upregulated, blue: downregulated.

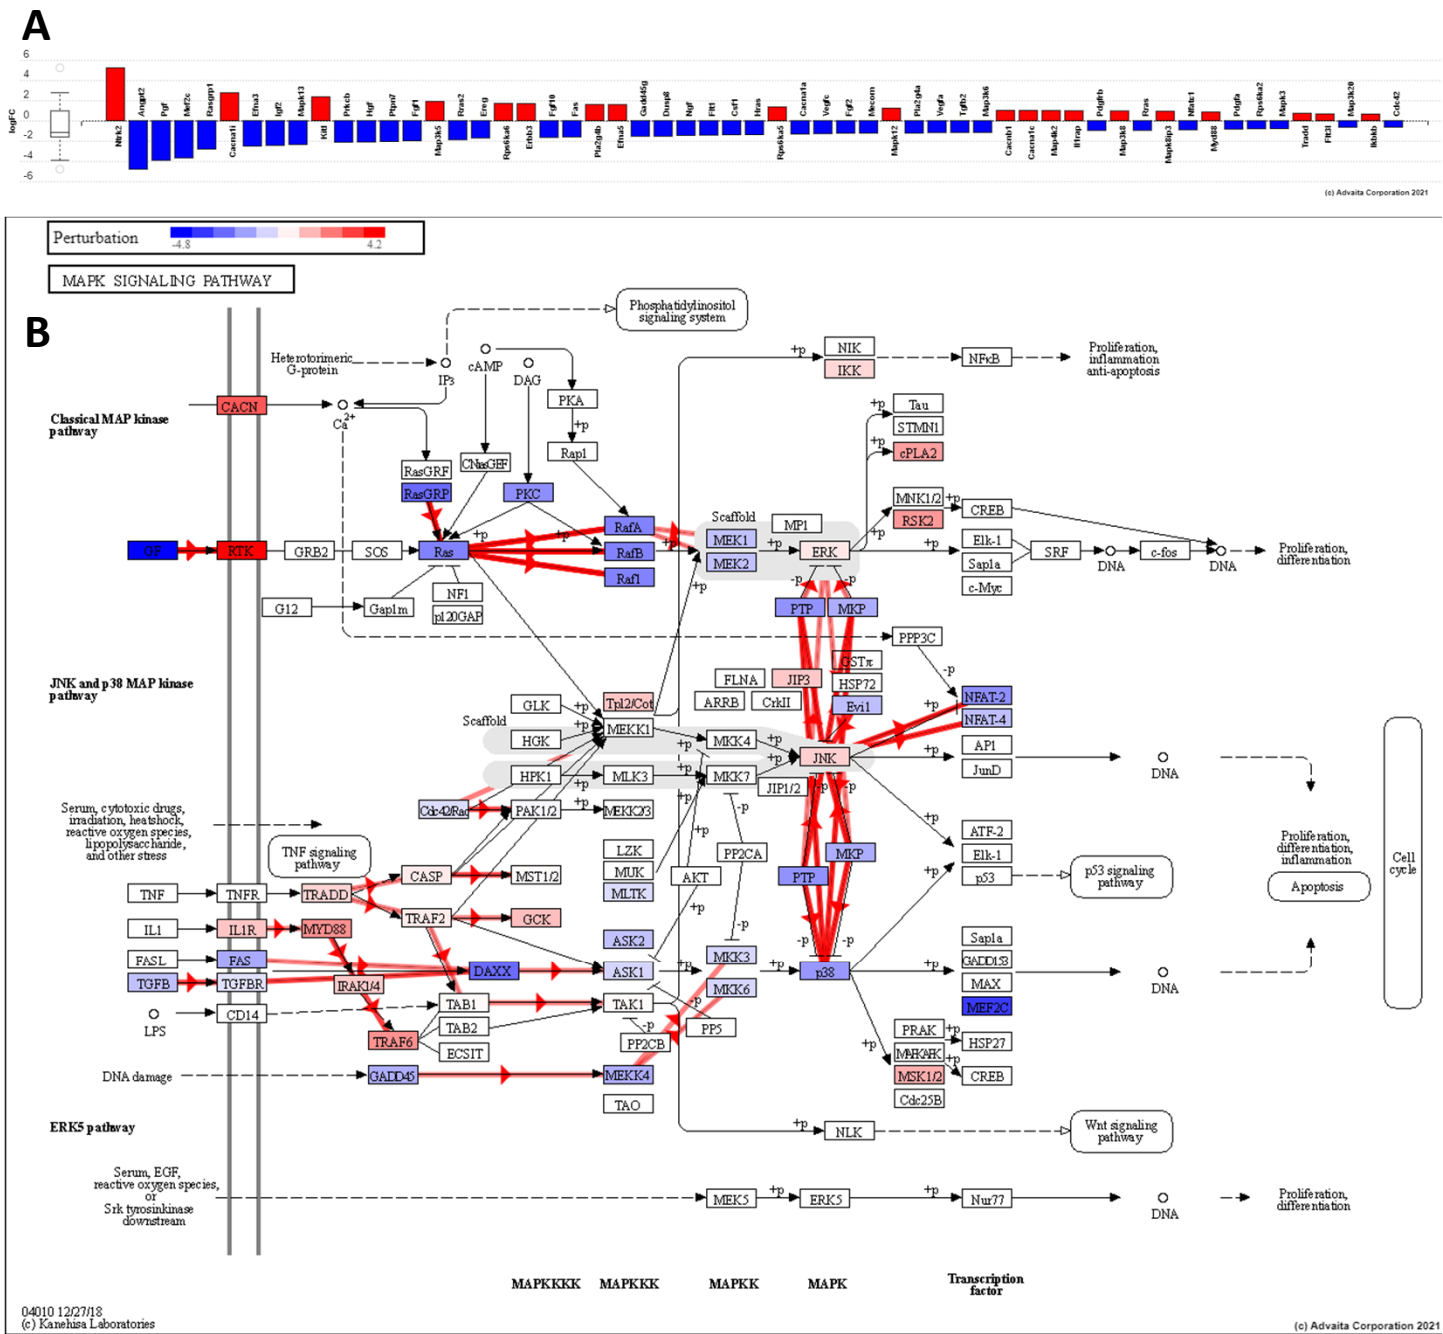

**A**

log<sub>2</sub>FC

Agtr1b, Bdnf2, Grn2a, Ryr3, Pde1c, Pter3, Pzr7, Plce1, Cxcr4, Cd38, Gna15, Gacnati, Mylk, Pdgfr, Prikcb, Hrh1, Hs2a, Adra1d, Erbb3, Adra1b, Trnc1, Adrb2, Gacnata, Adora2b, Itpr3, Gacnatic, Pdgfrb, Plcb1, Oral3, Pdgra, Oral1, Alp2b1, Gna11, Camk2d

**B**

Log FC: -5.4 (blue) to 4.1 (red)

**CALCIUM SIGNALING PATHWAY**

The diagram illustrates the Calcium Signaling Pathway, showing the entry of  $\text{Ca}^{2+}$  into the cell and its subsequent signaling effects.

**Extracellular Space:**

- Log FC scale: -5.4 (blue) to 4.1 (red)
- Ca $^{2+}$  entry: NCX, PMCA, MCU, NCX, ANT, Cyp-D, VDAC (Mitochondrion)

**Intracellular Space:**

- ER/SR:** Depletion of  $\text{Ca}^{2+}$  stores, SERCA, HRC, TRDN, CASQ, RYR, JCN, IP3R, IP3, DAG, cADPR, NAADP, PI(3,5)P2, TPC, TRPML, SIP
- Acidic stores:** TPC, TRPML, SIP
- Cell Membrane:** GPCR, Gs, ADCY, cAMP, PKA, PLC8, PLC8, PLCy, PLCx, PLCz, RTK, GF, TCR, BCR, ? (ATP), ? (NADH), SPHK, ?
- Ca $^{2+}$  Entry:** NCX, PMCA, MCU, NCX, ANT, Cyp-D, VDAC
- Ca $^{2+}$  Release:** ORAI, VCCs, CaV1, CaV2, CaV3, ROC, Gq, PLC8, PLC8, PLCy, PLCx, PLCz, RTK, GF, TCR, BCR, ? (ATP), ? (NADH), SPHK, ?
- Ca $^{2+}$  Signaling:** STIM, SERCA, HRC, TRDN, CASQ, RYR, JCN, IP3R, IP3, DAG, cADPR, NAADP, PI(3,5)P2, TPC, TRPML, SIP
- Ca $^{2+}$  Effects:** Contraction (MLCK, PHK), Metabolism (MAPK signaling pathway), Apoptosis, Proliferation, Fertilization, Learning and memory (CaN, CAMK), Long term potentiation, Long term depression, Other signaling pathways (ADCY, PDE1, FAK2, IP3 3K, PKC), Phosphatidylinositol signaling pathway, Exocytosis Secretion

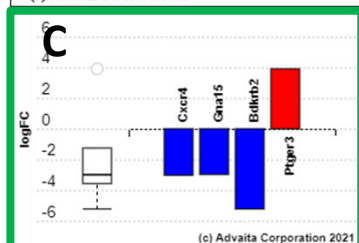

**Figure S10: Neuroactive ligand-receptor interaction.** (A) DEGs in hIGFBP5 fibroblasts that belong to this pathway. (B) KEGG pathway showing the logFC of DEGs in (A). Red: upregulated, blue: downregulated, yellow boxes highlight type of ligands, green: hub gene(s). (C) Barplot of the logFC of hub gene(s).

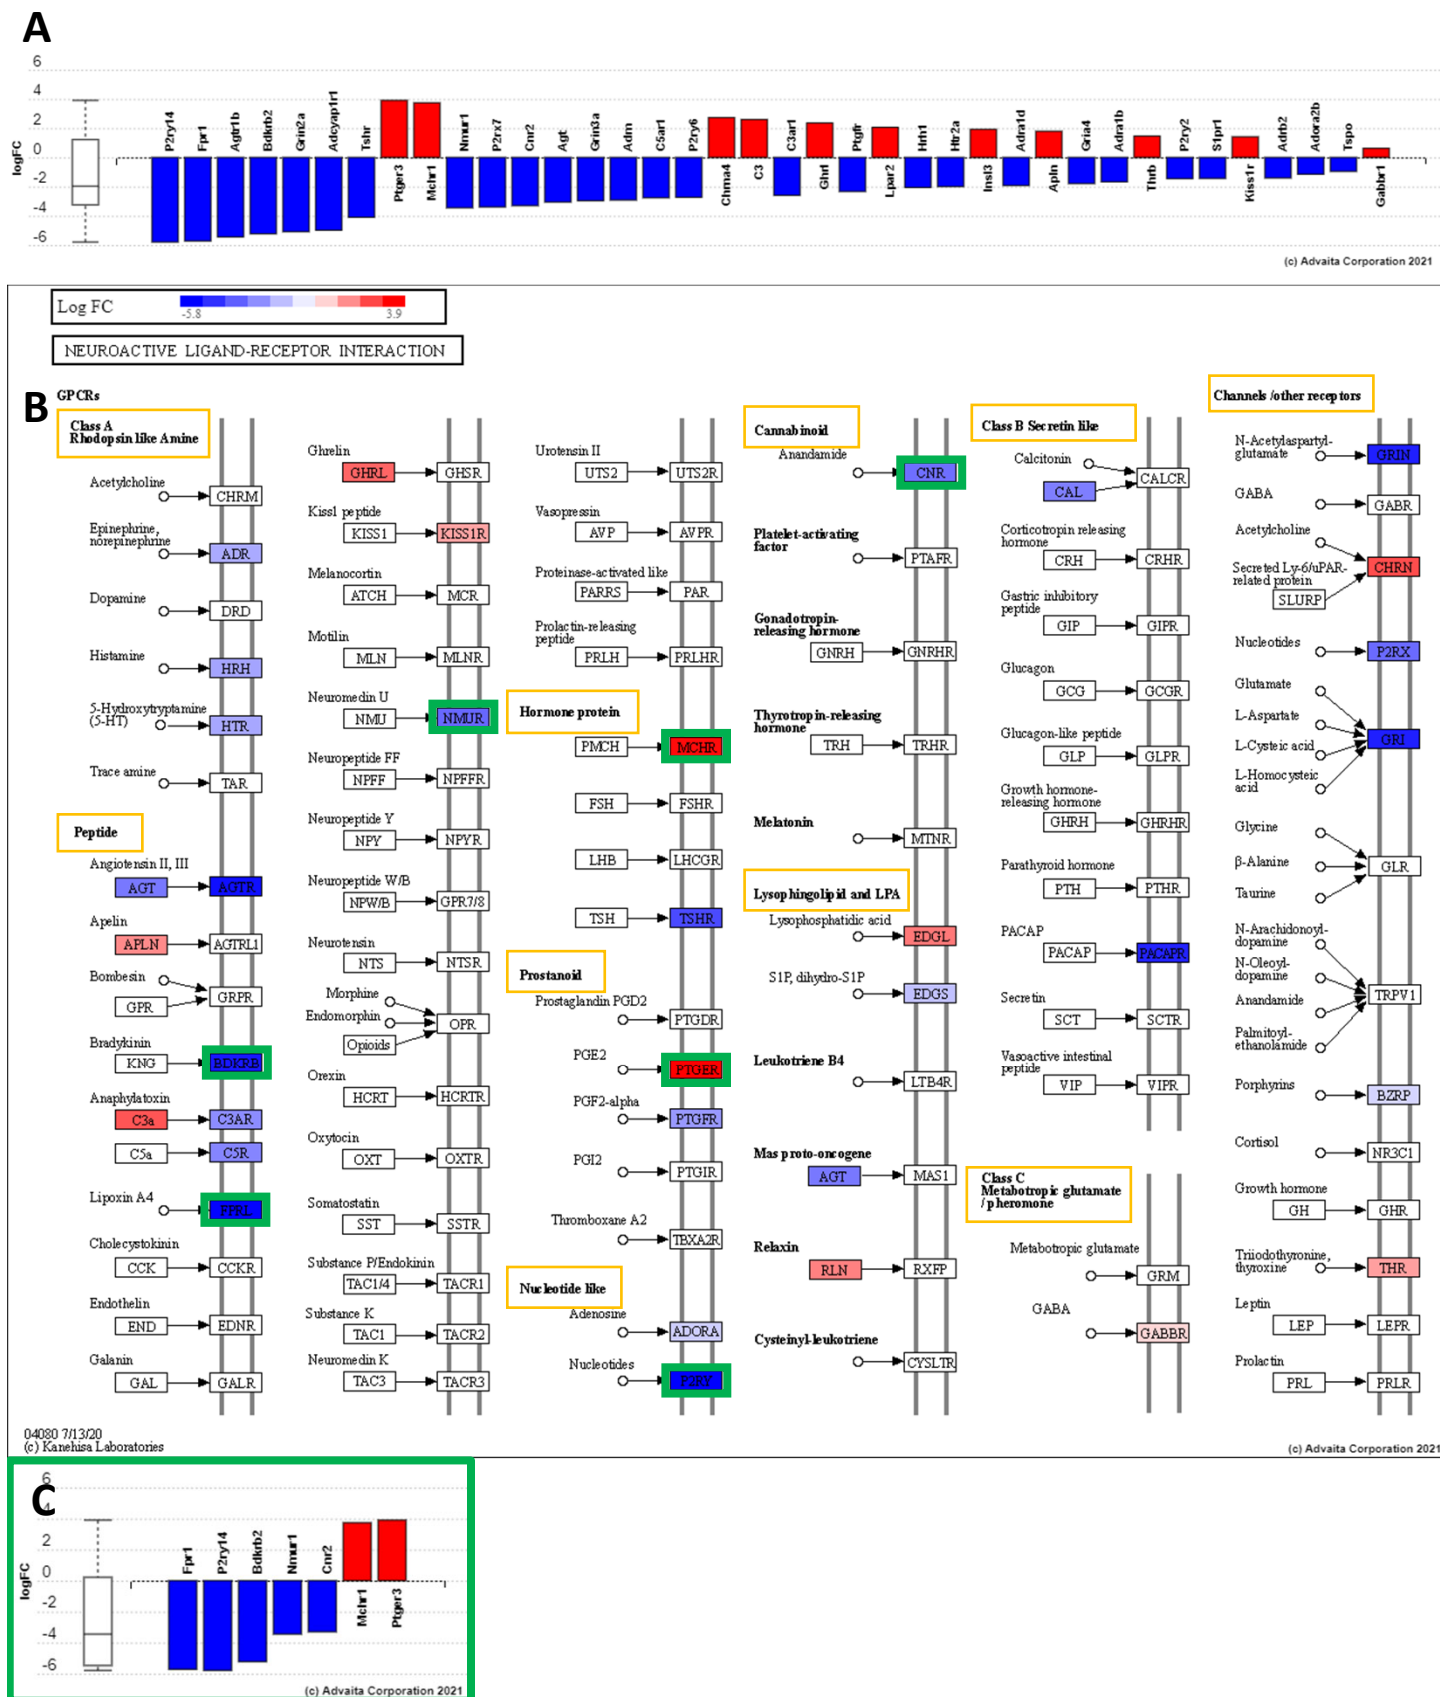

**Figure S11: Impact of hIGFBP5 on the mRNA levels of genes of interest in pFBs.** Expression levels of genes of interest were quantified by qRT-PCR and normalized to female WT for (A) *Col27a1*, (B) *Pcolc2*, (C) *Bdkrb2*, (D) *Cav3*, (E) *Spp1*, (F) *Nmur1* and (G) *Il6*. N= 3 per group. The housekeeping gene used to normalize the data was B2m. \*P < 0.05. \*\*P < 0.01. \*\*\*P < 0.001. \*\*\*\*P < 0.0001. ns: not significant. F: female (in purple), M: male (in green), WT: wild type, HOMO: hIGFBP5 homozygous mice.

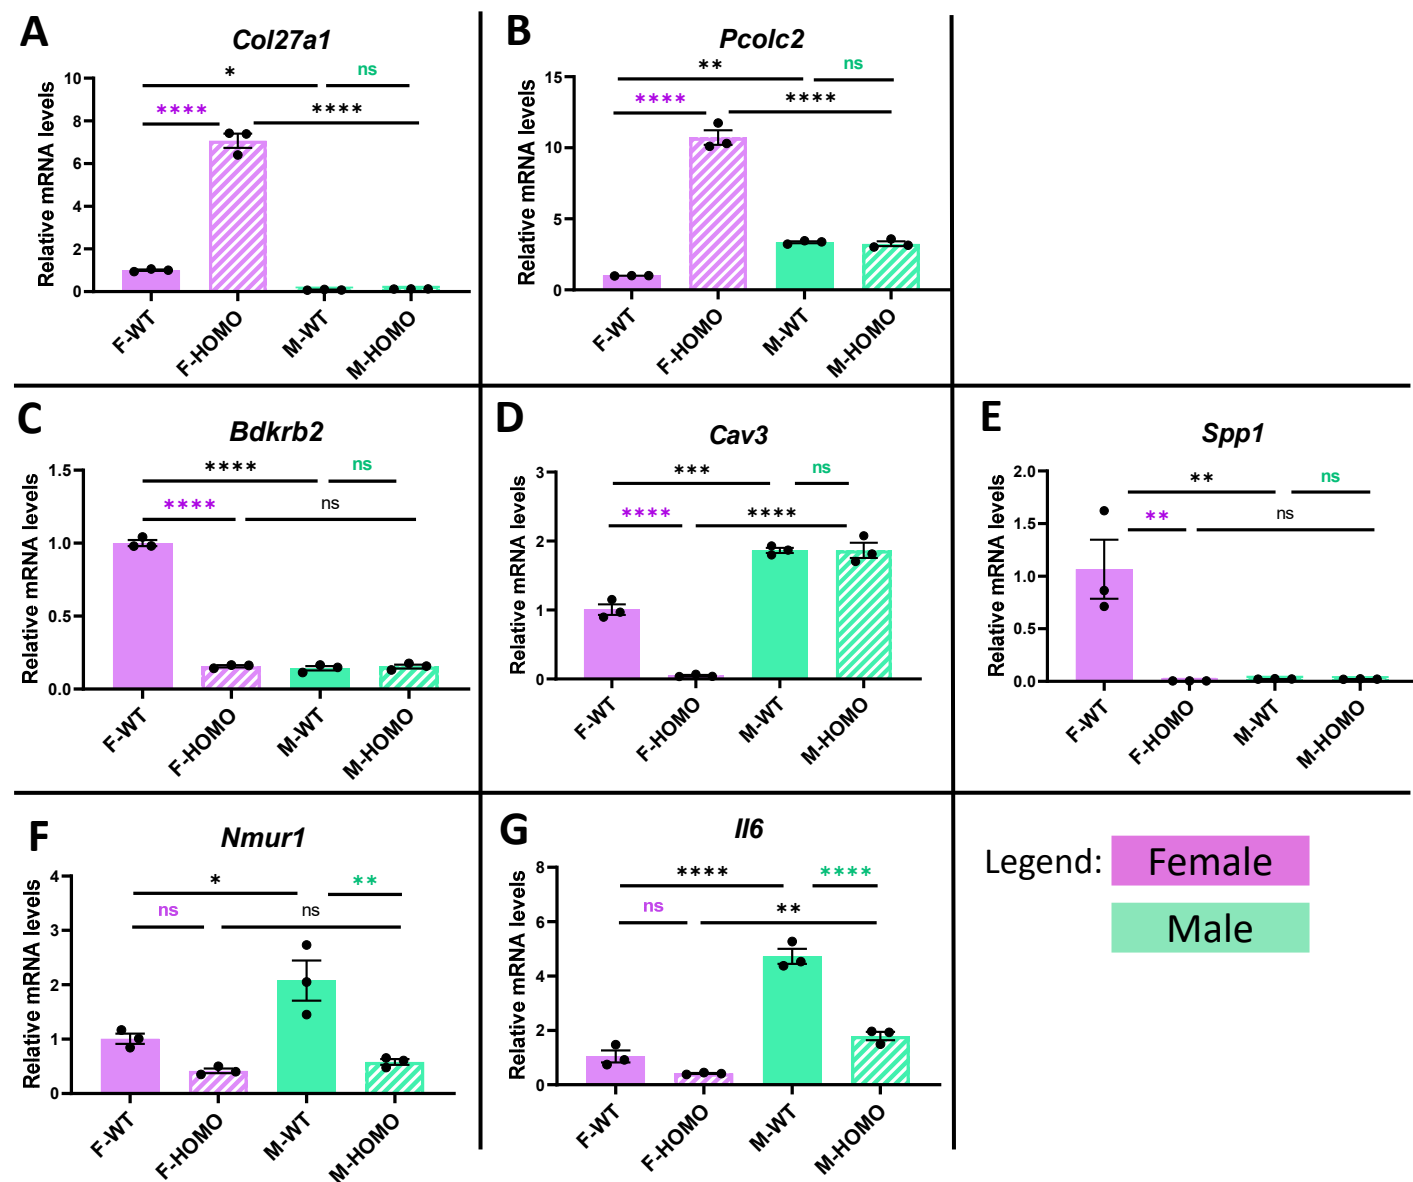

**Figure S12: Effect of hIGFBP5 on Intracellular Protein Abundance.** Cell lysates were analyzed by immunoblotting for selected proteins. Quantification of immunoblots (n=3) for the protein abundance of **(A)** Nmur1, **(B)** Bdkrb2, **(C)** Serpine1, **(D)** Fpr1 and **(E)** Tbx1 was performed, and the results were normalized to female WT. The housekeeping protein used as loading control was  $\beta$ -actin. \*P < 0.05. \*\*P < 0.01. \*\*\*P < 0.001. ns: not significant. F: female (in purple), M: male (in green), WT: wild type, HOMO: hIGFBP5 homozygous mice. **(F)** Representative immunoblots for each protein shown in panels A-E and  $\beta$ -actin, as a loading control.

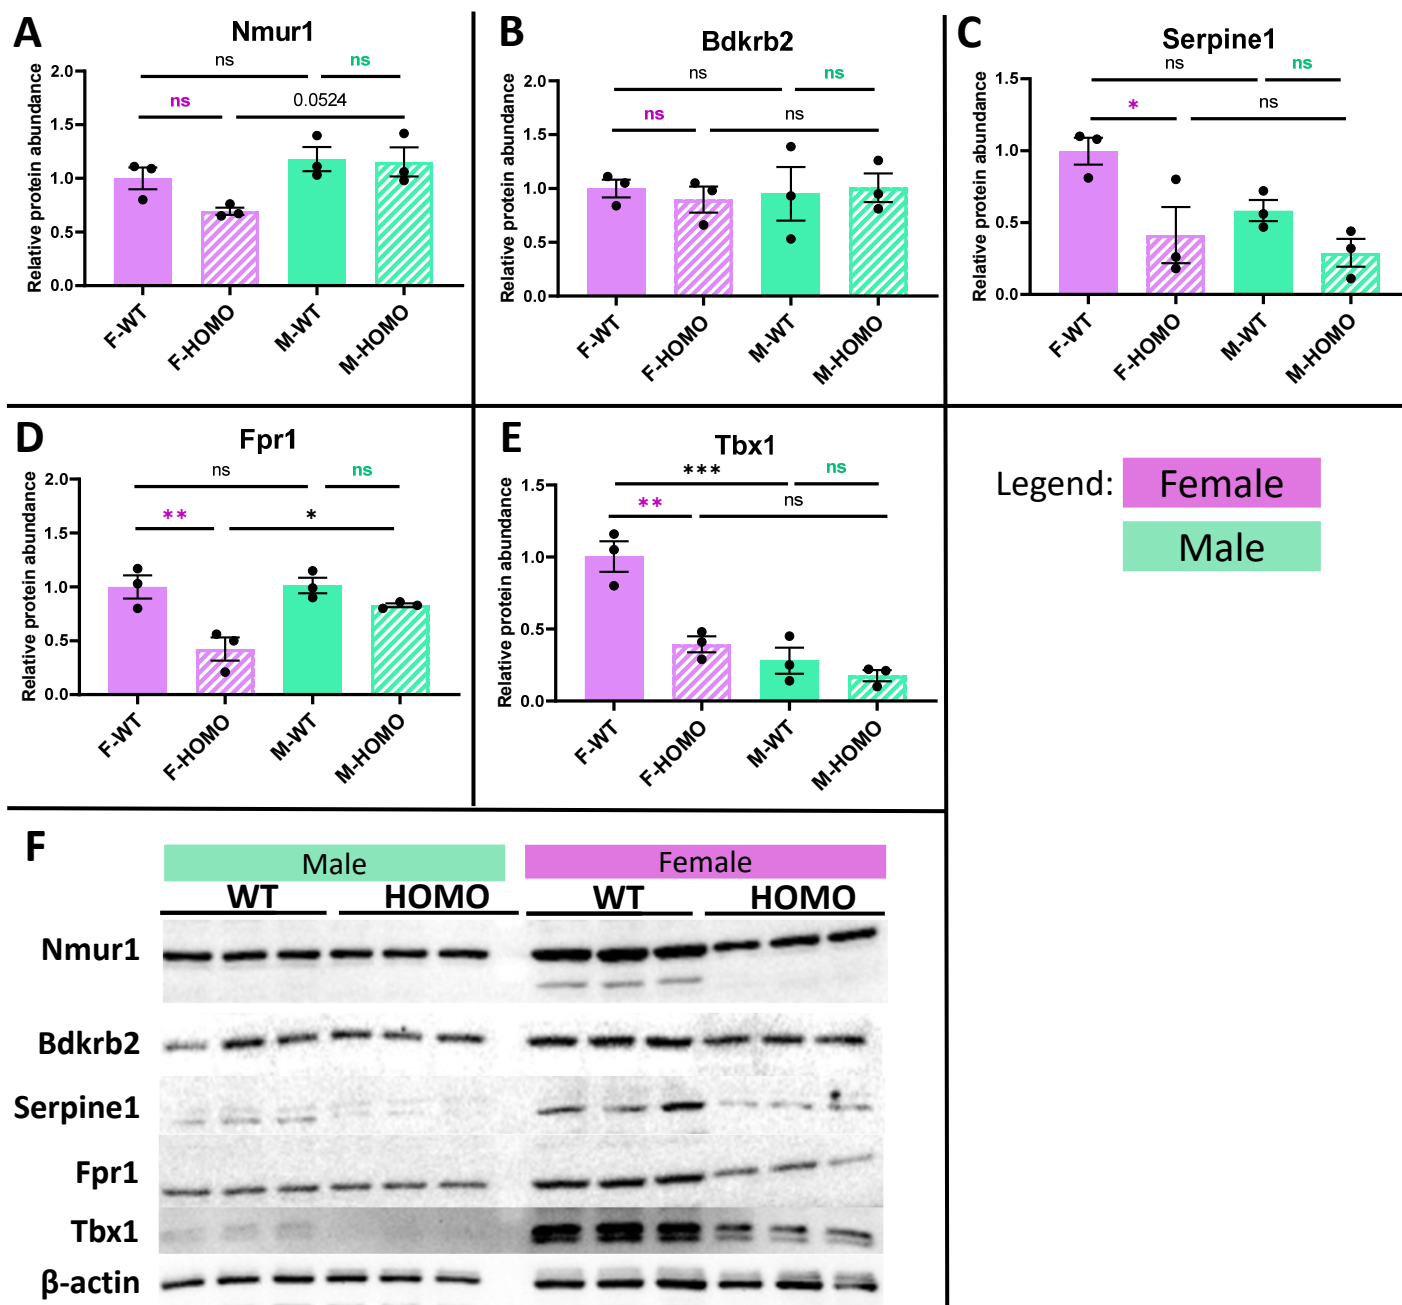

**Figure S13: Effect of hIGFBP5 on the secretion of Igfbp4, Serpine1 and Pappa2.** Conditioned media of cultured pFBs of hIGFBP5 HOMO and WT mice were analyzed by immunoblotting for selected proteins. Quantification of immunoblots (n=3) for the protein abundance of **(A)** Igfbp4, **(B)** Serpine1 and **(C)** Pappa2 were normalized to female WT. \*P < 0.05. \*\*P < 0.01. \*\*\*P < 0.001. \*\*\*\*P < 0.0001. ns: not significant. F: female (in purple), M: male (in green), WT: wild type, HOMO: hIGFBP5 homozygous mice. **(D)** Representative immunoblots showing protein abundance of Igfbp4, Serpine1 and Pappa2 in conditioned media of cultured pFBs from hIGFBP5 HOMO and WT mice. Ponceau S staining was used as loading control.

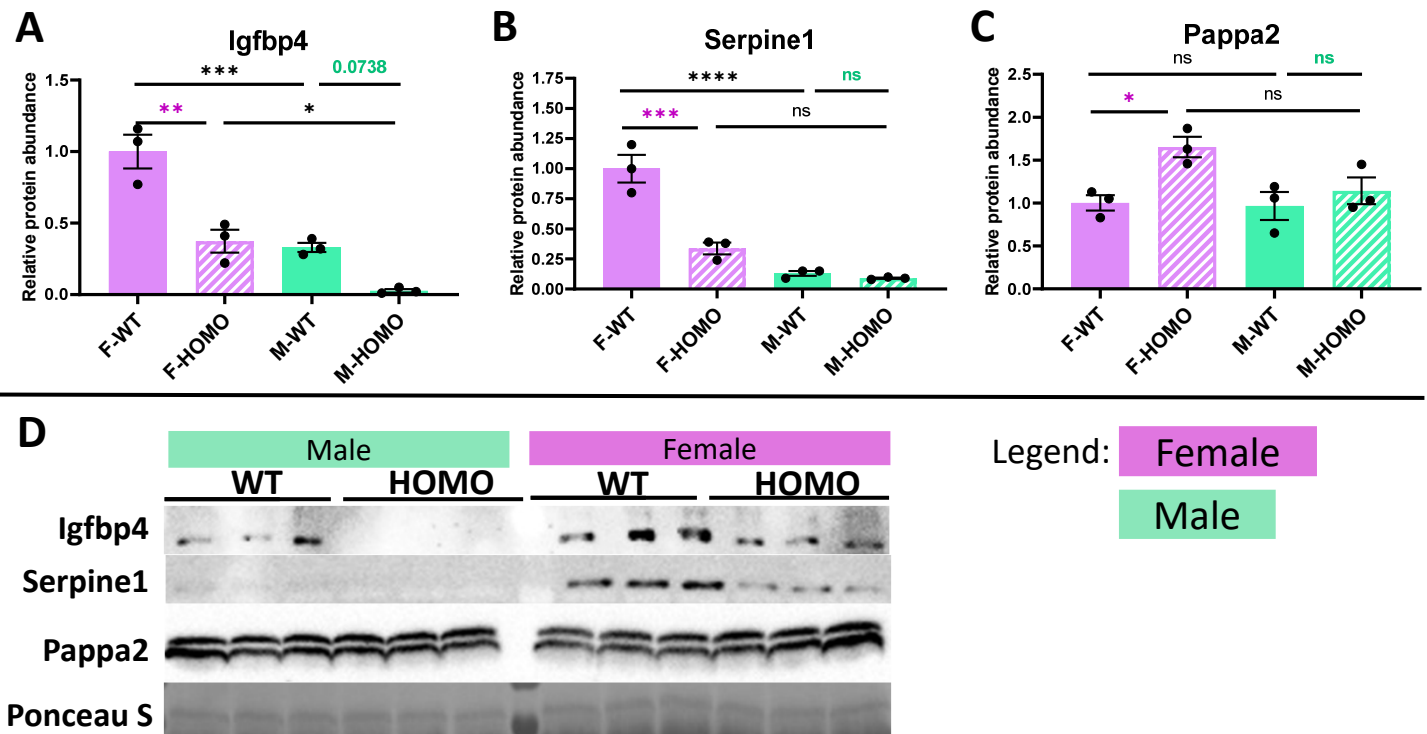

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

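The deposited table holds gene counts that the authors made before deposition by trimming reads with fastp, aligning them with STAR to mm10 and counting them with featureCounts, as their methods and the series record state. Reads, alignments and the paper's supplementary tables were not used here. The table lists 54532 entries by gene symbol, of which 27324 had at least 1 count in the 8 libraries and 100 symbols stood on more than one entry. Of the entries, 53702 were matched to GENCODE M21, the mouse annotation of GRCm38, for positions, exon overlap and gene length. All 8 libraries were used, 4 WT and 4 HOMO, and 0 columns of per-sample values were left aside. The deposited counts carry the label "outlierout". Whether a library was removed before deposition is not stated in the paper's text or the records. Each library is named here after its genotype and the replicate number in its label, and the same numbers in the paper's figure are the one source for pairing WT with HOMO libraries. The record does not say that same-numbered libraries share a litter, culture day or batch.

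Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The main comparison was edgeR's quasi-likelihood F test of HOMO against WT after TMM normalization, with filterByExpr by genotype, which left 14150 genes. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.6, the paper's thresholds. Standard errors are the absolute log2 fold change divided by the square root of F. Levels are CPM on TMM-scaled library sizes, and log2 CPM has a prior count of 2. Genes with 3 or fewer counts in every library of a genotype were taken as at the floor of counting there. Genes outside the test were compared on log2 CPM over the 70 assignments of libraries to 2 groups of 4.

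Alternatives to the main comparison were DESeq2, RLE and upper-quartile normalization, no filter on low counts, CPM above 1 in at least 4 libraries, robust dispersion estimation, limma-voom with sample quality weights, the replicate number as a block, glmTreat, a stricter adjusted p, no fold change threshold, and leaving out each of the 8 libraries in turn. Summing near-identical libraries, in edgeR and in DESeq2, was added after the data were seen. In simulated data with the libraries' own sizes and dispersions and 200 changed genes among 14150, of which 189 passed edgeR's filter, edgeR called 58.2% of changed genes with 4.35% of its calls false, DESeq2 72.5% with 21.2% false, limma-voom 59.8% with 5.04% false, and the block 50.3% with 5.00% false. With a dispersion of 0.05 for every gene, 4.95% of edgeR's calls and 12.1% of DESeq2's were false. The simulated libraries were drawn independently, without near-identical pairs like those in the data.

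The genes named were those that the paper's text, tables and figures of 6 pathways give as changed, unchanged or predicted to change, the 5 upregulated and 5 downregulated DEGs with the largest log2 fold changes among those whose genotypes do not overlap, and the genes of 9 marker sets for cell types and proliferation. Hox genes, and genes that share exons with these, were named after their values were seen. The paper's figures of calcium and MAPK signaling were left out of these lists; counted after the data were seen, they add 29 genes, of which 28 were tested and 20 called. The DEGs of the calcium figure were read from imperfect text without directions, and 1 name was settled by the order of the bars, with 23 called under this reading and 22 under the other. A few genes that meet this rule are not reported here. Enrichment of pathways and gene ontology terms was not repeated, since their gene sets were not at hand, and the wider count of receptors in the paper was not analysed here. The human transgene, qPCR, protein and tissue measurements were not analysed here.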

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

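The tests of chromosome 8 and of the Hox genes were chosen only after these results were seen.

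In 507 groups of 4 libraries, formed from each named gene and genotype, the library furthest from the others was compared with the range of its group by Dixon's test. It lay past the 95% critical value of that test in 23 groups, where chance gives 25.4 if the 4 libraries of a group are independent, which the near-identical pairs call into question. Of these, 17 were WT groups, 9 with WT3 and 8 with WT4 apart, and 6 were HOMO groups.

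The values of log2 CPM in WT3 were 11.24 for *Acta2*, 9.41 for *Adm*, 2.83 for *Gdf15*, −0.87 for *Ifnlr1*, 6.23 for *Pdgfa*, −0.73 for *Ppp2r2b*, 2.09 for *Spata13*, 3.73 for *Stat5a* and 8.82 for *Zyx*. Those in WT4 were 6.52 for *Gdf6*, 7.12 for *Igfbp4*, 12.70 for *Lox*, 0.36 for *Nmur1*, 4.18 for *P2ry2*, 5.99 for *Ppp2r5a*, −2.97 for *Ptger3* and 1.48 for *Gm15446*. In HOMO they were 1.39 for *Eda* in HOMO2, 4.18 for *Il10rb* in HOMO4, and 0.27 for *Il17re*, −1.78 for *Nmur1*, −0.15 for *Tnfsf8* and 0.49 for *Aldh1a2* in HOMO3. *Adm* lies on chromosome 7, whose genes stood 0.35 higher in WT3 than in the other WT libraries, less than the gap of *Adm*. No other explanation was tested for single genes, and whether their number is what chance gives cannot be told with near-identical libraries in both genotypes.

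The paper does not report on chromosomes. The 792 tested genes of chromosome 8 had a median log2 fold change of 0.37, against −0.04 for all tested genes, and 73.7% of them were higher in HOMO. Of them, 136 were called up and 17 down, so 17.2% were called up, against 5.26% on the other chromosomes. Each HOMO library lay above each WT library (two-sided exact permutation p = 0.0286, adjusted over 20 chromosomes 0.0714). The genotypes were also parted, with the same p, on chromosomes 16 and 17 with HOMO above WT and on chromosomes 2, 3, 7, 13 and 18 with HOMO below WT, so this p does not set chromosome 8 apart. The median stayed between 0.367 and 0.438 under the alternatives that were run.

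Explanations were weighed for this shift. After regression on GC content and exon length, the median was 0.407. The regression took up 1.60% of the variance of the log2 fold changes, and the distance of chromosome 8 from the other chromosomes was 0.437 before it and 0.431 after it. The plain median log2 fold change of the genes of chromosome 8 that were not called was 0.265, but these genes were chosen by the size and spread of their change, so this value cannot decide whether a few called genes account for the shift. Library size and abundant genes would act on all chromosomes alike. A change in the number of copies of the chromosome is a candidate explanation: 12 of 13 bins of 10 Mb had a median above 0, although 3 copies against 2 would give 0.58. Chance among chromosomes could not be excluded, since limma's camera (adjusted p = 0.0142, two-sided) takes the 8 libraries as independent. It also gave adjusted p-values of 0.0278 for chromosome 16 and 0.0303 for chromosome 2. Of the 8 splits of the libraries that part all 4 same-numbered pairs, the real one included, 2 had a chromosome with a shift as large, 0.425 on chromosome 8 for the real split and 0.442 on chromosome 12 for WT1, WT2, WT3 and HOMO4 against the others. Over all 35 splits, these were the same 2. Other chromosomes were shifted downwards in HOMO, chromosome 18 with a median of −0.31 and 0 of 9 bins higher, and chromosome 7 with −0.29 and 0 of 15 bins higher. Strain variants against the reference were not tested, and an effect of genotype cannot be told apart from a difference in copies or from chance.

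Of 21 tested Hox genes, which the paper does not discuss, 8 were called, and 10 had an unadjusted p under 0.05. *Hoxc4* (log2 fold change 3.74), *Hoxd8* (3.79) and *Hoxd9* (7.38) were higher in HOMO. *Hoxb5* (−3.10), *Hoxb6* (−3.46), *Hoxb7* (−3.11), *Hoxb8* (−2.67) and *Hoxb9* (−2.18) were lower. The real split called the most Hox genes, 1 of the 8 splits that part all same-numbered pairs and 1 of all 35, but a design with 8 such splits cannot show that chance is excluded. One library does not carry all of the calls: without each library in turn, *Hoxb5* to *Hoxb9* and *Hoxc4* were called in 8 of 8 fits, *Hoxd9* in 7 of the 7 that tested it, and *Hoxd8* in 2 of 8. Cultures from other sites within the lung may also differ in Hox genes. The record gives no site, so this was not tested, and it cannot be told apart from an effect of the genotype. None of these genes was called after near-identical libraries were summed, which left 0 DEGs and 2057 genes at an unadjusted p under 0.05.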

How the results depend on the processing

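The alternatives to each result were set before the data were examined, apart from summing near-identical libraries, in edgeR or DESeq2, and the alternatives for chromosome 8, which were chosen only after the results were seen.

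The number of DEGs, 1716 in the main comparison (841 up, 875 down), changed by less than 1.5-fold with RLE or upper-quartile normalization, no filter on low counts, CPM above 1 in at least 4 libraries, robust dispersion estimation, or no fold change threshold, between 1443 and 1897. It was 2913 with DESeq2 (1321 up, 1592 down), 3573 with limma-voom and sample quality weights (2009 up, 1564 down), 454 with glmTreat (268 up, 186 down) and 398 at an adjusted p under 0.01 (235 up, 163 down). Of the DEGs, 1708 were called by DESeq2 and 1462 by limma-voom in the same direction. Without each library in turn it was between 507 and 2192 (308 to 1166 up, 199 to 1026 down), and 479 DEGs were called in all 8 of these fits. On simulated data with 8 libraries and their own dispersions, edgeR called 58.2% of 189 changed genes among 13901 that passed its filter, with 4.35% of its calls false, and DESeq2 called 72.5% of 200 among 14150, with 21.2% false. With a dispersion of 0.05 for every gene, these false shares were 4.95% and 12.1%. Some of DESeq2's further calls may be false, in a share that these simulations, with few changed genes, do not give for the data. The simulated libraries were also drawn independently, without near-identical pairs. The false shares of edgeR and DESeq2 therefore do not show how many of their calls on these data are false. For the other alternatives, the cause was not tested.

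With the replicate number as a block, 947 DEGs were called (442 up, 505 down). Deviations from the genotype mean correlated by −0.0608 between libraries of the same number and by 0.0202 between libraries of different numbers. Near-identical libraries carry different numbers, so these values could hardly differ, and they cannot decide whether same-numbered libraries are paired. The block spends degrees of freedom whether or not they are. The genes called with it were 12 of the focal adhesion list, 13 of the cytokine and receptor list, 20 of PI3K-Akt, 11 of chemokine, 5 of calcium (here and below the 21 genes in the paper's text), 0 of the integrins (the integrin family gave 1).

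Summing near-identical libraries left 0 DEGs (0 up, 0 down), and 0 called genes in each of the paper's lists and in the integrin and collagen families, with 2057 genes at an unadjusted p under 0.05. DESeq2 on the summed libraries gave 719 DEGs (327 up, 392 down). Some lists stayed closer to the main comparison, with 18 cytokine and receptor, 15 neuroactive and 4 extracellular matrix genes, 11 cytokines, 2 integrins, 10 genes of Table 3 and 3 collagens. Further from it were 10 AGE-RAGE, 10 focal adhesion, 19 PI3K-Akt, 8 chemokine, 7 calcium and 7 hub genes. These changes may come from near-identical libraries counted as separate replicates, which the 0 DEGs after summing leave open, or from the smaller number of units.

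For the paper's lists, DESeq2 called 34 AGE-RAGE, 47 focal adhesion, 52 cytokine and receptor, 67 PI3K-Akt, 35 chemokine, 38 neuroactive, 21 calcium and 14 extracellular matrix genes, 26 cytokines, 7 integrins, 12 hub genes, 13 genes of Table 3 and 13 collagens, and 7 and 13 genes of the integrin and collagen families. Limma-voom called 39 cytokine and receptor genes, 20 cytokines, 11 extracellular matrix genes and 9 collagens, and 7 and 16 genes of the integrin and collagen families. Without the filter on low counts, 6 hub genes were called. The simulated data bear on DESeq2's numbers only within the limits given above, and for limma-voom and the filter the cause was not tested.

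Without each library in turn, the called genes numbered 8 to 20 for AGE-RAGE, 7 to 31 for focal adhesion, 7 to 28 for cytokines and receptors, 4 to 14 for cytokines, 12 to 48 for PI3K-Akt, 4 to 19 for chemokine, 6 to 20 for neuroactive, 2 to 13 for calcium, 2 to 8 for extracellular matrix, 1 to 4 for integrins, 2 to 4 for hub genes, 5 to 7 for Table 3, 3 to 7 for collagens and 2 to 3 for Igfbp genes. They numbered 1 to 4 for the integrin and 3 to 8 for the collagen family.

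Clustering placed 8 of 8 libraries with their genotype, also over the most variable genes, 6 with average linkage and 6 with 1 minus Spearman's correlation, and 5 to 7 of 7 without each library in turn. Clustering over the DEGs alone also gave 8 of 8, which shows no stability, since these genes were chosen for their difference between the genotypes. The macrophage marker score differed by −2.22, by between −2.81 and −1.62 without each library in turn, and by −2.31, −2.42, −2.74 and −2.22 with a prior count of 0.5, tested markers alone, limma's camera and RLE. The difference in signature strength was between 0.374 and 0.858.

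Directions of named genes were reversed in 10 cases: with limma-voom, *Agt* at 0.98, *Itga8* at 0.52, *Map2k2* at 0.0778, *Mapk13* at 0.0133, *Prkcb* at 0.20, *Rac3* at 0.0252 and *Vav1* at 0.11, and *Fn1* at 0.0420 with the block, 0.20 without WT4 and 0.01 without HOMO2, with a range of −0.37 to 0.20 over the fits without one library. None of these 8 genes was called in the main comparison. The cause was not tested.

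Of the 225 tested named genes, DESeq2 changed the call of 86 (85 gained, 1 lost), limma-voom of 63 (56 gained, 7 lost), no filter of 16, RLE of 2, upper-quartile of 4 and robust dispersion of 0. CPM above 1 changed the call of 4 among the 201 genes in that fit. With the block, 58 calls were absent and 13 were added. After near-identical libraries were summed, 123 calls were absent in edgeR, and in DESeq2 56 were absent and 6 were added. The fits without one library changed between 30 and 71 calls. Reversals are not counted here.

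Depth limits many of the genes outside the test, but not all. Some, such as *Tbx1* in WT1 and WT2 and *Cxcr4* in WT4, were well counted, but in few libraries. Of the 219 listed genes that the paper gives as changed, 28 did not pass the filter on low counts, among them 9 of the 12 hub genes. For these 28 the smallest exact p is 0.0286, and only if the 8 libraries are independent.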

Differences from the paper's values

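Alternatives are those set before the data were examined, unless a sentence says otherwise. Summing libraries, in edgeR or DESeq2, was chosen only after the results were seen. It closed none of the gaps in numbers of DEGs and in adjusted p-values. A gap is called closed where the value under an alternative is within 1.5-fold of the paper's, which need not mean that the values are equal.

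The paper gives 2819 DEGs, and 1716 were called here. DESeq2 (2913), limma-voom with sample quality weights (3573), the comparison without WT3 (2192) and, just within that limit and still far below the paper's number, no fold change threshold (1897) closed this gap. The other alternatives, with 1848 or fewer, did not. For downregulated DEGs the paper gives 1571, against 875 here. DESeq2 (1592) and limma-voom (1564) closed it, and the other alternatives did not. For upregulated DEGs the paper gives 1248, and the 841 called here lay within 1.5-fold of it. The 2009 of limma-voom did not, nor did the numbers of some other alternatives. Among the genes of the paper's lists, DESeq2 also called each gene that the paper calls.

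The paper gives 26 differentially expressed cytokines, 22 of them downregulated, against 9 and 7 here. DESeq2 (26 and 22) and limma-voom (20 and 16) closed the gap, and the other alternatives, with 14 and 11 or fewer, did not. For integrins it gives 7, 5 of them downregulated, against 3 and 1 here. DESeq2 (7 and 5) closed both, limma-voom (7) closed the total with another balance, 6 up and 1 down against the paper's 2 up and 5 down, and the others, with at most 4 and 2, did not.

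For adjusted p-values, the paper gives 1.12E-03 for *Pcolce2*, 2.00E-03 for *Pappa2* and 2.21E-02 for *Spp1*, against edgeR's 0.0543, 0.0363 and 0.0960. DESeq2 closed these gaps, with 0.00112, 0.00205 and 0.0221. The other alternatives did not, with ranges of 0.0203 to 0.217, 2.69e-04 to 0.0922 and 0.0125 to 0.218.

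The paper gives 1.00E-06 for *Col27a1*, *Il6*, *Cav3*, *Tgfb2* and *Igfbp4*, against edgeR's 0.00691, 0.00855, 0.00706, 0.00358 and 0.00124. None of the alternatives came within 1.5-fold of the paper's value, and DESeq2 lay below it for each of these genes. The alternatives ranged from 5.14e-10 to 0.0371 for *Col27a1*, from 2.33e-08 to 0.0451 for *Il6*, from 8.41e-08 to 0.0634 for *Cav3*, from 8.12e-09 to 0.0273 for *Tgfb2* and from 1.15e-22 to 0.0163 for *Igfbp4*, and the lowest of each was DESeq2's. The paper does not state whether its value is the lowest that it prints for a gene.

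Of 219 listed genes that the paper calls changed, 110 were not called here, and settings that call some of them were DESeq2 (110 of the 110), limma-voom (53), the fits without WT3 (26), WT4 (21), WT1 (9), WT2 (3) and HOMO4 (1), the replicate number as a block (11), no filter on low counts (11), upper-quartile normalization (4), CPM above 1 in at least 4 libraries (3) and RLE normalization (1, *Mmp16*). DESeq2 on summed near-identical libraries, chosen after seeing the values, called 14. Upper-quartile normalization called *Plcb1*, *Stat5a*, *Cx3cl1* and *Gabbr1*, CPM above 1 called *Ager*, *Plcb1* and *Eda*, and no filter called *Gdf3*, *Tnfrsf9*, *Edar*, *Ccl20*, *Ccl28*, *Ntrk2*, *Bdkrb2*, *Grin2a*, *C3*, *Pcolce2* and *Tbx1*.

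The paper states that mouse *Igfbp5* was below detection in both genotypes and was not affected by the transgene. Its text does not name the assay behind the first statement, which may not be RNAseq. In these libraries *Igfbp5* had 130, 225, 7130 and 112 counts in WT1 to WT4 and 24, 37, 37 and 57 in HOMO1 to HOMO4. Its log2 fold change was −5.97 (edgeR adjusted p = 0.0469), between −6.37 and −2.04 without each library in turn, with a call in 4 of these 8 fits.

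Some genes had a log2 fold change opposite to the direction that the paper's cascades predict from the changes of upstream genes. Among them *Cyfip2* alone was called, so for the others a measured change against the prediction is not shown. *Bcl2l1*, upregulated in its prediction, changed by −0.42, and *Bad* by −0.47. *Map2k1*, downregulated there, changed by 0.28. *Cyfip2*, upregulated there, was called downregulated at −2.35, and *Cyfip1*, *Nckap1* and *Arhgef4* changed by −0.34, −0.36 and −0.38. *Mylk2* and *Mylk4*, upregulated there, had too few counts for the test.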

Other observations

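The tests of near-identical libraries, of markers in WT3 and WT4 against WT1 and WT2, of chromosome 12, and the counts of splits for upregulated, downregulated, integrin and collagen DEGs were chosen only after these results were seen.

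WT1 with WT2, HOMO1 with HOMO2 and HOMO3 with HOMO4 differed by biological coefficients of variation of 4.72 to 7.62%, against 29.9 to 56.1% for the other pairs of one genotype. The smallest ratio of the latter to the former was 3.93. The lowest median chi-square per gene within these pairs was 1.33, above what sampling noise alone gives, so their counts are not copies of one another, but a second sequencing run of one library, with its own technical variation, cannot be excluded. Separate libraries from one culture or mouse remain a candidate explanation that the ratio of 3.93 cannot decide, since mice raised and cultured together might also be this close. The paper's text and the sample records do not state how many mice the libraries came from.

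If the near-identical libraries are not separate replicates, the number of DEGs may rest on counting them as such. Summed, they left 0 DEGs and 2057 genes with an unadjusted p under 0.05, with the smallest adjusted p at 0.0864. The common biological coefficient of variation was 38.1% with the 8 libraries and 48.1% with the 5 units. DESeq2 on the 5 units called 719 DEGs.

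No other split of the 8 libraries gave as many DEGs as the genotypes. Among the 8 splits that part all 4 same-numbered pairs, 1 of 8, the real one, reached the number of DEGs, and so it was for upregulated DEGs (1 of 8), downregulated DEGs (1 of 8), integrin DEGs (1 of 8) and collagen DEGs (1 of 8). Of all 35 splits, 1 reached each number, and of the 3 that keep near-identical libraries together, 1 did. With 8 or 3 splits, a share under 0.05 cannot be reached. The split of WT1, WT2, HOMO3 and HOMO4 against the others gave 372 DEGs. The other 33 splits gave 0, with between 20 and 1637 genes at an unadjusted p under 0.05.

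Total counts did not differ between the genotypes (two-sided exact permutation p = 0.743), nor did the share of counts in the 10 most abundant genes (two-sided exact permutation p = 0.600).

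Markers of macrophages, written down before they were measured, were lower in HOMO by a mean of 2.22 on the log2 scale (two-sided exact permutation p = 0.171, adjusted over 9 marker sets 0.514), and 21 of 22 were lower on average. Of the 22, 21 were higher in both WT3 and WT4 than in WT1 and WT2, where chance gives 16.7% per gene, or 33.3% with WT1 and WT2 as 1 unit, and 20 were higher there than in each of the other 6 libraries. RNA from macrophages in the WT3 and WT4 cultures is a candidate explanation for transcripts counted mainly in these libraries, among them *Fpr1*, *Hcar2*, *P2ry14* and *Cnr2*. Whether such RNA differed with the genotype cannot be told from these libraries.

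Of the other marker sets, that of epithelial cells was higher in HOMO by 1.17 (two-sided exact permutation p = 0.0286, adjusted 0.257) in 4 of 4 libraries. Its means were low, −2.43 log2 CPM in WT and −1.25 in HOMO, where a gene without counts has −3.49. HOMO1, at −2.20, lay barely above WT3, at −2.23. Of its 13 markers, 3 passed the filter for the test, and limma's camera over these gave a two-sided p of 0.263. The proliferation score was 6.77 and 6.56 in WT1 and WT2 and 6.26 and 6.08 in HOMO3 and HOMO4, and 3.92 and 2.72 in WT3 and WT4 and 3.71 and 3.73 in HOMO1 and HOMO2, so it parted the libraries across the genotypes. No explanation was tested for it.

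The weaker signature of HOMO3 and HOMO4 was not due to male samples: the highest number of Y-linked counts in a library was 5, and *Xist* had between 2020 and 28706 counts.

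In WT4, the median of chromosome 12 genes stood 0.65 on the log2 scale above the other WT libraries, with the same sign in 12 of 12 bins of 10 Mb. The HOMO libraries also stood above WT1 to WT3 there, with medians of 0.23, 0.21, 0.11 and 0.08 in HOMO1 to HOMO4. Those of WT1 to WT4 were −0.33, −0.27, −0.32 and 0.33. The median log2 fold change of chromosome 12 was 0.24, with 11 of 12 bins higher in HOMO (two-sided exact permutation p = 0.143). A change in the number of copies of the chromosome in that culture is a candidate explanation for WT4, which does not cover the HOMO libraries. No biological explanation was tested, as the design gives none.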
